# Biobank of genetically defined murine prostate cancer tumoroids uncovers oncogenic pathways and drug vulnerabilities driven by PTEN-loss

**DOI:** 10.1016/j.crmeth.2026.101370

**Published:** 2026-03-30

**Authors:** Jessica Kalla, Thomas Dillinger, Zlata Pavlovicova, Reema Jacob, Emine Atas, Katarina Mišura, Anil Baskan, Kristina Draganić, Andreas Tiefenbacher, Tanja Limberger, Theresia Mair, Gabriel Wasinger, Ludovica Villanti, Stefan Kubicek, Lukas Kenner, Gerda Egger

**Keywords:** prostate cancer, mouse models, preclinical models, organoids, tumoroids, PI3K/AKT signaling, drug screen, PDPK1/AKT/FLT dual pathway inhibitor, tenovin-6

## Abstract

Prostate cancer (PCa) is the second most common cancer in men and shows high inter- and intra-patient heterogeneity. Consequently, treatment options are limited and there is a lack of representative preclinical models. Here, we establish a comprehensive biobank of murine organoids and tumoroids that reflect common patient mutations. We demonstrate that the deletion of *Pten* alone, or in combination with *Stat3*, or *Tp53*, drives the activation of cancer-related pathways in both prostate organoids and tumor-derived tumoroids. A medium-throughput drug screen identified two potent compounds, the PDPK1/AKT/FLT dual pathway inhibitor and the sirtuin inhibitor tenovin-6, which effectively suppressed tumoroid proliferation. Notably, these compounds also inhibited the growth of several human PCa cell lines and displayed synergistic effects when combined with the standard-of-care antiandrogen enzalutamide. Together, our findings provide evidence that murine tumoroids are versatile preclinical models for studying PCa tumorigenesis and drug sensitivities to develop therapeutic options for PCa patients.

## Highlights

• We establish a murine organoid/tumoroid biobank for PCa research
• Unique metabolic characteristics of PCa are dependent on the PI3K/AKT pathway
• A medium-throughput drug screen identifies PCa-specific compounds
• Targeting PI3K/AKT signaling or sirtuins are promising treatment options for PCa

## Motivation

Patient-derived organoid and tumoroid models have proven invaluable for cancer research, enhancing our understanding of tumorigenesis and enabling the testing of therapeutics for personalized treatment. In case of prostate cancer, long-term cultivation of primary tumors has been less successful and thus fewer models are available. Therefore, we developed organoid and tumoroid models originating from murine prostate tissues and tumors of transgenic mice, harboring selected patient-relevant mutations, to study genotype-specific drug responses. These models are readily genetically manipulated *in vitro* and can be cultured for extended passages.

## Introduction

Prostate cancer (PCa), the second leading cause of cancer-related death in men worldwide,^1^ is characterized by a diverse mutational landscape and high inter- and intra-patient heterogeneity.^2^^,^^3^^,^^4^ The malignant transformation of the normal prostate gland, which consists of luminal and basal epithelial cells, to PCa is a multifactorial process. Different driver events lead to the development of adenocarcinoma lesions that ultimately progress to metastatic disease.^5^^,^^6^ Radical prostatectomy, radiation therapy, and subsequent androgen deprivation therapy represent the primary treatment options for localized disease.^7^ However, despite initial response to these therapies, many patients eventually develop castration-resistant PCa and metastases, posing a significant therapeutic challenge due to limited treatment options and poor prognosis.^8^

Even though PCa is a very heterogeneous disease, some mutational patterns can be found in a large subgroup of patients.^9^ The loss of the tumor suppressor *PTEN* and thus an activation of the PI3K/AKT pathway, is one of the most common mutations found in PCa with an incidence of ∼20% in primary cases, and ∼50% in metastatic disease.^10^ *TP53* is also commonly mutated in PCa patients, and mutations in *TP53* frequently occur in combination with *PTEN* deletions.^9^^,^^11^ As *STAT3* is upregulated in many cancer types including PCa,^12^^,^^13^ the inhibition of the IL-6/STAT3 signaling axis has been reported as a therapy approach for PCa.^14^ However, in mice the loss of *Stat3* in combination with the loss of *Pten*, a co-deletion observed in 66% of patients, led to a more aggressive and invasive phenotype, highlighting the dual role of STAT3 for PCa.^15^^,^^16^^,^^17^

Despite significant advances in our understanding of this disease, the development of effective therapies has been hindered by the lack of robust preclinical models that recapitulate the complex biology and treatment response of PCa patients.^18^ Until now, mainly 2D cell lines including 22RV1 cells (primary tumor), the metastatic cell lines LNCaP (lymph node), DU145 (brain), and PC3 (bone), or non-cancerous cell lines including RWPE-1 (normal) and BPH-1 (benign hyperplastic) have been among the most widely used human models for PCa research.^18^^,^^19^ Since these cell lines consist of only one cell type, they do not fully recapitulate the *in vivo* tissue function and signaling of PCa tumors.^20^ Organoids derived from stem cells of healthy tissues, and tumoroids derived from malignant lesions, are 3D *in vitro* models generated from primary patient tissue or animal samples, that have emerged as a promising platform for cancer research.^21^ Even though it is possible to generate human prostate organoids and PCa tumoroids from tissue biopsies but also from induced pluripotent stem cells,^22^^,^^23^^,^^24^^,^^25^^,^^26^ these models only reflect a small subset of PCa and long-term cultivation for extended passages is limited. Primary PCa tumoroids get overgrown by healthy cells and most 3D models stop proliferating due to suboptimal medium and matrix conditions.^25^^,^^27^^,^^28^^,^^29^^,^^30^ Thus, murine organoids and tumoroids, which can be maintained *in vitro* indefinitely, provide a versatile tool for PCa research to study PCa tumorigenesis and therapy response.^23^^,^^25^^,^^31^^,^^32^^,^^33^

As the influence of different genetic mutations of murine prostate organoid and PCa tumoroid models on gene expression and drug response has not been studied extensively, we focused on establishing a biobank of organoids and tumoroids derived from wild-type (WT) or transgenic mice, respectively. Additionally, we generated PCa tumoroids by inducing the deletion of *Pten*, *Stat3*, and *Tp53* in WT organoids *in vitro*. Interestingly, the deletion of the target genes induced the deregulation of metabolic pathways in all knockout (KO) tumoroids. In addition, a medium-throughput compound screen identified the PDPK1/AKT/FLT dual pathway inhibitor (DPI) (also called KP372-1)^34^^,^^35^^,^^36^ and the epigenetic modifier tenovin-6 (T6), a sirtuin inhibitor and TP53 activator,^37^ as promising agents. These compounds effectively inhibited the growth of murine tumoroid models and several human PCa cell lines. Thus, murine tumoroids provide reliable preclinical models for PCa research and could be used to identify treatments for PCa patients based on their genetic background.

## Results

### Establishment and genetic stability of murine PCa tumoroids reflecting patient mutations

To highlight the importance of modeling genetic mutations of *PTEN*, *STAT3*, and *TP53*, we analyzed publicly available RNA sequencing data from primary PCa patients of the PRAD-TCGA dataset.^38^ A lower expression of the tumor suppressor *PTEN*, or the transcription factor *STAT3*, significantly correlated with shorter overall survival time (Figure 1A). Additionally, patients carrying mutations in the tumor suppressor *TP53* had a significantly shorter survival time compared to patients with a WT *TP53* gene. Together, this data underlined the important role of these genes for PCa tumorigenesis and patient prognosis.

**Figure 1:**
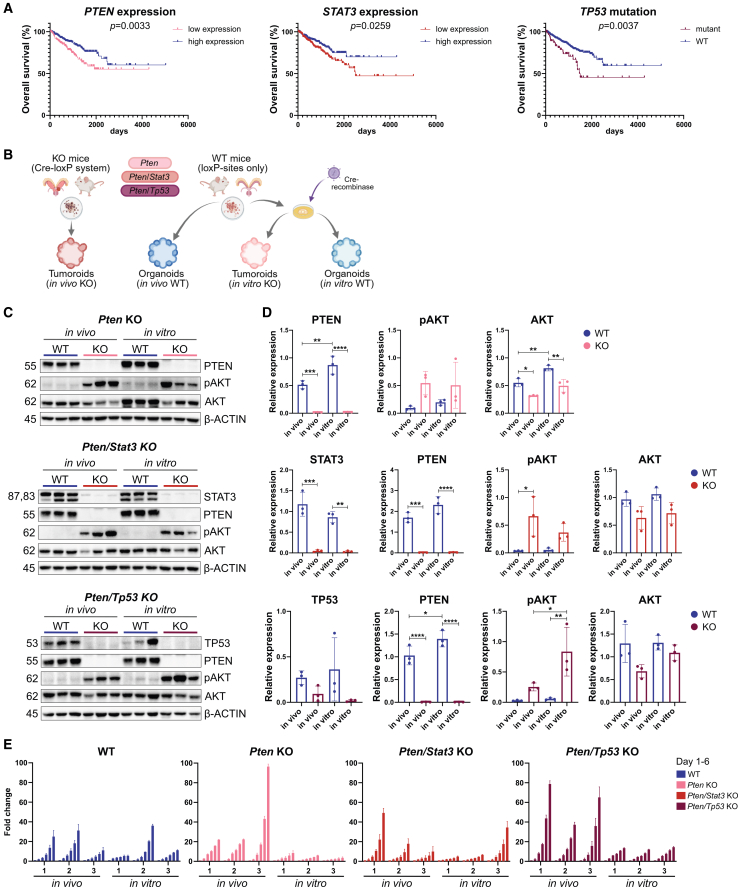
Establishment and genetic stability of murine PCa tumoroids reflecting patient mutations (A) Kaplan-Meier survival analysis of human PCa patients based on TCGA-PRAD RNA sequencing data for expression of *PTEN* (left), and *STAT3* (middle), or whole-genome/exome sequencing for *TP53* mutation status (right).^39^ Statistical analysis was done using GraphPad Prism 8.0.2 (Mantel-Cox test). (B) Overview of the experimental design of this study. Tumoroids were derived from prostate tumors of mice with a genetic deletion based on the Cre-*loxP* system of *Pten* alone, or in combination with *Stat3*, or *Tp53* (*in vivo* KO). Healthy organoids were derived from Cre-negative mice with *loxP*-sites for the genes of interest (*in vivo* WT). Organoids with *loxP*-sites were then either transduced with a functional Cre-recombinase to induce the deletion of the genes (*in vitro* KO) or a non-functional Cre-recombinase as a control (*in vitro* WT). (C) Western blot analysis of murine *in vivo* and *in vitro* organoids and KO tumoroids for indicated genotypes for PTEN, STAT3, TP53, phospho-AKT (pAKT), total AKT (AKT), and representative β-ACTIN as loading control. All samples shown in the *Pten/Tp53* KO blot were treated with CoCl_2_ to induce TP53 expression. (D) Quantification of protein expression of western blots shown in (C) (top: *Pten* KO, middle *Pten/Stat3* KO, bottom: *Pten/Tp53* KO). Bar graphs represent relative band intensity of proteins of interest normalized to β-ACTIN as loading control. Data are presented as means of triplicates ± SD. Statistical analysis was performed using Image Lab 6.1 and GraphPad Prism 8.0.2 (one-way ANOVA, Tukey’s test). *p* > 0.05 if not specified otherwise, ∗*p* ≤ 0.05; ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.001, ∗∗∗∗*p* ≤ 0.0001. (E) Bar graphs depicting proliferation rates of *in vivo* and *in vitro* organoids and tumoroids (1–3 = biological replicates/single clones) for all genotypes over 6 days normalized to day 1 (fold change). Of note, *in vitro* organoid line WT1 has the same maternal line as *in vitro Pten* KO 1–3, WT2 corresponds to *in vitro Pten/Stat3* KO 1–3, and WT3 corresponds to *in vitro Pten/Tp53* KO 1–3. Each bar represents technical triplicates ±SD per organoid/tumoroid line. See also Figure S1.

To develop reliable preclinical models for PCa research, we took advantage of previously established conditional murine PCa models that harbor deletions of genes highly relevant for human PCa, including *Pten* single KO,^40^ *Pten/Stat3*,^16^ or *Pten*/*Tp53* double KO (dKO)^41^ (Figure 1B). Tumoroids were derived from the tumors of these mice at 19 weeks of age^42^ (*in vivo* KO), while WT organoids were generated from healthy prostates of Cre-negative mice carrying *loxP*-sites for the respective genes (*in vivo* WT). These WT organoids were subsequently transduced with a tamoxifen-inducible Cre-recombinase to induce the deletion of the respective genes (*in vitro* KO), to investigate the effects of these mutations on malignant transformation. In addition, *in vivo* WT organoids were transduced with a non-functional Cre-recombinase as a control (*in vitro* WT). Taken together, we generated an extensive biobank of murine organoids and tumoroids reflecting common PCa patient mutations associated with different stages of tumor aggressiveness.

The stable KO of the genes of interest in the *in vivo* and *in vitro* tumoroid models was confirmed on DNA and RNA level, whereby the deletion of the targeted exons for *Pten*, *Stat3*, and *Tp53* on DNA level (Figures S1A and S1B) resulted in the complete loss of gene expression in the KO tumoroids (Figure S1C). While all healthy organoid lines showed an expression of PTEN on protein level, the loss of PTEN and a subsequent activation of the PI3K/AKT pathway was seen in the KO tumoroids (Figures 1C and 1D). In addition, the absence of the STAT3 protein was confirmed in the *Pten/Stat3* dKO tumoroids. To visualize the expression or loss of TP53, we treated all organoid and tumoroid lines with cobalt chloride (CoCl_2_) leading to increased stability of TP53.^43^ While a heterogeneous expression of TP53 was seen in the WT organoids, the protein was lost completely in the *Pten/Tp53* dKO tumoroids (Figures 1C and 1D, bottom). In summary, all 3D models showed a clear loss of the respective proteins of interest, and an activation of the pro-tumorigenic PI3K/AKT pathway. In addition to PI3K/AKT signaling, androgen receptor (AR) signaling is one of the most important survival pathways of PCa cells.^44^ Both *in vivo* and *in vitro* murine organoids and tumoroids expressed *Ar* and AR target genes on RNA level (Figure S1D) and AR expression was confirmed on protein level in all organoids and tumoroids (Figure S1E). 

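*Ar* and 3 genes that depend on or act with the receptor were detected in each of the 24 RNA libraries of the *in vivo* and *in vitro* organoid and tumoroid lines. *Tmprss2*, a serine protease gene induced by AR, ranged from 52.8 to 556 CPM (gene counts scaled to the library size with TMM), with a median of 155. *Fkbp5*, an AR-induced co-chaperone of steroid receptors, ranged from 21.5 to 147 CPM with a median of 73.9. *Foxa1*, the pioneer factor of AR binding, ranged from 128 to 255 CPM with a median of 179. The lowest raw count of these 3 genes in any library was 51, for *Fkbp5* in *in vitro* WT replicate 2, so detection was not limited by depth. None of the 3 genes passed the edgeR test of KO against WT in any of the 6 comparisons, where the smallest adjusted p was 0.315 for *Tmprss2*. *Tmprss2* was the most variable of them, at 302 ± 221 CPM in *in vivo* *Pten/Tp53* KO tumoroids against 142 ± 56.7 CPM in *in vivo* WT organoids (SD, n = 3 libraries each), and its highest value came from *Pten/Tp53* KO replicate 3. Of the AR target list fixed before the counts were examined, 14 members were measured in the *in vivo* lines. The list rose in *in vivo* *Pten/Stat3* KO, with 10 positive fold changes and a median log2 fold change of 0.52 (adjusted p = 0.00914 by camera, adjusted p = 0.273 with an estimated correlation), and in *in vivo* *Pten/Tp53* KO, with 11 positive fold changes and a median of 1.04 (adjusted p = 0.034 by camera, adjusted p = 0.283 with an estimated correlation). Both calls ended when WT replicate 1 or 3 was left out, that of *Pten/Stat3* KO also without its replicate 3 and that of *Pten/Tp53* KO without its replicate 2 or 3 and with all 24 libraries in 1 fit. In *in vivo* *Pten* KO the list did not pass, with a median of 0.50 (adjusted p = 0.127 by camera, adjusted p = 0.453 with an estimated correlation). Among the *in vitro* lines 15 members were measured, and the list rose in *Pten* KO, where 11 fold changes were positive with a median of 1.05 (adjusted p = 0.0166 by camera, adjusted p = 0.423 with an estimated correlation), a call that was lost without WT replicate 1 or *Pten* KO replicate 3. It did not pass in *in vitro* *Pten/Stat3* KO (adjusted p = 0.402 by camera, adjusted p = 0.827 with an estimated correlation) or *Pten/Tp53* KO (adjusted p = 0.0519 by camera, adjusted p = 0.452 with an estimated correlation).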

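The RNA level of *Ar* (ENSMUSG00000046532), which encodes the androgen receptor, lay between 108 and 234 CPM over all 24 libraries, with a median of 152. The *in vivo* group means were 140 ± 16.2 CPM in WT, 138 ± 19.9 in *Pten* KO, 196 ± 24.4 in *Pten/Stat3* KO and 137 ± 20.0 in *Pten/Tp53* KO (SD, n = 3 libraries each). *In vitro*, the means were 167 ± 59.1 CPM in WT, 181 ± 47.8 in *Pten* KO, 164 ± 64.0 in *Pten/Stat3* KO and 148 ± 20.4 in *Pten/Tp53* KO. The largest difference of a KO group from its WT organoids was a log2 fold change of 0.49 (standard error 0.190) in *in vivo* *Pten/Stat3* KO, and no comparison passed the edgeR test, with 0.636 as the smallest adjusted p. The highest and the lowest value of all libraries came from the same group, *in vitro* *Pten/Stat3* KO replicates 2 and 1, so the spread within a genotype was as wide as that between genotypes. The difference in AR protein between the genotypes is not covered by the RNA data.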

Interestingly, while *Ar* expression was comparable on RNA level in all organoid and tumoroid lines, protein expression was upregulated in *Pten* and *Pten/Tp53* KO tumoroids, suggesting that loss of *Stat3* in the *Pten/Stat3* KO tumoroids counteracts this upregulation.^45^ Additionally, both the *in vivo* WT organoids and the KO tumoroids showed a response to AR pathway inhibition by enzalutamide with IC50s ranging from 22.86 μM for WT organoids, to 10.86 μM for *Pten/Stat3* KO, 18.28 μM for *Pten* KO, and 48.19 μM for *Pten/Tp53* KO tumoroids (Figure S1F). As these values are similar to IC50 values of human hormone-sensitive PCa cell lines,^46^ our murine organoids and tumoroids represent hormone-sensitive models with active AR signaling.

Importantly, all *in vitro* organoids and KO tumoroids stably reflected the protein expression levels of their *in vivo* counterparts. Based on the negative influence of mutations in *PTEN*, *STAT3*, and *TP53* on PCa patient survival, and the activation of the PI3K/AKT pathway promoting proliferation,^47^ we expected a growth advantage of the KO tumoroids compared to WT organoids. Interestingly, we observed heterogeneous proliferation rates among WT organoids and KO tumoroids, with *Pten/Tp53* dKO tumoroids showing the highest proliferation rate on average (Figure 1E). As organoid growth medium was optimized for the growth of healthy cells, we hypothesize that the proliferation rate mainly depends on the medium composition.^25^ Overall, *in vivo* KO tumoroids exhibited a noticeable trend of accelerated proliferation compared to WT organoids. In addition, exponential growth patterns were observed primarily in *in vivo* KO tumoroids, while *in vitro* KO tumoroids mainly exhibited linear growth patterns.

### Murine organoids and PCa tumoroids reflect the morphology of their tissue of origin

To investigate whether the organoids and tumoroids with different genetic backgrounds stably reflect their tissue of origin, we performed histo-morphological analyses including immunohistochemistry (IHC) on tissues and corresponding 3D models (Figures 2 and S2A). The murine healthy prostate tissue consists of glands made up of a two-layered epithelium, visible in hematoxylin and eosin (H&E) staining and IHC for CK8-positive luminal cells and fewer P63-positive basal cells (Figures 2A and S2B). While there were nearly no proliferating cells expressing KI67 in the WT tissue, complex multi-layered, partly cribriform, and invasive glands with increased KI67 expression were observed in the KO tumors. KO tissues were also characterized by an increase in CK8-positive invasive cells and scattered basal cells.

**Figure 2:**
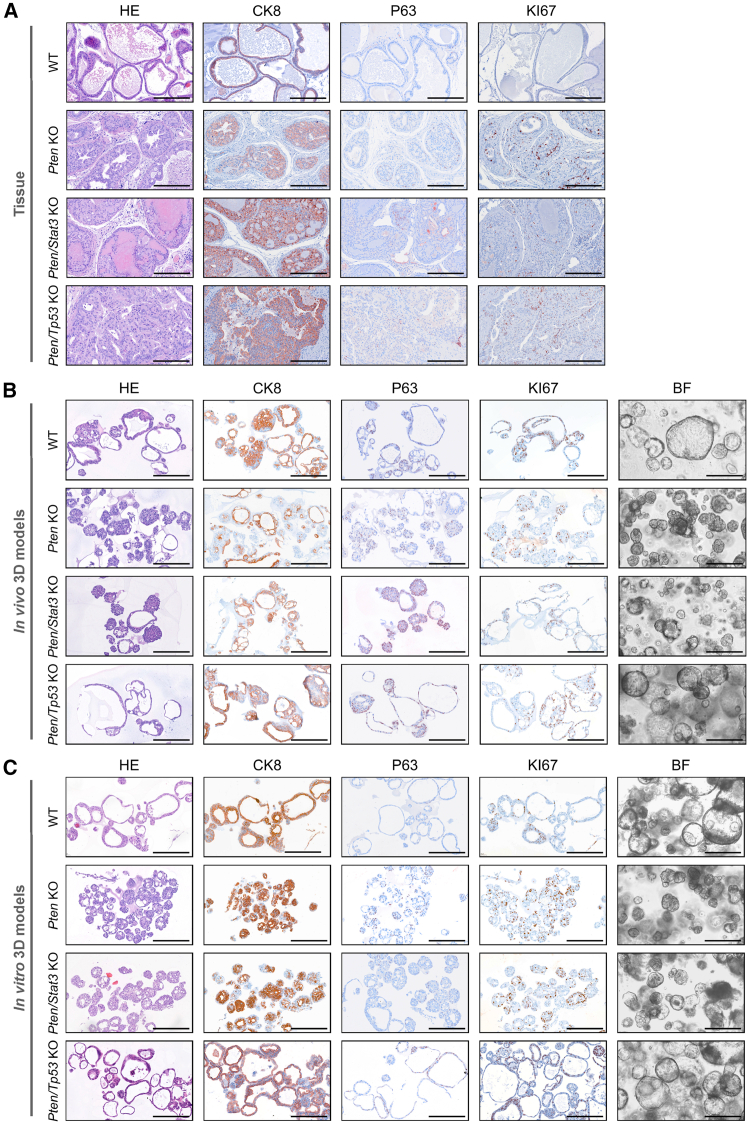
Murine organoids and PCa tumoroids reflect the morphology of their tissue of origin (A) Comparison between WT prostate tissues and prostate tumors of the *Pten* KO, *Pten/Stat3* KO, and *Pten/Tp53* KO PCa mouse models stained with H&E, or antibodies against KI67 (proliferation), CK8 (luminal cell marker), or P63 (basal cell marker). One representative mouse per genotype is shown (*N* = 2). Scale bars, 200 μm. (B) Comparison between *in vivo* WT organoids and KO tumoroids for all genotypes. Organoids/tumoroids derived from murine tissues depicted in (A) are shown. In addition to H&E, KI67, CK8, and P63 IHC stainings, bright-field (BF) microscopic images of 3D models are shown. Scale bars, 200 μm. (C) Comparison between *in vitro* WT organoids and KO tumoroids for all genotypes. In addition to H&E, KI67, CK8, and P63 IHC stainings, BF microscopic images of 3D models are shown. One representative line per genotype is shown (*N* = 3). Scale bars, 200 μm. See also Figures S2 and S3.

The *in vivo* WT organoids formed mostly large and hollow structures reflecting normal prostate glands, while the *Pten* KO and *Pten/Stat3* dKO tumoroids displayed a compact growth pattern resembling irregular tumor tissues (Figure 2B). The *Pten/Tp53* dKO tumoroids displayed a slightly different growth pattern and formed the largest tumoroid spheres among all 3D models. In line with previous literature,^23^^,^^48^ we mostly observed organoids and tumoroids consisting of both luminal and basal cells, with few structures consisting of only one cell type. The proliferation marker KI67 was expressed at similar levels in all organoid and tumoroid lines. Importantly, the *in vitro* deletion of *Pten* alone, or in combination with *Stat3*, or *Tp53* in WT organoids resulted in morphological changes reflected by dense growth patterns as previously observed in *in vivo* KO tumoroids (Figure 2C). Moreover, all *in vitro* KO tumoroids showed cancer-specific increased nuclear atypia in comparison to their healthy counterparts. CK8/P63 distribution and proliferation marked by KI67 were comparable to WT organoids and *in vivo* KO tumoroids (Figure S2B). In addition, we detected nuclear AR expression in all tissues and organoid and tumoroid lines, hinting to active androgen signaling in our models (Figures S3A and S3B). In conclusion, the phenotypic changes in organoid morphology possibly indicate the malignant transformation of WT organoids after genetic deletion of the target genes.

### Transcriptomic analysis of PCa tumoroids reveals upregulation of oncogenic signaling and alterations in metabolic pathways

To investigate the impact of PCa-specific mutations on gene expression and signaling, we performed bulk RNA sequencing on *in vivo* WT and KO 3D models. 

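The 12 *in vivo* libraries came from WT organoids, *Pten* KO, *Pten/Stat3* KO and *Pten/Tp53* KO tumoroids, with 3 lines of each genotype. RNA of the 2 second target genes was low in the tumoroids that lack them. *Stat3*, the transcription factor activated by IL-6 family cytokines (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540 of GRCm38), fell in *Pten/Stat3* KO from 151 ± 27.6 to 30.2 ± 9.04 CPM (log2 fold change -2.32, standard error 0.308, adjusted p = 0.0487 from edgeR, 2.39e-08 from DESeq2), a call lost in edgeR when WT replicate 1 or 2 or *Pten/Stat3* KO replicate 1 or 2 was left out. *Trp53*, the gene for TP53 (ENSMUSG00000059552, chromosome 11 from 69580359 to 69591873), fell in *Pten/Tp53* KO from 107 ± 33.9 to 3.21 ± 1.95 CPM (log2 fold change -5.07, standard error 0.510, adjusted p = 0.00192), a call that limma voom did not make (adjusted p = 0.0632). *Pten* (ENSMUSG00000013663, chromosome 19 from 32757497 to 32826160) was at 65.3 ± 1.16 CPM in WT and at 90.0 ± 27.6, 73.6 ± 9.24 and 65.8 ± 8.15 CPM in *Pten*, *Pten/Stat3* and *Pten/Tp53* KO tumoroids, and did not pass in any of them. These reads are tags from the 3′ end of transcripts. Their position relative to the deleted exons of *Pten* was not examined, so its RNA count does not test the deletion. By qRT-PCR the paper reports that expression of the deleted genes was lost in the KO tumoroids. The paper also reports the deleted exons by PCR on DNA, and loss of PTEN, STAT3 and TP53 protein by western blot in the respective tumoroids. All means are given ± SD over the 3 libraries of a group. The WT lines of replicates 1 and 2 came from *Pten*-lox mice and that of replicate 3 from *Pten/Stat3*-lox mice, and no WT line came from the *Pten/Tp53*-lox mice. The authors prepared 3′ libraries (QuantSeq 3′ mRNA-Seq FWD), aligned the reads with STAR to GRCm38 release 101 and counted them per gene. The deposited table holds raw counts in 55522 rows, of which 92 ERCC and 22 SIRV spike-ins and 7 ribosomal or other transcripts without a gene were removed, leaving 55401 genes. The libraries held 2292892 to 2812841 gene counts in WT (median 2524554), 2688234 to 4814552 in *Pten* KO (median 3865254), 3468399 to 4277052 in *Pten/Stat3* KO (median 4247845) and 2578558 to 3562565 in *Pten/Tp53* KO (median 3040941). Genes with too few counts were removed with edgeR's filterByExpr, the 12 libraries were scaled by TMM, and each KO genotype was tested against WT with the quasi-likelihood test of edgeR at a Benjamini-Hochberg adjusted p under 0.05 over 11642 genes. Since the paper used DESeq2, its adjusted p is given beside that of edgeR for part of the genes. Where no test is named, the adjusted p of a gene is that of edgeR. Of genes changed 4-fold in simulated counts, edgeR recovered 60.6% and DESeq2 81.8%, and in a simulated comparison without any change edgeR called 0 genes and DESeq2 9. In the simulated comparison with changes edgeR made 4 false calls and DESeq2 30. Changes were placed only in genes with higher counts, so these shares do not hold for genes with few counts. Groups of genes were tested with 46 lists fixed before the counts were opened but after the paper's Table S3 had been read, using limma camera with a preset correlation of 0.01 between genes over the 41 lists with enough measured members. For the lists that camera called against WT, the adjusted p with an estimated correlation is also given, and no list passed with it in the 3 *in vivo* KO comparisons. Camera called 13, 15 and 18 lists in *Pten*, *Pten/Stat3* and *Pten/Tp53* KO. Other splits of the same 6 libraries gave up to 15, 15 and 22, so the number of calls does not set the real groups apart. Coordinates are from the GENCODE annotation of GRCm38. Where WT libraries held no count, the change is given as a least fold from a floor of 3 counts over the group, and where they held 1 to 3 counts as a ratio with a 95% interval, both of which cover counting error only.

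**Figure D1:**
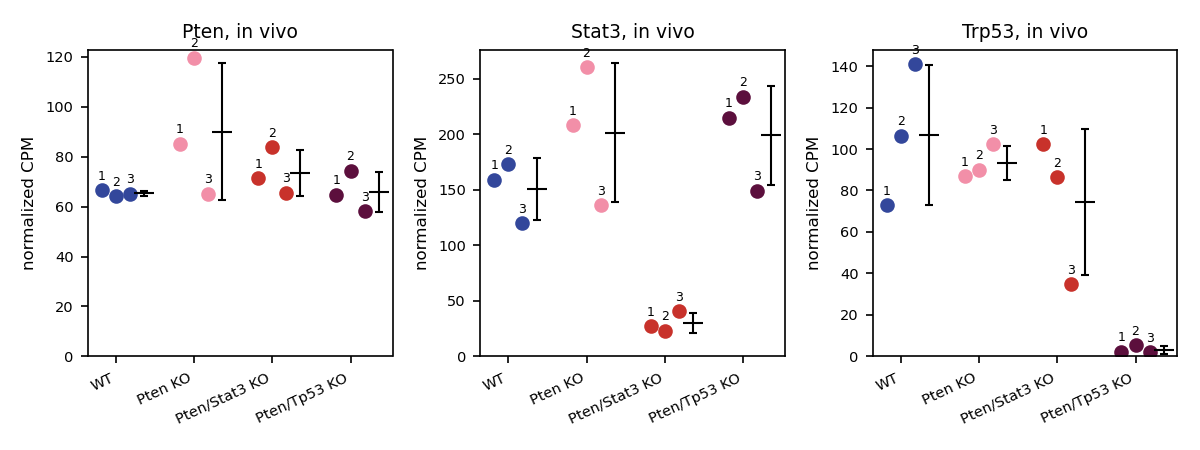
Normalized counts (CPM) of *Pten*, *Stat3* and *Trp53* in the 12 *in vivo* libraries by genotype, with a point per library and a bar at the group mean. *Stat3* lies lowest in *Pten/Stat3* KO and *Trp53* lowest in *Pten/Tp53* KO, while *Pten* RNA overlaps between genotypes.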

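The 3 lines of a genotype lay at unequal distances from one another. Of any 3 lines 2 form a closest pair, so the distance of the remaining line is given beside it. Over the 1000 most variable genes (log2 CPM with a prior count of 2), the closest pair was *Pten/Stat3* KO replicates 1 and 2 at a Euclidean distance of 37.3, with replicate 3 at 71.2 and 72.3 from them. *Pten/Tp53* KO replicates 1 and 2 were 50.9 apart, with replicate 3 at 100.1 and 100.5 from them. *Pten* KO replicates 1 and 3 were 58.8 apart, with replicate 2 at 77.5 and 70.7 from them. The first principal component held 30% and the second 20.5% of the variance. For 6 of the 12 libraries the nearest library was of another genotype. *Pten/Stat3* KO replicate 3 was nearest to *Pten/Tp53* KO replicate 2, at 47.2, and WT replicate 2 was nearest to *Pten* KO replicate 3, at 55.0.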

Principal component analysis of biological replicates showed heterogeneity both among and within the different genotypes, with two out of three biological replicates clustering closely together (Figure 3A). 

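Markers of luminal and basal cells varied between the 3 *in vivo* WT lines. *Krt5*, a keratin of basal cells, was at 995, 3183 and 1644 CPM in WT replicates 1, 2 and 3, while *Krt8*, a keratin of luminal cells, was at 497, 302 and 318 CPM. *Trp63*, the gene for the basal transcription factor P63, was at 37.8, 40.7 and 53.2 CPM. *Mki67*, which encodes the proliferation marker KI67, was at 5.65 CPM in WT replicate 1 and at 90.1 and 115 CPM in replicates 2 and 3. Summed over the 16 genes of the basal marker list, the WT lines held 13790 ± 5462 CPM (SD, n = 3), and over the 15 genes of the luminal list 4538 ± 291 CPM. Pairwise distances between WT lines over the 1000 most variable genes were 60.6 to 77.5, and WT replicates 2 and 3 were the closest pair. Markers of seminal vesicle were at 0 counts, and the sums over the marker lists of endothelium, of neuroendocrine cells and of fibroblasts and smooth muscle were 1.15 ± 1.65, 12.8 ± 14.9 and 11.0 ± 11.6 CPM.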

The *in vivo WT* organoids also showed some heterogeneity, which might be explained by different ratios between luminal and basal cells in different WT lines and cellular plasticity.^31^ The most considerable heterogeneity was apparent in the *Pten/Tp53* dKO tumoroids. 

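The *in vivo* *Pten/Tp53* KO tumoroids had the widest spread of the 4 genotypes, and 1 of the 3 lines, replicate 3, had lost most of the RNA of basal cells. In this line *Krt5*, *Krt14* and *Krt17*, keratins of basal cells, were not detected at 0 counts, where 3 counts would be 0.999 CPM, whereas the other 11 *in vivo* libraries held at least 995, 464 and 117 CPM. *Trp63*, *Col17a1*, which encodes a hemidesmosome collagen, and *Ngfr*, a receptor on basal cells, were also at 0 counts, against at least 26.8, 86.3 and 21.7 CPM elsewhere. *Krt15* was at 3.33 CPM, 684 times below the lowest other library. Of the 15 basal markers tested, 8 were at least 4 times below the lowest of the other libraries, while *Cd44* (909 CPM) and *Itga6* (310 CPM), adhesion genes that are not restricted to basal cells, lay within the range of the other lines. The luminal markers summed to 7436 CPM in this line, above the 2155 to 5266 CPM of the other *in vivo* libraries, and *Krt8* was at 725 CPM. The mean distance between lines over the 1000 most variable genes was 83.9 in *Pten/Tp53* KO, against 66.9 in WT, 69.0 in *Pten* KO and 60.3 in *Pten/Stat3* KO. Replicate 3 lay 100.1 and 100.5 from replicates 1 and 2. Across the 3 lines the basal list fell against WT (14 of 15 fold changes negative, median log2 fold change -0.59, adjusted p = 3.72e-05 by camera, adjusted p = 0.393 with an estimated correlation), and the call was lost without replicate 3 (adjusted p = 0.0916). The list did not pass in *Pten* KO (camera adjusted p = 0.961, and 0.991 as the adjusted p with an estimated correlation) or *Pten/Stat3* KO (camera adjusted p = 0.138, and 0.685 as the adjusted p with an estimated correlation), and neither did the luminal list in any genotype, with camera adjusted p of 0.151, 0.0761 and 0.172.

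**Figure D2:**
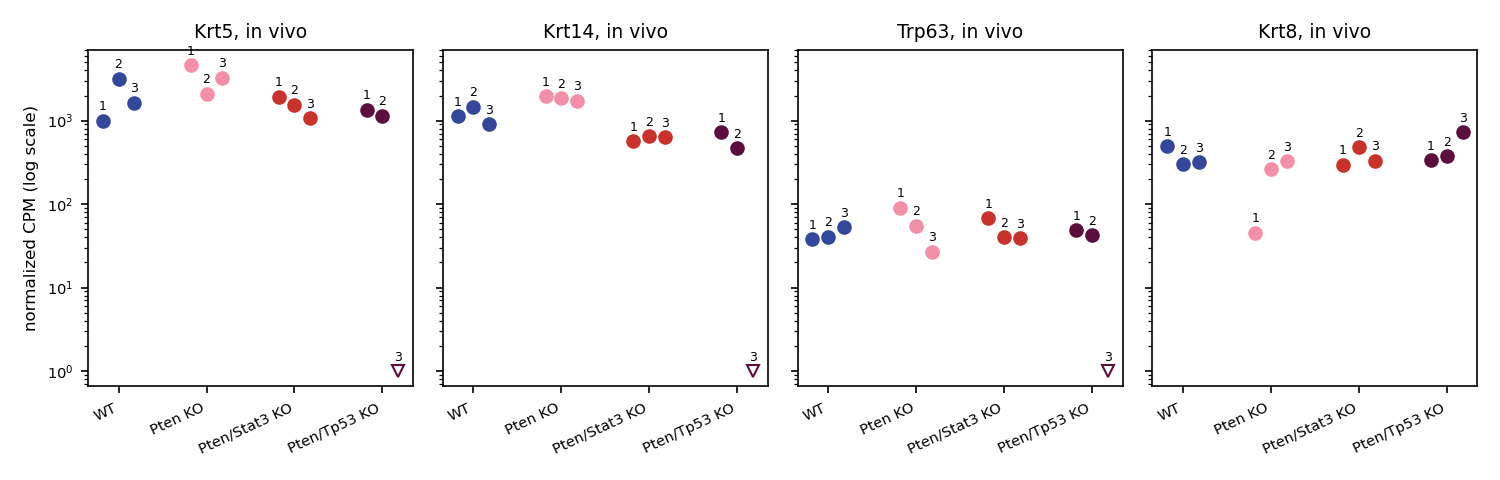
CPM of the basal markers *Krt5*, *Krt14* and *Trp63* and of the luminal keratin *Krt8* in the 12 *in vivo* libraries on a log axis. Each library has a point with the replicate number beside it. Values under 3 counts are drawn as open triangles at the level of 3 counts. *Pten/Tp53* KO replicate 3 has 0 counts of *Krt5*, *Krt14* and *Trp63*, far under all other libraries, and the highest value of *Krt8*.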

Unsupervised hierarchical clustering of the top 1,000 most variably expressed genes reflected the previously observed heterogeneity of organoid and tumoroid lines (Figure 3B). Interestingly, *in vivo* 3D models separated independent of their genotype into two main groups, both containing organoids and tumoroids. 

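The groups found by hierarchical clustering crossed the genotypes, and those of complete linkage differed in the level of cell cycle genes. With complete linkage over the 1000 most variable genes and a cut at 3 clusters, WT replicate 1, *Pten* KO replicate 2, *Pten/Stat3* KO replicate 3 and *Pten/Tp53* KO replicates 1 and 2 formed a group of 5 libraries. The other group of 6 held WT replicates 2 and 3, *Pten* KO replicates 1 and 3 and *Pten/Stat3* KO replicates 1 and 2. *Pten/Tp53* KO replicate 3 stood alone, and at a cut of 2 clusters it was separated from the 11 other libraries. Average linkage moved *Pten* KO replicate 2 to the larger group.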

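Genes of the cell cycle separated the 2 main groups that complete linkage gave for the *in vivo* lines. With average linkage they did not, as it puts *Pten* KO replicate 2, at a cell cycle level of 4.97, in the group with the higher levels. Cell cycle genes were not taken out before clustering, so their difference between the groups is no independent support. *Mki67* was at 5.65 to 56.1 CPM in the group that holds WT replicate 1, *Pten* KO replicate 2, *Pten/Stat3* KO replicate 3 and *Pten/Tp53* KO replicates 1 and 2, and at 87.7 to 149 CPM in the group that holds the other WT, *Pten* KO and *Pten/Stat3* KO lines. The mean log2 CPM of the 42 genes of the cell cycle list, which covers DNA replication and mitosis, was 3.41 to 5.11 in the first group and 6.16 to 6.66 in the second. *Pten/Tp53* KO replicate 3, which joined neither group, was at 6.04 with *Mki67* at 122 CPM. Between genotypes the list did not differ in *Pten/Stat3* KO (camera adjusted p = 0.548, and 0.899 as the adjusted p with an estimated correlation) or *Pten/Tp53* KO (camera adjusted p = 0.205, and 0.884 as the adjusted p with an estimated correlation). In *Pten* KO it rose against WT, with 40 of 42 positive fold changes and a median log2 fold change of 0.28 (adjusted p = 0.0121 by camera, adjusted p = 0.765 with an estimated correlation), but the direction turned when WT replicate 1 was left out, and the call was lost without *Pten* KO replicate 1 or 3. Over the 12 libraries and with the cell cycle genes taken out of the components, PC2 rose with the cell cycle level (Pearson's r = 0.711, permutation p = 0.00938, adjusted 0.0188 over 2 relations, Spearman's rho = 0.664, permutation p = 0.0226, adjusted 0.0427). Without the 2 libraries farthest from the median level, WT replicate 1 and *Pten/Stat3* KO replicate 3, r was 0.633 (permutation p = 0.0524), so the relation rests in part on them. For PC1, Pearson's r was -0.417 (permutation p = 0.178) and Spearman's rho -0.601 (permutation p = 0.0427), and without the same 2 libraries r was -0.502 (permutation p = 0.143). *Pten/Tp53* KO replicate 3 decides which component carries the relation, as without it the absolute r was 0.787 for PC1 and 0.198 for PC2.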

Differential gene expression between these two groups identified a deregulation of genes and pathways involved in cell cycle regulation and mitosis (Figures S4A–S4E), highlighting the major impact of different proliferation rates on overall gene expression.

**Figure 3:**
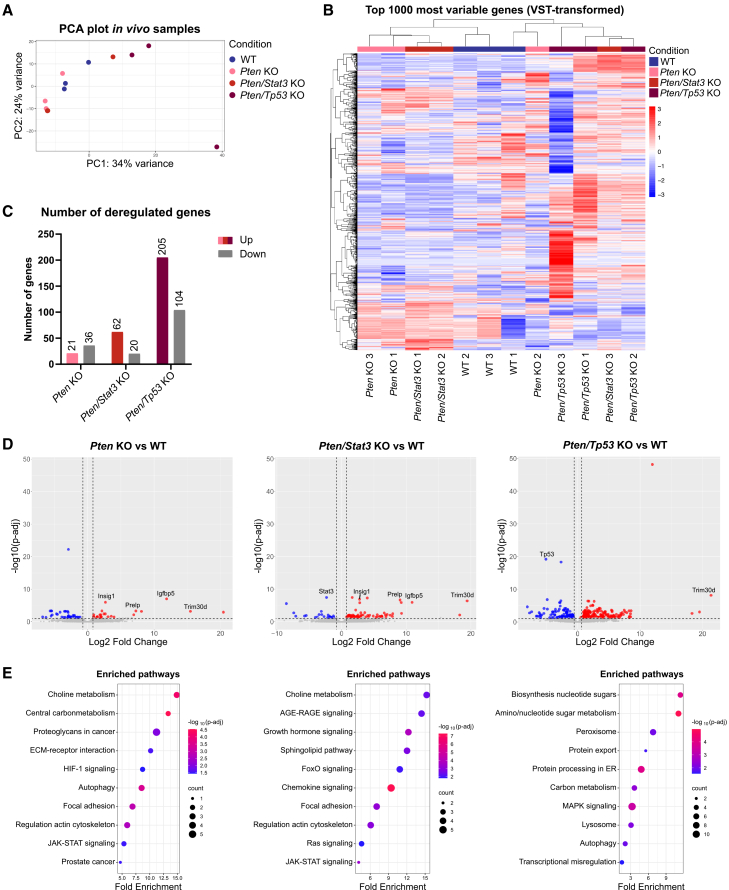
Transcriptomic analysis of PCa tumoroids reveals upregulation of oncogenic signaling and alterations in metabolic pathways (A) Principal component analysis (PCA) based on bulk RNA sequencing data from *in vivo* WT organoids and indicated KO tumoroids (biological triplicates per genotype). (B) Dendrogram and heatmap showing unsupervised hierarchical clustering of the top 1,000 most variable genes for all *in vivo* organoids and tumoroids based on VST-normalized gene counts. Rows represent individual genes, while columns represent organoid/tumoroid lines. Colors and intensity reflect expression levels of genes (red: upregulation, blue: downregulation). (C) Bar graph depicting all significantly overexpressed and downregulated genes (p-adj < 0.05, |Log2fold| > 0) per KO genotype compared to WT organoids (*N* = 3). (D) Volcano plots depicting DEGs for *in vivo Pten* KO (left), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (right) tumoroids compared to WT organoids. Genes with p-adj < 0.05 and Log2fold > 0 (red) or < 0 (blue) are highlighted (*N* = 3). (E) Bubble plots showing selected significantly enriched pathways based on the KEGG Pathway Database for *in vivo Pten* KO (left), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (right) tumoroids compared to WT organoids. Size of points reflects number of DEGs mapped to specific pathways, while color reflects statistical significance (-log10 p-adj) (*N* = 3). See also Figure S4 and Tables S3A–S3C.

Next, we analyzed the genotype-specific significant differentially expressed genes (DEGs) between *in vivo* KO tumoroids and WT organoids (Figures 3C and 3D; Tables S3A–S3C). 

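Few genes passed the edgeR test in *Pten* KO and *Pten/Stat3* KO tumoroids. In *Pten* KO, *Ubb*, which encodes a polyubiquitin (ENSMUSG00000019505, chromosome 11 from 62551171 to 62553213 of GRCm38), fell to 57.2 ± 10.0 CPM from 432 ± 145 CPM in WT organoids (SD, n = 3 lines each, log2 fold change -2.92, standard error 0.246, adjusted p = 0.000888), and no gene rose. *Ubb* was also low in an unrecombined *in vitro* WT clone of the *Pten/Tp53*-lox line, at 66.8 CPM. In *Pten/Stat3* KO, *Stat3* fell, and *Cdk19*, a kinase of the Mediator complex (ENSMUSG00000038481, chromosome 10 from 40339564 to 40483818), rose from 106 ± 7.09 to 333 ± 97.0 CPM (log2 fold change 1.66, standard error 0.207, adjusted p = 0.0487). The call for *Cdk19* was lost when any of the 3 WT libraries or *Pten/Stat3* KO replicate 2 was left out (adjusted p = 0.305 without WT replicate 2). At an unadjusted p under 0.05, 851 genes differed in *Pten* KO (467 higher and 384 lower) and 835 in *Pten/Stat3* KO. DESeq2 called 62 genes in *Pten* KO, 26 higher and 36 lower, and 87 in *Pten/Stat3* KO, 67 higher and 20 lower. Of the lists, 7 rose and 6 fell in *Pten* KO, and 9 rose and 6 fell in *Pten/Stat3* KO by camera, none of them with an estimated correlation. Regrouping the 6 libraries of a comparison in the 9 other possible ways gave up to 1 gene called by edgeR and up to 37 and 35 called by DESeq2. It gave up to 15 lists called by camera in both comparisons, against 13 and 15 for the real groups.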

The KO of *Pten* alone, or a dKO of *Pten* and *Stat3*, only resulted in 57 or 82 significant DEGs, respectively. In contrast, combined *Pten* and *Tp53* KO resulted in 309 significant DEGs (Figure 3C). 

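By edgeR *Pten/Tp53* KO tumoroids had the most genes called of the *in vivo* genotypes, 7 higher and 9 lower than in WT organoids. With limma voom the order turned, at 12 genes in *Pten/Tp53* KO and 42 in *Pten/Stat3* KO. Besides *Trp53* itself, transcriptional targets of p53 fell. *Zmat3*, an RNA-binding protein induced by p53 (ENSMUSG00000027663, chromosome 3 from 32334792 to 32366014), went from 102 ± 35.2 to 15.8 ± 1.45 CPM (log2 fold change -2.68, standard error 0.399, adjusted p = 0.0488). *Psrc1*, a microtubule-associated protein, went from 63.4 ± 39.4 to 8.61 ± 1.29 CPM (log2 fold change -2.88, standard error 0.461, adjusted p = 0.0494), and *Dglucy*, a mitochondrial D-glutamate cyclase, from 32.1 ± 2.29 to 4.51 ± 2.94 CPM (log2 fold change -2.82, standard error 0.456, adjusted p = 0.0494). *Sbk1*, a kinase gene, was at a ratio of 0.0244 to WT with a 95% interval of 0.00496 to 0.0733 (adjusted p = 0.0494). *Smim19* (log2 fold change -1.57) and *Ccdc66* (-2.05), which encodes a centriolar satellite protein, also fell. Genes that rose were *Gfpt1*, the first enzyme of the hexosamine pathway, from 203 ± 28.7 to 569 ± 149 CPM (log2 fold change 1.49, standard error 0.243, adjusted p = 0.0494), *Insig1*, *Mrpl9*, a protein of the mitochondrial ribosome (log2 fold change 1.79, adjusted p = 0.02), *Sel1l3* (1.64, 0.0267) and *Ckmt1*, a mitochondrial creatine kinase (2.41, 0.0496). The largest difference was in *Gm11942*, a processed pseudogene, at 2111 ± 295 against 0.527 ± 0.238 CPM, but it was also at 1665 CPM in the *in vitro* WT clone of the *Pten/Tp53*-lox line. The same clone had the KO-like level of 3 other called genes, *Ubb* (log2 fold change -2.65, adjusted p = 0.00111), *Lamtor3*, a Ragulator subunit (log2 fold change -1.88, adjusted p = 0.0494), and *Coro2a*, an actin-binding coronin (log2 fold change 2.08, adjusted p = 0.0496). At an unadjusted p under 0.05, 1654 genes differed, and DESeq2 called 344, of which 225 were higher and 119 lower. Of the 16 edgeR calls, 4 were also made without WT replicate 1, 4 without WT replicate 2, 4 without WT replicate 3, and 7, 8 and 4 without *Pten/Tp53* KO replicates 1, 2 and 3.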

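*Insig1*, *Igfbp5*, *Prelp* and *Trim30d* were called by DESeq2 in all 3 *in vivo* KO genotypes, each higher than in WT organoids. Of the 8 genes that DESeq2 called in all 3, the other 4 were *Ckmt1*, *Cers4*, which encodes a ceramide synthase, *Igsf11*, an adhesion molecule of the immunoglobulin family, and *Sel1l3*, and all 8 had the same direction in each genotype. edgeR called no gene in all 3 genotypes. The 3 comparisons share the WT libraries, so that a low or high WT value counts in each of them. When 3 unchanged groups were simulated against shared WT libraries 20 times, DESeq2 called 0.25 genes in all 3 on average and at most 1, and edgeR 0. These counts were drawn independently around 1 mean per gene, without breeding lines or outlying libraries. Regrouped real libraries gave DESeq2 up to 37, 35 and 101 calls per comparison, against 9 in a simulated unchanged comparison. The simulated numbers can thus lie too low and do not set the level of chance. At an unadjusted p under 0.01 in each genotype, 15 genes remained, 14 of them with a common direction, against a simulated mean of 7.7 and a maximum of 14.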

Four genes, which were all reported to interact with the PI3K/AKT pathway, were highly deregulated in all tumoroid genotypes compared to WT organoids (Figure 3D). Among these, the insulin-induced gene 1 (*Insig1*) and the insulin-like growth factor binding protein 5 (*Igfbp5*) are involved in lipid metabolism and can support cell proliferation.^49^^,^^50^ Additionally, proline arginine-rich end leucine-rich repeat protein (*Prelp*), an extracellular matrix (ECM) anchoring protein, might be involved in cell adhesion^51^ and epithelial-to-mesenchymal transition (EMT).^52^ 

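*Insig1*, which encodes an ER membrane protein that holds back the activation of SREBP (ENSMUSG00000045294, chromosome 5 from 28071363 to 28078662 of GRCm38), was higher than in WT organoids in every tumoroid line. It was at 18.6 ± 8.07 CPM in WT and at 118 ± 25.0, 129 ± 28.8 and 117 ± 59.4 CPM in *Pten*, *Pten/Stat3* and *Pten/Tp53* KO (SD, n = 3 lines each). The log2 fold changes were 2.66 (standard error 0.411), 2.78 (0.413) and 2.65 (0.411). edgeR gave adjusted p of 0.21, 0.0711 and 0.0494, so that it rose by this test in *Pten/Tp53* KO, a call lost in 5 of 6 fits with 1 library left out and kept without *Pten/Tp53* KO replicate 1, and DESeq2 gave 1.06e-06, 1.05e-07 and 4.87e-07. *Igfbp5*, a secreted protein that binds insulin-like growth factors (ENSMUSG00000026185, chromosome 1 from 72857932 to 72874884), had no count in any WT library and 271 ± 313, 139 ± 95.4 and 17.0 ± 15.2 CPM in the 3 KO genotypes. These are at least 581-fold, 356-fold and 40.4-fold higher values, with DESeq2 adjusted p of 9.68e-08, 1.12e-06 and 0.00133 and edgeR adjusted p of 0.476, 0.36 and 0.209. *Prelp*, a leucine-rich repeat proteoglycan of the ECM (ENSMUSG00000041577, chromosome 1 from 133910304 to 133921414), had 1 count in the WT libraries together and 248, 885 and 35 counts in the KO groups. The ratios to WT were 166 (95% interval 29.5 to 6570), 557 (99.6 to 22000) and 30.5 (5.13 to 1240). *Prelp* passed DESeq2 at adjusted p of 0.000386, 1.69e-07 and 0.0275 and did not pass edgeR, where the smallest adjusted p was 0.059 in *Pten/Stat3* KO. Of the list of cholesterol synthesis and SREBP, to which *Insig1* belongs, 20 of 21 members had a positive fold change in *Pten* KO with a median log2 fold change of 0.53 (adjusted p = 1.59e-07 by camera, adjusted p = 0.404 with an estimated correlation), 2 of them higher when adjusted over the list alone. The list also rose in *Pten/Stat3* KO (median 0.22, adjusted p = 0.000862 by camera, adjusted p = 0.597 with an estimated correlation) and *Pten/Tp53* KO (median 0.23, adjusted p = 0.00197 by camera, adjusted p = 0.561 with an estimated correlation), where both calls ended without WT replicate 1, the former also without *Pten/Stat3* KO replicate 2 and the latter without *Pten/Tp53* KO replicate 3.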

Of note, *PRELP* expression was correlated with the expression of mesenchymal EMT genes *VIM* (Vimentin), *SNAI1*, *TGFB1*, and *ITGA1*, while being anticorrelated with epithelial genes *EPCAM*, *KRT8*, and *DSP* in human TCGA-PRAD expression data (Figure S4F). 

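*Trim30d* (ENSMUSG00000057596, chromosome 7 from 104470014 to 104507849 of GRCm38), a member of the tripartite motif family, had no count in the *in vivo* WT libraries. In *Pten* KO it had 8 counts over the 3 libraries, 0.596 ± 0.527 CPM, which is at least 1.78-fold. In *Pten/Stat3* KO it reached 9.36 ± 16.2 CPM, at least 25.4-fold, with all counts from replicate 3, and in *Pten/Tp53* KO 36.1 ± 29.8 CPM, at least 92.6-fold. The edgeR log2 fold changes were 4.22, 7.98 and 9.92 with adjusted p of 0.886, 0.665 and 0.207. DESeq2 called the gene in all 3 genotypes, at adjusted p of 4.75e-05, 2.37e-08 and 4.49e-11, from log2 fold changes of 17.53, 21.48 and 23.44. A fold change from 0 counts in WT has no upper limit, so these 2 sets of values differ in size without differing in counts.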

Lastly, tripartite motif-containing 30D (*Trim30d*) is predicted to be a transcription co-activator and possible E3 ubiquitin ligase, and thus might influence several signaling pathways.^53^

To better understand how the identified DEGs impact broader biological processes, we performed KEGG pathway enrichment analysis (Figure 3E) and studied the connections between DEGs using the String database (Figure S5A). Both *Stat3* and *Tp53* appeared as central points in the String networks, validating the dKO tumoroids as representative models to study the changes in protein interactions after genetic deletion of specific genes. In addition, signaling networks of *Prelp*, *Insig1*, and *Igfbp5* were detected. 

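RNA of genes that p53 activates was lower in *Pten/Tp53* KO tumoroids, and RNA of STAT3 target genes was lower in *Pten/Stat3* KO tumoroids. Of 27 measured p53 targets, 24 had a negative fold change in *Pten/Tp53* KO and 3 fell when tested over all genes (11 when adjusted over the list alone), with a median log2 fold change of -0.89 (adjusted p = 6.85e-14 by camera, adjusted p = 0.158 with an estimated correlation). The 3 that fell over all genes were *Zmat3*, *Psrc1* and *Dglucy*. The p53 list did not pass in *Pten* KO (camera adjusted p = 0.134, and 0.67 as the adjusted p with an estimated correlation) or *Pten/Stat3* KO (camera adjusted p = 0.209, and 0.685 as the adjusted p with an estimated correlation). Of 15 STAT3 targets, 10 had a negative fold change in *Pten/Stat3* KO, with a median log2 fold change of -0.36 (adjusted p = 0.00421 by camera, adjusted p = 0.419 with an estimated correlation). *Bcl3*, a regulator of NF-κB and STAT3 target, was at 21.2 ± 2.33 against 48.6 ± 5.66 CPM (log2 fold change -1.20, standard error 0.288, adjusted p = 0.36). *Stat3* is not a member of this list, no member passed over all genes, and 1 was lower when adjusted over the list alone. The STAT3 list did not pass in *Pten* KO (camera adjusted p = 0.985, and 0.991 as the adjusted p with an estimated correlation) or *Pten/Tp53* KO (camera adjusted p = 0.444, and 0.75 as the adjusted p with an estimated correlation).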

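*Pik3r3*, a regulatory subunit of PI3K (ENSMUSG00000028698, chromosome 4 from 116221618 to 116303056 of GRCm38), was at 30.4 ± 9.59 CPM in WT organoids, 108 ± 3.88 in *Pten* KO, 138 ± 63.2 in *Pten/Stat3* KO and 35.8 ± 13.7 CPM in *Pten/Tp53* KO (SD, n = 3 lines each). The log2 fold changes were 1.82 (standard error 0.402, edgeR adjusted p = 0.476, DESeq2 0.00752) in *Pten* KO, 2.19 (0.406, 0.266, 0.000255) in *Pten/Stat3* KO and 0.23 (0.398, 0.839, 0.88) in *Pten/Tp53* KO. *Itga2*, a collagen receptor subunit, was at 23.2 ± 14.9 in *Pten* KO against 189 ± 149 CPM in WT (log2 fold change -3.04, adjusted p = 0.476, DESeq2 0.000592), and *Itga3*, a laminin receptor subunit, had log2 fold changes of -1.17 in *Pten* KO and -1.24 in *Pten/Stat3* KO (adjusted p = 0.476 and 0.36). Over the 23 components of PI3K, AKT and mTOR signaling, fold changes were mixed, with medians of 0.02, -0.10 and 0.02 in the 3 genotypes and camera adjusted p of 0.966, 0.598 and 0.824. Immune genes were higher in *Pten/Tp53* KO. All 16 measured genes of MHC class I antigen presentation had a positive fold change there, and the list rose with a median log2 fold change of 1.53 (adjusted p = 5.52e-09 by camera, adjusted p = 0.283 with an estimated correlation), 12 of them higher when adjusted over the list alone. *B2m*, the light chain of MHC class I, was at 3672 ± 1807 against 601 ± 86.2 CPM (log2 fold change 2.61, standard error 0.700, adjusted p = 0.167). The same list rose in *Pten/Stat3* KO (median 1.39, adjusted p = 1.87e-08 by camera, adjusted p = 0.39 with an estimated correlation), mainly through replicate 3, and did not pass in *Pten* KO (camera adjusted p = 0.0914, and 0.67 as the adjusted p with an estimated correlation).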

Importantly, in the *Pten* KO and *Pten/Stat3* dKO tumoroids *Pik3r3*, which is part of a regulatory subunit of the PI3K/AKT pathway, showed interactions with integrins, while a network of immune-related proteins was observed in the *Pten/Tp53* dKOs. Among the most significantly enriched KEGG pathways, we detected several metabolic pathways including choline metabolism, the central carbon metabolism, the sphingolipid pathway, and amino/nucleotide sugar metabolism, highlighting the influence of *Pten* loss and PI3K/AKT activation on the metabolism of tumoroid lines (Figure 3E).

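Genes of the respiratory chain rose in *Pten* KO and *Pten/Stat3* KO, genes of sugar conversion in *Pten/Stat3* KO and *Pten/Tp53* KO, and genes of glycolysis in *Pten/Tp53* KO. Compared directly with *Pten* KO, oxidative phosphorylation was lower in *Pten/Stat3* KO (median log2 fold change -0.16, adjusted p = 0.00105 by camera, adjusted p = 0.65 with an estimated correlation) and *Pten/Tp53* KO (median -0.31, adjusted p = 0.000267 by camera, adjusted p = 0.521 with an estimated correlation), and glycolysis was higher in *Pten/Tp53* KO (median 1.19, adjusted p = 5.39e-09 by camera, adjusted p = 0.432 with an estimated correlation). The mean log2 level of oxidative phosphorylation was 7.91, 8.045 and 7.572 in *Pten/Stat3* KO replicates 1, 2 and 3. In *Pten* KO it was 8.057, 7.99 and 8.094, so the difference in *Pten/Stat3* KO was largest in replicate 3, and replicate 2 lay within the *Pten* KO range. In *Pten* KO all 27 genes of the oxidative phosphorylation list had a positive fold change with a median log2 fold change of 0.48 (adjusted p = 2.03e-11 by camera, adjusted p = 0.352 with an estimated correlation), such as *Cyc1*, a subunit of complex III (205 ± 27.9 against 128 ± 23.1 CPM, log2 fold change 0.67, adjusted p = 0.635). The TCA cycle list rose with 16 of 18 positive fold changes and a median of 0.37 (adjusted p = 3.71e-05 by camera, adjusted p = 0.404 with an estimated correlation), 4 higher when adjusted over the list alone, such as *Mdh1*, a malate dehydrogenase (log2 fold change 0.86, adjusted p = 0.588). Oxidative phosphorylation also rose in *Pten/Stat3* KO (median 0.31, adjusted p = 0.000189 by camera, adjusted p = 0.419 with an estimated correlation) and did not pass in *Pten/Tp53* KO (camera adjusted p = 0.268, and 0.769 as the adjusted p with an estimated correlation), nor did the TCA cycle pass in these 2 genotypes (camera adjusted p = 0.0944 and 0.745). Of glycolysis, 19 of 20 genes had a positive fold change in *Pten/Tp53* KO, where the list rose with a median of 1.18 (adjusted p = 1.39e-10 by camera, adjusted p = 0.283 with an estimated correlation), 14 of them higher when adjusted over the list alone. It did not pass in *Pten* KO (camera adjusted p = 0.961, and 0.991 as the adjusted p with an estimated correlation) or *Pten/Stat3* KO (camera adjusted p = 0.673, and 0.899 as the adjusted p with an estimated correlation). For amino and nucleotide sugar metabolism, 17 of 24 fold changes were positive in *Pten/Tp53* KO (median 0.54, adjusted p = 1.35e-05 by camera, adjusted p = 0.063 with an estimated correlation), 8 higher when adjusted over the list alone, and 18 in *Pten/Stat3* KO (median 0.39, adjusted p = 0.000189 by camera, adjusted p = 0.119 with an estimated correlation). In *Pten* KO this list did not pass (median 0.24, camera adjusted p = 0.0685, and 0.404 as the adjusted p with an estimated correlation). The 23 genes of choline and glycerophospholipid metabolism did not move together, at medians of 0.28, 0.08 and 0.25 and camera adjusted p of 0.0685, 0.165 and 0.16, but single members differed. *Chpt1*, the cholinephosphotransferase that forms phosphatidylcholine, was at 242 ± 146 against 15.4 ± 3.37 CPM in *Pten/Stat3* KO (log2 fold change 3.98, standard error 0.659, adjusted p = 0.157, DESeq2 3.93e-08). *Pld1*, a phospholipase that releases choline, was at 22.8 ± 12.3 CPM in *Pten* KO and 17.4 ± 5.73 CPM in *Pten/Stat3* KO against 3.59 ± 1.74 CPM in WT (log2 fold changes 2.64 and 2.26, edgeR adjusted p = 0.476 and 0.36, DESeq2 0.00394 and 0.0245). The sphingolipid list rose in *Pten/Tp53* KO by a call that was lost without replicate 3 or WT replicate 3 (median 0.35, adjusted p = 0.034 by camera, adjusted p = 0.525 with an estimated correlation) and did not pass in *Pten* KO (camera adjusted p = 0.799, and 0.991 as the adjusted p with an estimated correlation) or *Pten/Stat3* KO (camera adjusted p = 0.622, and 0.828 as the adjusted p with an estimated correlation). Fatty acid synthesis rose in *Pten* KO (median 0.31, adjusted p = 0.0121 by camera, adjusted p = 0.592 with an estimated correlation, lost without WT replicate 1), and the pentose phosphate pathway passed in no genotype (camera adjusted p = 0.928, 0.623 and 0.314).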

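Early response and feedback genes of RAS and MAPK signaling were lower in the tumoroids of all 3 genotypes than in WT organoids. In *Pten* KO, 18 of 21 of these genes had a negative fold change with a median log2 fold change of -0.55 (adjusted p = 4.67e-05 by camera, adjusted p = 0.322 with an estimated correlation). *Dusp5*, a phosphatase that acts on ERK, was at 4.83 ± 0.841 against 28.1 ± 4.67 CPM (log2 fold change -2.53, standard error 0.641, adjusted p = 0.503). The list also fell in *Pten/Stat3* KO, with 14 negative fold changes and a median of -0.40 (adjusted p = 0.000189 by camera, adjusted p = 0.125 with an estimated correlation), and in *Pten/Tp53* KO, with 16 and -0.23 (adjusted p = 0.0204 by camera, adjusted p = 0.283 with an estimated correlation), where the call was lost without replicate 2 or 3. Targets of FOXO factors did not pass in any genotype, with medians of -0.41, 0.07 and 0.41 and camera adjusted p of 0.369, 0.152 and 0.0665. Among them, *Bcl2l11*, a pro-apoptotic gene induced by FOXO3, had a log2 fold change of -1.30 in *Pten* KO (adjusted p = 0.61), and *Foxo3* itself one of 0.88 in *Pten/Stat3* KO (adjusted p = 0.557). *Pim1*, a kinase gene induced by JAK/STAT signaling, had a log2 fold change of -2.94 in *Pten* KO (adjusted p = 0.574). Genes of the TGF-β response did not pass in *Pten* KO (camera adjusted p = 0.157, and 0.664 as the adjusted p with an estimated correlation), and neither did genes of the TNF and NF-κB response (camera adjusted p = 0.952, and 0.991 as the adjusted p with an estimated correlation).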

Along these lines, several PI3K/AKT-dependent signaling pathways such as the JAK/STAT, FOXO, RAS, and MAPK pathways were deregulated in PCa tumoroids of all genotypes. Additionally, in line with the top DEGs we found an enrichment in focal adhesion and regulation of the actin cytoskeleton. 

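Genes of focal adhesions and ECM receptors and genes of the actin cytoskeleton were lower in the tumoroids than in WT organoids. In *Pten* KO and in *Pten/Stat3* KO, 22 of 28 genes of the focal adhesion list had a negative fold change, with medians of -0.41 (adjusted p = 8.76e-05 by camera, adjusted p = 0.46 with an estimated correlation) and -0.34 (adjusted p = 4.18e-05 by camera, adjusted p = 0.419 with an estimated correlation). The list also fell in *Pten/Tp53* KO (median -0.21, adjusted p = 0.00967 by camera, adjusted p = 0.576 with an estimated correlation). The calls were lost without WT replicate 1 in *Pten/Stat3* KO and *Pten/Tp53* KO, and the latter also without *Pten/Tp53* KO replicate 2 or replicate 3, the line with little basal RNA. Of the 24 genes of the actin cytoskeleton, 19 had a negative fold change in *Pten/Tp53* KO with a median of -0.32 (adjusted p = 0.00197 by camera, adjusted p = 0.393 with an estimated correlation), and 19 in *Pten/Stat3* KO with a median of -0.38 (adjusted p = 0.000189 by camera, adjusted p = 0.419 with an estimated correlation). Examples in *Pten/Tp53* KO are *Myh10*, a non-muscle myosin (log2 fold change -2.27, standard error 0.422, adjusted p = 0.0753), *Tpm1*, a tropomyosin (log2 fold change -1.62, standard error 0.302, adjusted p = 0.0753), and the focal adhesion list member *Flna*, which crosslinks actin filaments (log2 fold change -1.20, standard error 0.259, adjusted p = 0.0954), none of which passed over all genes, while 3 members of the actin list were lower when adjusted over the list alone. *Itgb4*, the β4 integrin of hemidesmosomes, had a log2 fold change of -1.15 (adjusted p = 0.0988). In *Pten* KO the actin list fell with a median of -0.33 (adjusted p = 0.014 by camera, adjusted p = 0.569 with an estimated correlation), and the call ended without WT replicate 1 or 3 or *Pten* KO replicate 1. Genes of epithelial junctions fell in *Pten* KO (median -0.46, adjusted p = 0.0305 by camera, adjusted p = 0.404 with an estimated correlation), a call lost without WT replicate 1 or 3 or *Pten* KO replicate 1 or 2, and did not pass in *Pten/Stat3* KO (camera adjusted p = 0.257, and 0.66 as the adjusted p with an estimated correlation) or *Pten/Tp53* KO (camera adjusted p = 0.205, and 0.561 as the adjusted p with an estimated correlation). Compared directly with *Pten* KO, the junction list was higher in *Pten/Tp53* KO (median 0.90, adjusted p = 0.00435 by camera, adjusted p = 0.432 with an estimated correlation) and did not pass in *Pten/Stat3* KO (camera adjusted p = 0.262).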

The *Pten/Stat3* dKO tumoroids were enriched for chemokine and interferon signaling, which might be a direct effect of the deletion of *Stat3*. 

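Interferon-stimulated genes were higher in *Pten/Stat3* KO tumoroids, with most of the difference in 1 of the 3 lines. All 38 measured genes of the interferon list had a positive fold change, with a median log2 fold change of 2.52 (adjusted p = 7.46e-14 by camera, adjusted p = 0.419 with an estimated correlation). The mean log2 level of the list was 3.32, 3.41 and 6.68 in *Pten/Stat3* KO replicates 1, 2 and 3, against 2.81, 2.61 and 3.25 in the WT lines. Without replicate 3 the list was still called (adjusted p = 0.0254). The 1 measured leukocyte marker, *Cd68*, chosen after its values were seen, was at log2 levels of 2.29, 2.98 and 4.18 in the 3 replicates. In the WT lines it was at 3.28, 0.846 and 2.05. Whether RNA of such cells adds to the interferon genes here was not tested. *Ifit2*, an antiviral effector induced by interferon, was at 29.6 ± 33.2 against 1.78 ± 1.21 CPM (log2 fold change 4.01, standard error 1.13, adjusted p = 0.472), and *Tap1*, the peptide transporter of antigen presentation, had a log2 fold change of 2.28 (adjusted p = 0.418). Chemokine genes did not move as a group in *Pten/Stat3* KO (10 of 22 fold changes positive, camera adjusted p = 0.452, and 0.733 as the adjusted p with an estimated correlation). Among its members, *Cxcl15*, a neutrophil-attracting chemokine of epithelia, was at 712 ± 310 against 101 ± 28.1 CPM (log2 fold change 2.82, standard error 0.478, adjusted p = 0.16, DESeq2 1.52e-06), and *Cxcr4*, the receptor of CXCL12, at a ratio of 140 to WT (95% interval 24.8 to 5540, adjusted p = 0.36). In *Pten* KO the interferon list did not pass (median 0.36, camera adjusted p = 0.216, and 0.946 as the adjusted p with an estimated correlation), and neither did the chemokine list, whose median was 0.18, or -0.03 with the member without counts in a group at its bound (camera adjusted p = 0.149, and 0.664 as the adjusted p with an estimated correlation).

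**Figure D3:**
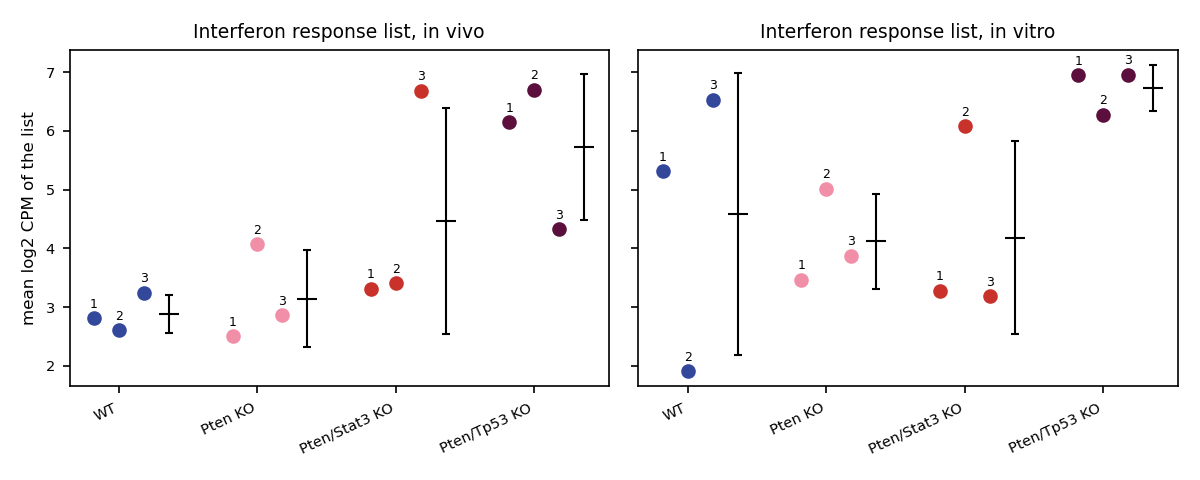
Mean log2 CPM of the 38 interferon-stimulated genes of the list in each of the 24 libraries, grouped by genotype and by *in vivo* or *in vitro* origin, with a point per library. *In vivo* *Pten/Stat3* KO replicate 3 (6.68) stands above its sister lines, and the *in vitro* WT clones range from 1.91 to 6.53.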

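Interferon-stimulated genes rose in *Pten/Tp53* KO tumoroids, together with genes of protein processing in the ER and of sugar metabolism. All 38 genes of the interferon list had a positive fold change with a median log2 fold change of 3.55 (adjusted p = 3.68e-21 by camera, adjusted p = 0.283 with an estimated correlation), and 30 were higher when adjusted over the list alone. *Oasl1*, an interferon-induced antiviral gene, had a log2 fold change of 4.40 (standard error 1.06, adjusted p = 0.128), and *Lgals3bp*, a secreted glycoprotein induced by interferon, one of 3.08 (0.738, 0.126). The list level was 6.14, 6.70 and 4.33 in replicates 1, 2 and 3, so the line with little basal RNA had the lowest of the 3. *Cd68*, the 1 measured gene of the leukocyte marker list and named after its values were seen, was at 70.9, 7.02 and 9.66 CPM in these replicates and at 8.69, 0.797 and 3.15 CPM in WT (log2 fold change 2.80, standard error 0.989, adjusted p = 0.243), and whether RNA of such cells adds to the interferon genes was not tested. All 30 genes of protein processing in the ER had a positive fold change, with a median of 0.62 (adjusted p = 1.39e-10 by camera, adjusted p = 0.212 with an estimated correlation) and 9 higher when adjusted over the list alone. Among them *Hspa5*, the ER chaperone BiP, was at 1682 ± 500 against 782 ± 114 CPM (log2 fold change 1.10, standard error 0.245, adjusted p = 0.0988), and *P4hb*, a protein disulfide isomerase, had a log2 fold change of 1.43 (adjusted p = 0.11). ER genes rose also in *Pten* KO (median 0.38, adjusted p = 8.12e-06 by camera, adjusted p = 0.404 with an estimated correlation) and *Pten/Stat3* KO (median 0.44, adjusted p = 3.5e-07 by camera, adjusted p = 0.347 with an estimated correlation). In sugar metabolism, *Hk1*, the hexokinase that starts glycolysis, was at 260 ± 48.9 against 112 ± 15.8 CPM (log2 fold change 1.21, standard error 0.207, adjusted p = 0.0544). Genes of the hypoxia response rose as well (21 of 22 fold changes positive, median 1.49, adjusted p = 2.41e-07 by camera, adjusted p = 0.393 with an estimated correlation). In summary the paper states that the loss of *Pten*, *Stat3* and *Tp53* strongly affects the transcriptional signatures of the tumoroids, and it reads the deregulation of metabolic and oncogenic pathways as induced by PI3K/AKT signaling, on which it describes the tumoroids as dependent.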

While we also detected an enrichment of interferon signaling in the *Pten/Tp53* dKO tumoroids, these tumoroids upregulated pathways involved in protein processing and sugar metabolism indicating increased catabolic needs upon dual loss of *Pten* and *Tp53*. In summary, the loss of *Pten*, *Stat3*, and *Tp53* greatly impacted the transcriptional signatures of tumoroids and highlighted their dependency on PI3K/AKT signaling, which induced the deregulation of major pathways related to metabolism and oncogenic signaling.

### *In vitro* deletion of target genes replicates activation of metabolic pathways and oncogenic signaling observed in *in vivo* KO models

To investigate the effect of target gene deletion on the malignant transformation of healthy organoids, we analyzed the differences in gene expression between WT organoids and *in vitro* KO tumoroids, which showed morphological changes upon genetic deletion. For each genotype, we analyzed three single clones derived from the same maternal line upon tamoxifen induction of the Cre-recombinase. 

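The 12 *in vitro* libraries came from 3 WT clones and from 3 KO clones each of *Pten*, *Pten/Stat3* and *Pten/Tp53*, all derived from 3 maternal lines. *Trp53* RNA fell in *Pten/Tp53* KO clones, from 110 ± 16.4 to 2.38 ± 0.618 CPM (SD, n = 3 clones each, log2 fold change -5.46, standard error 0.308, adjusted p = 2.31e-06). *Stat3* was at 38.8 ± 11.1 CPM in *Pten/Stat3* KO against 142 ± 53.5 CPM in WT, which passed DESeq2 (adjusted p = 3.49e-06) and not edgeR (log2 fold change -1.88, standard error 0.290, adjusted p = 0.0756). *Pten* was at 75.6 ± 5.82 CPM in WT and 125 ± 22.6, 93.7 ± 23.6 and 35.3 ± 14.5 CPM in *Pten*, *Pten/Stat3* and *Pten/Tp53* KO clones, and the last of these passed DESeq2 only (log2 fold change -1.10, adjusted p = 0.0325, edgeR 0.126). WT replicate 1 is a clone of the *Pten*-lox line from which the *Pten* KO clones were made, WT replicate 2 of the *Pten/Stat3*-lox line and WT replicate 3 of the *Pten/Tp53*-lox line. Each genotype thus comes from a different mouse, and a comparison with WT holds 1 WT clone of the same line and 2 of other lines. The spread behind a p is that between clones of a line for the KO groups and between lines for WT, and no KO genotype was made in a second line, so the tests do not cover how a deletion acts in other mice. Library preparation, alignment and counting by the authors and the tests were those of the *in vivo* lines, fitted to the 12 *in vitro* libraries alone, with 11724 genes tested. Gene counts per library were 2311036 to 4322985 in WT (median 2752015), 2256106 to 4373982 in *Pten* KO (median 3757224), 3476794 to 4468014 in *Pten/Stat3* KO (median 3704464) and 2831866 to 6142119 in *Pten/Tp53* KO (median 4574758). Simulated 4-fold changes were recovered at 81.8% by edgeR and 83.3% by DESeq2, which called 7 genes without any change. In the simulated comparison with changes edgeR made 6 false calls and DESeq2 38. A further fit compared each KO clone with the WT clone of its own maternal line over the 3 genotypes together. It called no gene in edgeR (smallest adjusted p 0.269), with 1018 genes at an unadjusted p under 0.05 and 85 by DESeq2. Camera called 11, 9 and 16 lists in *in vitro* *Pten*, *Pten/Stat3* and *Pten/Tp53* KO. Other splits of the libraries of each comparison gave up to 15, 12 and 15.

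**Figure D4:**
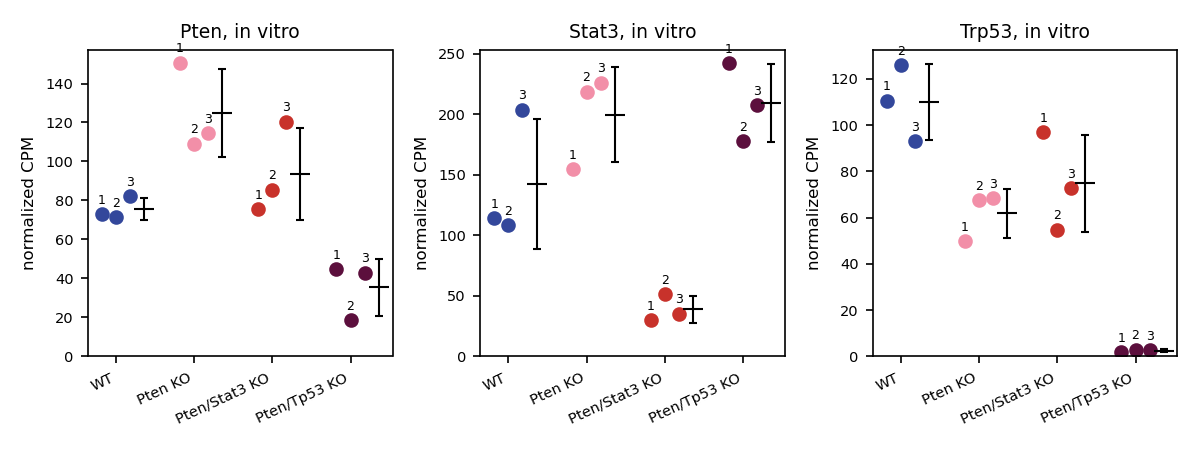
CPM of *Pten*, *Stat3* and *Trp53* in the 12 *in vitro* libraries by genotype, with a point per clone and a bar at the group mean. *Trp53* lies near 0 in *Pten/Tp53* KO clones only, and *Stat3* lies lowest in *Pten/Stat3* KO clones.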

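KO clones of a genotype lay closer to one another than the WT clones did. Over the 1000 most variable genes the mean Euclidean distance was 50.0 among *Pten* KO, 57.6 among *Pten/Stat3* KO and 52.1 among *Pten/Tp53* KO clones (3 pairs each), and 78.3 among WT clones. For 8 of the 9 KO clones the nearest library was a clone of the same genotype. The exception was *Pten/Stat3* KO replicate 1, nearest to WT replicate 2 at 53.2. The first component held 31.3% and the second 19.9% of the variance. *Pten/Tp53* KO clones lay at 42.1 to 47.3 on PC1, apart from all other clones, while PC2 separated *Pten* KO clones (30.3 to 37.7) from *Pten/Stat3* KO clones (-27.5 to -25.7). As each genotype was made in its own maternal line, a distance between genotypes is also a distance between lines.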

The single clones harboring either *Pten*, *Pten/Stat3*, or *Pten/Tp53* deletions clustered together based on their genotypes (Figure 4A). Interestingly, the WT control organoids did not group together but clustered in close proximity to the respective KO tumoroid lines derived from the same maternal line. Similarly, hierarchical clustering of the top 1,000 most variable genes revealed three clusters, which were dependent on the gene expression of the maternal organoid lines (Figure 4B). 

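Each WT clone was closer to the KO clones of its own maternal line than to those of the other lines. The mean distance of WT replicate 1 was 67.7 ± 3.01 to the 3 *Pten* KO clones and 82.5 ± 6.32 to the 6 other KO clones (SD). WT replicate 2 lay 63.0 ± 10.3 from the *Pten/Stat3* KO clones and 84.0 ± 8.41 from the others, and WT replicate 3 lay 69.5 ± 4.10 from the *Pten/Tp53* KO clones and 80.2 ± 2.13 from the others. The own-line distance was smaller by 15.5 on average, the largest difference of the 6 ways to assign the 3 WT clones to the 3 lines (exact permutation test, one-sided p = 0.167, the smallest p that 6 assignments allow). WT replicate 1 was nearest to *Pten* KO replicate 3, WT replicate 2 to *Pten/Stat3* KO replicate 1 and WT replicate 3 to *Pten/Tp53* KO replicate 1.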

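Cut at 3 clusters, the 12 clones fell into their 3 maternal lines, each cluster holding 1 WT clone and the 3 KO clones derived from that line. This held with average and with complete linkage, and at a cut of 2 clusters the *Pten/Tp53*-lox line stood apart from the 8 clones of the other 2 lines. Position genes of the HOXB cluster were among those that separated the lines. In *Pten/Tp53* KO clones all 11 measured genes of the HOXB and HOX13 list had a negative fold change against WT, with a median log2 fold change of -4.55 when the 8 genes without counts are set at their bound (adjusted p = 3.17e-08 by camera, adjusted p = 0.27 with an estimated correlation), 8 lower when adjusted over the list alone. *Hoxb3* and *Hoxb9*, homeobox genes of the cluster, were at 0 counts in these clones and in WT replicate 3 of the same line, at least 81.8-fold and 68.8-fold below WT (adjusted p = 0.0776 and 0.0833). The list rose in *Pten/Stat3* KO (median 0.85, adjusted p = 1.71e-05 by camera, adjusted p = 0.512 with an estimated correlation) and did not pass in *Pten* KO (camera adjusted p = 0.537, and 0.903 as the adjusted p with an estimated correlation). With the maternal line as a term in the fit, the call in *Pten/Tp53* KO was lost and the direction in *Pten/Stat3* KO turned. This fit sets the 3 KO clones against the 1 WT clone of their line, so a call can also be lost through the smaller control. From the clustering by deletion and by maternal line, the paper concludes that deleting the target genes *in vitro* changed the gene expression of the organoids, and that the transcriptome of the line of origin had a major influence on it.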

Taken together, these results confirmed that the genetic deletion of the target genes *in vitro* changed the gene expression of the organoids but also highlighted the major influence of the transcriptome of their line of origin.

**Figure 4:**
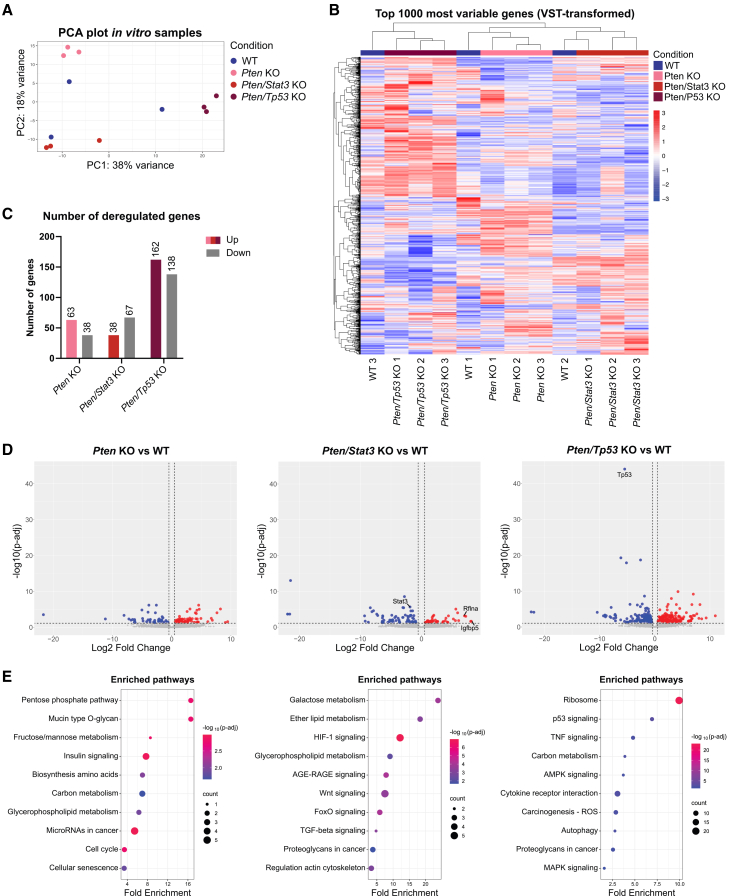
*In vitro* deletion of target genes replicates activation of metabolic pathways and oncogenic signaling observed in *in vivo* KO models (A) PCA based on bulk RNA sequencing data of *in vitro* WT organoids and indicated KO tumoroids (single clones/triplicates per genotype). (B) Dendrogram and heatmap showing unsupervised hierarchical clustering of the top 1,000 most variable genes for all *in vitro* organoid and tumoroid lines based on VST-normalized gene counts. Rows represent individual genes, while columns represent organoid/tumoroid lines. Colors and intensity reflect expression levels of genes (red: upregulation, blue: downregulation). (C) Bar graph depicting all significantly overexpressed and downregulated genes (p-adj < 0.05, |Log2fold| > 0) per KO genotype compared to WT organoids (*N* = 3). (D) Volcano plots depicting DEGs for *in vitro Pten* KO (left), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (right) tumoroids compared to WT organoids. Genes with p-adj < 0.05 and Log2fold > 0 (red) or < 0 (blue) are highlighted (*N* = 3). (E) Bubble plots showing selected significantly enriched pathways based on the KEGG Pathway Database for *in vitro Pten* KO (left), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (right) tumoroids compared to WT organoids. Size of points reflects number of DEGs mapped to specific pathways, while color reflects statistical significance (-log10 p-adj) (*N* = 3). See also Figure S5 and Tables S3D–S3F.

Next, we focused on the significant DEGs between the *in vitro* KO tumoroids and their WT controls (Figures 4C and 4D; Tables S3D–S3F). The deletion of *Pten* alone, or together with *Stat3* resulted in similar numbers of significant DEGs with 101 or 105 genes, respectively. 

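No gene passed edgeR in *in vitro* *Pten* KO or *Pten/Stat3* KO clones against the WT clones, where the smallest adjusted p were 0.156 and 0.0756. The gene closest to passing in *Pten* KO was *Igfbp3*, which encodes a binding protein of insulin-like growth factors, lower at 105 ± 24.1 against 633 ± 193 CPM (SD, n = 3 clones each, log2 fold change -2.59, standard error 0.437), and in *Pten/Stat3* KO it was *Stat3*. *Bcl3* was at 26.5 ± 5.50 CPM in *Pten/Stat3* KO against 62.3 ± 8.21 CPM (log2 fold change -1.24, standard error 0.212, adjusted p = 0.101), and *Pcsk9*, which promotes breakdown of the LDL receptor, had a log2 fold change of -3.04 (adjusted p = 0.101). *Plod2*, a collagen lysyl hydroxylase induced by hypoxia, had a log2 fold change of 1.88 in *Pten/Stat3* KO (adjusted p = 0.158). Without adjustment, 1247 genes in *Pten* KO and 1043 in *Pten/Stat3* KO had a p under 0.05. DESeq2 called 115 genes in *Pten* KO (69 higher and 46 lower) and 112 in *Pten/Stat3* KO (42 higher and 70 lower). Leaving out the WT clone of the same maternal line gave 21 edgeR calls in *Pten* KO and 24 in *Pten/Stat3* KO. Left out of the DESeq2 test, this clone lay nearer to the KO clones than to the other WT clones in 62.2% of called genes in *Pten* KO. In *Pten/Stat3* KO it was 64.6%. The other WT clones, left out in turn, gave 38.6% and 50.4% in *Pten* KO and 34.6% and 39.4% in *Pten/Stat3* KO.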

In line with the *in vivo* 3D cultures, the *Pten/Tp53* dKO tumoroids showed the highest number of DEGs with 300 genes. 

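In *in vitro* *Pten/Tp53* KO clones 12 genes rose and 22 fell against the WT clones by edgeR. Leaving out WT replicate 1, 2 or 3 gave 11, 11 and 85 calls, of which 11, 10 and 27 are among the 34, and leaving out *Pten/Tp53* KO replicate 1, 2 or 3 gave 9, 6 and 19, of which 9, 6 and 16 are. *Ccng1*, a cyclin induced by p53 (ENSMUSG00000020326, chromosome 11 from 40748552 to 40755311 of GRCm38), went from 323 ± 30.0 to 53.1 ± 3.90 CPM (SD, n = 3 clones each, log2 fold change -2.60, standard error 0.253, adjusted p = 0.000539), and the p53 target *Eda2r* had a log2 fold change of -4.44 (adjusted p = 0.0297). *Zmat3* (log2 fold change -2.29, adjusted p = 0.0189), *Dglucy* (-2.62, 0.0256) and *Ephx1*, an epoxide hydrolase (-1.89, 0.00797), also fell. *Mgmt*, which repairs alkylated guanine, had a log2 fold change of -6.11 (standard error 0.616, adjusted p = 0.000628), and *Atg9b*, a lipid scramblase of autophagy, went from 48.8 ± 10.8 to 1.37 ± 0.231 CPM (adjusted p = 0.000539). Of the genes that rose, *Hey1*, a target of Notch signaling, had a log2 fold change of 6.93 (1.04, 0.0189), and *Crip1*, a LIM-domain protein, a ratio of 275 to WT (95% interval 49.0 to 10900, adjusted p = 0.00288). *Me1*, the cytosolic malic enzyme that supplies NADPH, rose from 11.6 ± 1.99 to 60.9 ± 17.2 CPM (log2 fold change 2.40, adjusted p = 0.0189), and *Rbp1*, which binds retinol, had a log2 fold change of 2.21 (adjusted p = 0.0366). Without adjustment, 1617 genes had a p under 0.05, and DESeq2 called 376, of which 187 were higher and 189 lower. With the maternal line as a term, 13 genes were called, of which 7 are among the 34, and the calls for *Ccng1*, *Mgmt* and *Trp53* held. When the WT clone of the same maternal line was left out of the DESeq2 test, this clone lay nearer to the KO clones than to the other WT clones in 183 of 391 called genes (46.8%). For WT replicates 1 and 2, left out in turn, the share was 28.0% and 28.3%.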

Out of all DEGs, the phosphofructokinase enzyme (*Pfkm*), a key player in glycolysis,^54^ and Refilin A (*Rflna*), which might influence cell adhesion,^55^ were significantly upregulated in all *in vitro* tumoroids. 

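*Pfkm*, the muscle-type phosphofructokinase (ENSMUSG00000033065, chromosome 15 from 98092589 to 98132451 of GRCm38), was at 19.6 ± 1.19 CPM in *Pten* KO, 19.2 ± 3.40 in *Pten/Stat3* KO and 19.7 ± 5.69 in *Pten/Tp53* KO clones against 5.61 ± 2.57 CPM in the WT clones (SD, n = 3 clones each). The log2 fold changes of 1.81, 1.78 and 1.81 (standard errors 0.378, 0.376 and 0.375) passed DESeq2, at adjusted p of 0.00656, 0.00781 and 0.00168, and not edgeR, at 0.174, 0.167 and 0.0654. *Rflna*, the gene for Refilin A (ENSMUSG00000037962, chromosome 5 from 125003221 to 125012547), had no count in the WT clones and 6.24 ± 1.84, 8.01 ± 7.35 and 5.72 ± 3.54 CPM in the KO genotypes, at least 19.7-fold, 26.9-fold and 16.7-fold higher. edgeR gave adjusted p of 0.226, 0.186 and 0.0857, and DESeq2 0.00311, 0.000753 and 0.00113. DESeq2 called 6 genes in all 3 *in vitro* genotypes, namely these 2 with *Prelp*, *Nkx3-1*, a homeobox gene of luminal prostate cells, *Boc*, a Hedgehog co-receptor, and *Gpc6*, a glypican, and edgeR called none. In 20 simulations of unchanged groups against shared WT clones, DESeq2 called 0.05 genes in all 3 on average. The simulated counts hold no difference between maternal lines, so this number can lie too low. Compared with the WT clone of the same maternal line over the 3 genotypes together, *Pfkm* had a log2 fold change of 1.82 (standard error 0.327, edgeR adjusted p = 0.269, DESeq2 0.000486).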

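In the *in vitro* clones *Prelp* was higher than in WT in each KO genotype, as it was in the *in vivo* tumoroids. Its level was 8.59 ± 3.99 CPM in *Pten* KO, 14.2 ± 19.0 in *Pten/Stat3* KO and 6.45 ± 5.20 in *Pten/Tp53* KO against 0.317 ± 0.549 CPM in WT (SD, n = 3 clones each). The log2 fold changes were 4.30, 5.05 and 3.94, with adjusted p of 0.0334, 0.00561 and 0.0312 from DESeq2 and 0.302, 0.279 and 0.207 from edgeR. *Igfbp5* was in the *in vitro* KO clones at least 23.5-fold, 61.7-fold and 72.0-fold over the 0 counts of WT, and passed DESeq2 in *Pten/Stat3* KO and *Pten/Tp53* KO and not in *Pten* KO (adjusted p = 0.0239, 0.00538 and 0.0585). *Insig1* had log2 fold changes of 0.62, 1.74 and 1.54 (DESeq2 adjusted p = 0.662, 0.019 and 0.0224).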

Of note, only *Prelp* was overexpressed in all *in vivo* and *in vitro* KO tumoroids.

To identify major deregulated biological processes in the *in vitro* KO tumoroids, we performed pathway enrichment analysis (Figure 4E) and focused on functional String-networks between the DEGs (Figure S5B). *Stat3* and *Tp53* appeared as central points in the interaction networks, highlighting that their deletion *in vitro* influences major signaling networks. In addition, the interactions of *Prelp* and *Pfkm* were visible in the networks. 

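Target genes of both transcription factors were lower in the *in vitro* clones that lack them. Of 27 p53 targets, 24 had a negative fold change in *Pten/Tp53* KO, 5 fell over all genes and 17 when adjusted over the list alone, and the list fell with a median log2 fold change of -0.82 (adjusted p = 3.62e-17 by camera, adjusted p = 0.00572 with an estimated correlation). It was the only list of the 6 KO comparisons that passed with an estimated correlation. The p53 list rose in *Pten/Stat3* KO (20 of 27 positive fold changes, median 0.41, adjusted p = 0.00175 by camera, adjusted p = 0.276 with an estimated correlation), a call lost without *Pten/Stat3* KO replicate 1, and did not pass in *Pten* KO (camera adjusted p = 0.537, and 0.863 as the adjusted p with an estimated correlation). Of 14 STAT3 targets, 12 had a negative fold change in *Pten/Stat3* KO, and the list fell with a median of -0.59 (adjusted p = 1.71e-05 by camera, adjusted p = 0.276 with an estimated correlation), 5 members lower when adjusted over the list alone. *Lrg1*, a secreted glycoprotein induced by IL-6, was at a ratio of 0.0337 to WT (95% interval 0.00396 to 0.128, adjusted p = 0.279). In *Pten* KO the same list rose (median 0.24, adjusted p = 0.0149 by camera, adjusted p = 0.423 with an estimated correlation), with *Socs3*, the feedback inhibitor of JAK/STAT signaling, at a log2 fold change of 1.88 (adjusted p = 0.248), a call lost without WT replicate 1 or 2, and it did not pass in *Pten/Tp53* KO (camera adjusted p = 0.157, and 0.567 as the adjusted p with an estimated correlation).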

Importantly, mimicking the *in vivo Pten/Tp53* dKO tumoroids, an immune-related network of proteins was also observed in the *in vitro Pten/Tp53* dKO models. 

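Genes of MHC class I antigen presentation rose in *in vitro* *Pten/Tp53* KO clones, all 18 measured genes with a positive fold change and a median log2 fold change of 1.89 (adjusted p = 1.65e-17 by camera, adjusted p = 0.27 with an estimated correlation). 2 of them rose over all genes and 14 when adjusted over the list alone. *H2-Q7*, a non-classical MHC class I gene (ENSMUSG00000060550, chromosome 17 from 35439155 to 35443773 of GRCm38), was at 153 ± 88.5 against 1.37 ± 1.70 CPM (SD, n = 3 clones each, log2 fold change 6.55, standard error 1.13, adjusted p = 0.043), and *H2-Q6*, its neighbour, was at 7.59 ± 1.34 CPM with no count in WT, at least 22.7-fold (adjusted p = 0.0389). In the WT clone of the same maternal line *H2-Q7* was at 3.33 CPM, against 86.4 to 253 CPM in the KO clones. With the maternal line as a term only this 1 clone stands for WT, and *H2-Q7* was not called. *Ccl5*, a chemokine that attracts T cells, rose from 8.06 ± 4.19 to 149 ± 46.2 CPM (log2 fold change 4.16, standard error 0.622, adjusted p = 0.0189), and this call was also lost with the maternal line (adjusted p = 0.241) and without WT replicate 1 or 2 or *Pten/Tp53* KO replicate 1 or 2. The MHC class I list did not pass in *in vitro* *Pten* KO (camera adjusted p = 0.253, and 0.903 as the adjusted p with an estimated correlation) or *Pten/Stat3* KO (camera adjusted p = 0.558, and 0.836 as the adjusted p with an estimated correlation), and compared within maternal lines over the 3 genotypes it rose with a median of 0.60 (adjusted p = 0.00022 by camera, adjusted p = 0.721 with an estimated correlation), a call lost without WT replicate 3.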

Even though *in vitro* WT organoids exhibited heterogeneous gene expression determined by different maternal lines, pathway enrichment analysis showed similar results as observed for the *in vivo* tumoroids following deletion of the respective genes. Major changes in metabolic pathways, including the pentose phosphate pathway, fructose/mannose metabolism, carbon metabolism, and glycerophospholipid metabolism were detected upon deletion of *Pten*, *Pten/Stat3*, or *Pten/Tp53* (Figure 4E). This again highlights the significant role of the PI3K/AKT pathway for metabolic adaptation of cells following *Pten* loss. 

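Genes of glycolysis and of the hypoxia response were higher in all 3 *in vitro* KO genotypes than in WT clones. Of 20 glycolysis genes, 19 had a positive fold change in *Pten* KO with a median log2 fold change of 0.77 (adjusted p = 4.43e-10 by camera, adjusted p = 0.423 with an estimated correlation), 19 in *Pten/Stat3* KO with a median of 0.75 (adjusted p = 1.45e-08 by camera, adjusted p = 0.512 with an estimated correlation) and 15 in *Pten/Tp53* KO with a median of 0.24 (adjusted p = 0.0222 by camera, adjusted p = 0.702 with an estimated correlation). The last of these calls was lost without WT replicate 1 or *Pten/Tp53* KO replicate 3 and with the maternal line as a term. *Hk1* had log2 fold changes of 0.89, 1.11 and 0.78 (adjusted p = 0.273, 0.229 and 0.205), and *Ak4*, a mitochondrial adenylate kinase induced by hypoxia, one of 2.67 in *Pten* KO (adjusted p = 0.243). Compared within maternal lines, glycolysis rose with 19 of 20 positive fold changes and a median of 0.60 (adjusted p = 2.99e-09 by camera, adjusted p = 0.721 with an estimated correlation). Choline and glycerophospholipid metabolism rose in *Pten/Stat3* KO (median 0.21, adjusted p = 0.0159 by camera, adjusted p = 0.277 with an estimated correlation, lost without *Pten/Stat3* KO replicate 3) and *Pten/Tp53* KO (median 0.26, adjusted p = 0.0359 by camera, adjusted p = 0.288 with an estimated correlation, lost without any 1 of the WT clones or *Pten/Tp53* KO replicate 2 or 3 and with the maternal line) and did not pass in *Pten* KO (camera adjusted p = 0.0868, and 0.423 as the adjusted p with an estimated correlation). Its member *Chpt1* rose in *Pten/Tp53* KO to 63.7 ± 11.5 from 13.6 ± 3.99 CPM (log2 fold change 2.24, standard error 0.392, adjusted p = 0.0347) and had a log2 fold change of 2.03 in *Pten/Stat3* KO (adjusted p = 0.129), while *Mfsd2a*, a lysophosphatidylcholine transporter, rose in *Pten/Tp53* KO by a log2 fold change of 3.86 (adjusted p = 0.0325). *Lpcat2*, a lysophosphatidylcholine acyltransferase, had a log2 fold change of 1.19 in *Pten* KO (adjusted p = 0.224), and *Pld1* one of 1.89 in *Pten/Stat3* KO (adjusted p = 0.229). The pentose phosphate pathway did not pass in any genotype, with medians of -0.12, -0.08 and -0.23 and camera adjusted p of 0.73, 0.255 and 0.484. *H6pd*, its enzyme in the ER, was at 39.4 ± 1.93 against 16.2 ± 4.17 CPM in *Pten* KO (log2 fold change 1.28, adjusted p = 0.174) and had a log2 fold change of 1.26 in *Pten/Tp53* KO (adjusted p = 0.0657). Of the other metabolic lists, sphingolipid metabolism rose in *Pten* KO (median 0.17, adjusted p = 0.0142 by camera, adjusted p = 0.423 with an estimated correlation, lost without WT replicate 1 or *Pten* KO replicate 2), and fatty acid synthesis passed in no genotype (camera adjusted p = 0.733, 0.685 and 0.881), nor did amino and nucleotide sugar metabolism (0.0758, 0.0527 and 0.823), oxidative phosphorylation (0.158, 0.0631 and 0.678) or the TCA cycle (0.108, 0.37 and 0.823).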

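In *in vitro* *Pten* KO clones the RNA of *Cdkn2a*, which encodes the cell cycle inhibitors p16INK4A and p19ARF (ENSMUSG00000044303, chromosome 4 from 89274471 to 89294653 of GRCm38), was higher than in WT and genes of the cell cycle were lower. *Cdkn2a* was at 655 ± 192 in *Pten* KO against 212 ± 96.2 CPM in WT (SD, n = 3 clones each), which passed DESeq2 and not edgeR (log2 fold change 1.62, standard error 0.483, adjusted p = 0.0314 and 0.287). It rose by both tests in *Pten/Tp53* KO, to 1690 ± 441 CPM (log2 fold change 2.99, standard error 0.507, adjusted p = 0.0319), a call lost in edgeR with the maternal line as a term, and was not called in *Pten/Stat3* KO (log2 fold change 0.51, adjusted p = 0.807). All 42 genes of the cell cycle list had a negative fold change in *Pten* KO, and the list fell with a median log2 fold change of -0.84 (adjusted p = 2.74e-16 by camera, adjusted p = 0.472 with an estimated correlation). *Mki67* was at 41.9 ± 8.22 against 109 ± 65.6 CPM (log2 fold change -1.37, standard error 0.410, adjusted p = 0.287), with the highest value, 183 CPM, in WT replicate 1, and *Mcm6*, a subunit of the replicative helicase, had a log2 fold change of -1.16 (adjusted p = 0.273). The list of cell cycle inhibitors and senescence did not pass in *Pten* KO (5 of 12 fold changes positive, camera adjusted p = 0.537, and 0.863 as the adjusted p with an estimated correlation). Neither the cell cycle list nor the senescence list passed in *Pten/Stat3* KO (camera adjusted p = 0.224 and 0.792) or *Pten/Tp53* KO (0.823 and 0.252).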

Interestingly, we found an enrichment in cell cycle and senescence pathways mediated by the upregulation of *Cdkn2a* in the *Pten* KO tumoroids, which has previously been connected to replication stress caused by the loss of tumor suppressor genes.^56^ 

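By camera the list of TNF and NF-κB genes passed in all 3 *in vitro* genotypes, that of FOXO targets in *Pten/Tp53* KO and that of TGF-β genes in none, and differences between the genotypes were not tested. FOXO targets rose in *Pten/Tp53* KO, with 17 of 20 positive fold changes and a median log2 fold change of 0.29 (adjusted p = 0.0359 by camera, adjusted p = 0.655 with an estimated correlation), a call lost with the maternal line as a term and without WT replicate 1 or 3 or KO replicate 1 or 3, and did not pass in *Pten* KO (camera adjusted p = 0.0758, and 0.863 as the adjusted p with an estimated correlation) or *Pten/Stat3* KO (camera adjusted p = 0.224, and 0.836 as the adjusted p with an estimated correlation). *Foxo1* had a log2 fold change of 1.29 in *Pten/Tp53* KO (adjusted p = 0.12) and *Foxo3* one of 0.79 in *Pten/Stat3* KO (adjusted p = 0.366). *Cited2*, a transcriptional co-regulator induced by FOXO factors, had a log2 fold change of 0.93 in *Pten* KO (adjusted p = 0.452). Genes of the TGF-β response did not pass as a list in any genotype (camera adjusted p = 0.728, 0.798 and 0.0503). *Tgfbr3*, the co-receptor betaglycan, had a log2 fold change of 3.01 in *Pten* KO (adjusted p = 0.268) and 3.77 in *Pten/Tp53* KO (0.0805), and *Tgfbr1*, the type I receptor, one of -1.31 in *Pten/Stat3* KO (0.239), none of them called. Genes of the TNF and NF-κB response, which AGE/RAGE signaling shares, rose in *Pten* KO (median 0.36, adjusted p = 0.00907 by camera, adjusted p = 0.423 with an estimated correlation), fell in *Pten/Stat3* KO (median -0.23, adjusted p = 0.0102 by camera, adjusted p = 0.276 with an estimated correlation) and rose in *Pten/Tp53* KO (median 0.14, adjusted p = 0.0406 by camera, adjusted p = 0.288 with an estimated correlation), and the calls ended without WT replicate 1 in *Pten* KO, without replicate 3 of the KO clones in *Pten/Stat3* KO, and without WT replicate 1 or 2, KO replicate 1 or 3, with all 24 libraries in 1 fit or with the maternal line in *Pten/Tp53* KO. The PI3K, AKT and mTOR components did not pass in any *in vitro* genotype (camera adjusted p = 0.565, 0.558 and 0.552).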

Similar to the *in vivo* KO tumoroids, we observed the deregulation of major signaling pathways like FOXO, AGE/RAGE, and TGFβ signaling. *In vitro* KO of *Pten* and *Tp53* resulted in deregulation of protein processing as well as autocrine chemokine and cytokine signaling, together promoting cancer-specific processes.

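Genes of protein processing in the ER and of chemokines and cytokines rose in *in vitro* *Pten/Tp53* KO clones. Of 31 ER genes, 26 had a positive fold change, with a median log2 fold change of 0.37 (adjusted p = 0.000863 by camera, adjusted p = 0.567 with an estimated correlation), such as *Sec24d*, a coat protein of COPII vesicles (log2 fold change 1.41, standard error 0.325, adjusted p = 0.0833). The call was lost with the maternal line as a term and without *Pten/Tp53* KO replicate 3. Of 21 chemokines and cytokines, 15 had a positive fold change (median 0.21, adjusted p = 0.0274 by camera, adjusted p = 0.372 with an estimated correlation), 4 higher and 1 lower when adjusted over the list alone. This call was lost without WT replicate 1, with 1 CPM in 6 libraries, with all 24 libraries in 1 fit and with the maternal line. ER genes also rose in *Pten/Stat3* KO (median 0.25, adjusted p = 0.0227 by camera, adjusted p = 0.788 with an estimated correlation), a call lost without WT replicate 1 or 2 or *Pten/Stat3* KO replicate 3, and did not pass in *Pten* KO (camera adjusted p = 0.537, and 0.903 as the adjusted p with an estimated correlation). The chemokine list did not pass in *Pten* KO (camera adjusted p = 0.537, and 0.863 as the adjusted p with an estimated correlation) or *Pten/Stat3* KO (camera adjusted p = 0.402, and 0.788 as the adjusted p with an estimated correlation).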

Next, we compared the genotype-specific changes in gene expression between *in vivo* and *in vitro* KO tumoroids. 

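For *Pten* KO and *Pten/Stat3* KO no gene was called by edgeR both *in vivo* and *in vitro*. By DESeq2, 4 genes were called in both models for *Pten* KO, which is 6.45% of those called *in vivo* and 3.48% of those called *in vitro*. 3 of them had the same direction, *Prelp*, *Tfcp2l1*, a transcription factor of epithelial cells, and *Gm47283*. For *Pten/Stat3* KO DESeq2 called 15 genes in both models, all with the same direction, which is 17.2% and 13.4%. Chance overlap of independent lists of this size in the same direction would be 0.279 and 0.331 genes. The lists are not independent of the lox line, which a KO genotype shares between the models and part of the WT does not have. At an unadjusted p under 0.01 in each model, 13 of 17 shared genes had the same direction for *Pten* KO (2.91 expected) and 33 of 33 for *Pten/Stat3* KO (2.5 expected).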

Even though the deletion of *Pten* or the co-deletion of *Pten* and *Stat3* resulted in similar numbers of significant DEGs, the overlap between the *in vivo* and *in vitro* KO tumoroids was around 5%, or 18%, respectively (Figure 5A). 

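*Trp53* and the p53 targets *Zmat3* and *Dglucy* were called by edgeR in *Pten/Tp53* KO tumoroids of both models, all 3 lower than in WT. Only *Trp53* was shared when any of the 3 *in vivo* WT lines, *in vivo* KO replicate 2, *in vitro* WT replicate 2 or *in vitro* KO replicate 1 or 2 was left out, as well as with the replicate block, with 1 CPM in 6 libraries and with edgeR on 2 groups, and no gene was shared with limma voom. Without *in vitro* WT replicate 3, 6 genes were shared, and *Zmat3* was not called *in vivo* in any of the 6 fits with 1 library left out. They are 3 of the 16 genes called *in vivo* (18.8%) and of the 34 called *in vitro* (8.82%), against 0.0248 genes expected by chance in the same direction. DESeq2 called 47 genes in both models, 46 of them in the same direction against 5.28 expected, which is 13.7% of those called *in vivo* and 12.5% of those called *in vitro*. At an unadjusted p under 0.01, 75 genes were shared, all with the same direction (13.8 expected). The expected numbers take the lists as independent. However, the KO samples of both models come from the *Pten/Tp53*-lox line. No *in vivo* WT line and only 1 *in vitro* WT clone comes from it, so differences between breeding lines can add to the overlap. A direct test of the difference between the *in vivo* and *in vitro* effect of the *Pten/Tp53* KO called no gene in edgeR, with 1026 genes at an unadjusted p under 0.05 and 40 by DESeq2.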

The *Pten/Tp53* dKO tumoroids, which showed the highest number of DEGs overall, shared only 16% of all genes between the conditions. Despite this relatively low overlap, gene set enrichment analysis based on the Hallmark Gene Set Collection^57^ revealed an overlap of pathways implicated in tumorigenesis such as the upregulation of KRAS signaling for *Pten* KOs (Figure 5B). 

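Early response and feedback genes of RAS and MAPK signaling, which lie downstream of KRAS, were lower in *Pten* KO tumoroids *in vivo*, by a change larger than that *in vitro*. The list fell *in vivo*, and *in vitro* it did not pass, with 10 of 21 positive fold changes and a median log2 fold change of -0.06 (camera adjusted p = 0.733, and 0.903 as the adjusted p with an estimated correlation). The difference between the *in vivo* and *in vitro* effect was called, with a median of -0.88 (adjusted p = 0.000939 by camera, adjusted p = 0.502 with an estimated correlation). *Ier3*, an early response gene, had a log2 fold change of 0.89 *in vitro* (adjusted p = 0.36). The list did not pass in *in vitro* *Pten/Stat3* KO (camera adjusted p = 0.685, and 0.836 as the adjusted p with an estimated correlation) or *Pten/Tp53* KO (camera adjusted p = 0.629, and 0.833 as the adjusted p with an estimated correlation). The gene sets of the Hallmark collection were not tested, as the reference files do not hold them. The paper maps its called genes to these sets, which is another measure than the direction of a list by camera.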

In line with the larger overlap of DEGs for the *Pten/Stat3* dKO tumoroids, more hallmark gene sets, including EMT, MTORC1 signaling, and interferon-γ response, were shared between the *in vivo* and *in vitro* tumoroids. 

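Mesenchymal genes of EMT fell in *Pten/Stat3* KO tumoroids of both models, while interferon-stimulated genes rose *in vivo*. *In vivo*, 9 of 13 genes of the EMT list had a negative fold change with a median log2 fold change of -0.70 (adjusted p = 0.0496 by camera, adjusted p = 0.597 with an estimated correlation), a call kept in 1 of 11 other settings and of the other direction without WT replicate 1, and *in vitro* 10 of 13 with a median of -0.55 (adjusted p = 0.0227 by camera, adjusted p = 0.434 with an estimated correlation), a call lost without WT replicate 3 or *Pten/Stat3* KO replicate 3, with all 24 libraries in 1 fit and with the maternal line as a term. *Spp1*, which encodes osteopontin, had a log2 fold change of -4.11 *in vitro* (adjusted p = 0.424). The interferon list did not pass *in vitro* (2 of 38 fold changes positive, median -0.66, camera adjusted p = 0.0631, and 0.836 as the adjusted p with an estimated correlation), with levels of 3.28, 6.08 and 3.19 in the 3 KO clones and 5.32, 1.91 and 6.53 in the WT clones. The *in vivo* effect exceeded the *in vitro* effect by a median of 3.46 (adjusted p = 8.64e-17 by camera, adjusted p = 0.663 with an estimated correlation). In *in vitro* *Pten* KO the interferon list fell with a median of -1.40 (adjusted p = 0.0114 by camera, adjusted p = 0.863 with an estimated correlation), and its direction turned without WT replicate 3, while the call was lost without WT replicate 1 or *Pten* KO replicate 1 or 3. *Insig1*, which is under control of SREBP and of MTORC1, had a positive fold change in *Pten/Stat3* KO of both models, while the cholesterol list did not pass in *in vitro* *Pten/Stat3* KO (camera adjusted p = 0.599, and 0.836 as the adjusted p with an estimated correlation).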

Interestingly, seven out of ten hallmark gene sets were identical between the *Pten/Tp53* dKO tumoroids. Of those, different signaling pathways including MTORC1 and P53 signaling, but also pathways influencing the immune response and inflammation, were enriched.

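In *Pten/Tp53* KO tumoroids p53 targets fell and interferon and MHC class I genes rose in both models. The interferon list rose *in vitro* with 37 of 38 positive fold changes and a median log2 fold change of 1.01 (adjusted p = 1.85e-09 by camera, adjusted p = 0.567 with an estimated correlation), 0 higher when adjusted over the list alone. *Oasl1* had a log2 fold change of 3.16 (standard error 1.01, adjusted p = 0.181). The *in vitro* levels were 6.95, 6.28 and 6.96 in the KO clones, and that of the WT clone of the same line, 6.53, lay within their range, so that the call was lost with the maternal line as a term. *In vivo*, no WT line came from the *Pten/Tp53*-lox mice. By camera the p53 list fell in both models whichever library was left out, and *in vitro* also with the maternal line, while with an estimated correlation it passed *in vitro* (adjusted p = 0.00572) and not *in vivo* (0.158), and the MHC class I list in neither model (0.283 *in vivo*, 0.27 *in vitro*). Genes of cholesterol synthesis and SREBP did not pass *in vitro* (camera adjusted p = 0.934, and 0.971 as the adjusted p with an estimated correlation).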

**Figure 5:**
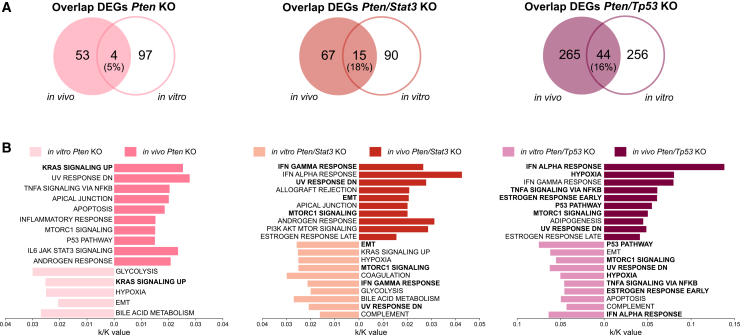
Comparison of DEGs and enriched hallmark gene sets between *in vivo* and *in vitro* KO tumoroids (A) Overlap of significant DEGs (p-adj < 0.05, |Log2fold| > 0) between *in vivo* and *in vitro Pten* KO (left), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (right) tumoroids compared to WT organoids (*N* = 3). (B) Bar graphs depicting the comparison of enriched hallmark gene sets based on MSigDB gene set enrichment analysis of DEGs in (A). *k*/*K* value describes the ratio of number of genes in input list (*k*) divided by the number of total genes in the gene set of the database (*K*).

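Of gene groups that act downstream of MTORC1, genes of the ER and of cholesterol synthesis rose by camera in all 3 *in vivo* KO genotypes, and glycolysis in *Pten/Tp53* KO. With an estimated correlation none of these passed, at adjusted p of 0.404, 0.347 and 0.212 for the ER in *Pten*, *Pten/Stat3* and *Pten/Tp53* KO, 0.404, 0.597 and 0.561 for cholesterol and 0.283 for glycolysis. The cholesterol calls in *Pten/Stat3* KO and *Pten/Tp53* KO ended without WT replicate 1, the former also without *Pten/Stat3* KO replicate 2 and the latter without *Pten/Tp53* KO replicate 3. Over the 9 *in vivo* KO lines against the 3 WT lines, the ER list rose with 30 of 30 positive fold changes and a median log2 fold change of 0.48 (adjusted p = 8.15e-12 by camera, adjusted p = 0.147 with an estimated correlation), and the cholesterol list with 20 of 21 and a median of 0.33 (adjusted p = 1.99e-06 by camera, adjusted p = 0.373 with an estimated correlation). The list of heat shock and stress genes fell in *Pten* KO (median -0.28, adjusted p = 0.014 by camera, adjusted p = 0.404 with an estimated correlation), with *Ubb* as its only called member, a call lost without *Pten* KO replicate 2 and with all 24 libraries in 1 fit. In *Pten/Tp53* KO camera called it lower (adjusted p = 0.034 by camera, adjusted p = 0.393 with an estimated correlation) at a median of 0.07, and that call was lost without *Pten/Tp53* KO replicate 2, without replicate 3 (adjusted p = 0.661) and with all 24 libraries in 1 fit. In *Pten/Stat3* KO it did not pass (camera adjusted p = 0.248, and 0.675 as the adjusted p with an estimated correlation).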

Of note, the gene sets UV response down and MTORC1 signaling were enriched in all *in vivo* KO tumoroids, indicating a deregulation of stress response, major signaling pathways, and metabolic pathways. 

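Genes of the hypoxia response rose in all 3 *in vitro* KO genotypes, while mesenchymal genes of EMT did not rise in any. Of 23 hypoxia genes, 22 had a positive fold change in *Pten* KO with a median log2 fold change of 1.05 (adjusted p = 4.66e-11 by camera, adjusted p = 0.423 with an estimated correlation), 20 in *Pten/Stat3* KO with a median of 1.12 (adjusted p = 1.2e-05 by camera, adjusted p = 0.746 with an estimated correlation) and 21 in *Pten/Tp53* KO with a median of 0.63 (adjusted p = 0.00988 by camera, adjusted p = 0.702 with an estimated correlation). *Ddit4*, an inhibitor of MTORC1 induced by hypoxia, had a log2 fold change of 1.76 in *Pten* KO (adjusted p = 0.243). Compared within maternal lines, 22 of 23 fold changes were positive with a median of 0.90 (adjusted p = 2.84e-08 by camera, adjusted p = 0.721 with an estimated correlation), and only the call in *Pten/Tp53* KO was lost with the maternal line as a term, as it was without WT replicate 1 or KO replicate 1 or 3. The EMT list did not pass in *Pten* KO (median -0.06, camera adjusted p = 0.935, and 0.946 as the adjusted p with an estimated correlation) or *Pten/Tp53* KO (median 0.18, camera adjusted p = 0.711, and 0.833 as the adjusted p with an estimated correlation). *Fn1*, the gene for fibronectin, had a log2 fold change of 3.00 in *Pten/Tp53* KO (standard error 0.635, adjusted p = 0.0657), and *Itga2* one of -2.17 in *Pten/Stat3* KO (adjusted p = 0.229). *In vivo* the EMT list fell in *Pten* KO (median -0.66, adjusted p = 0.032 by camera, adjusted p = 0.592 with an estimated correlation) and *Pten/Tp53* KO (median -1.02, adjusted p = 0.00412 by camera, adjusted p = 0.393 with an estimated correlation), and the first call ended in each of the 6 fits with 1 library left out, and the second without WT replicate 1 or *Pten/Tp53* KO replicate 3. From the comparison of called genes and of hallmark gene sets, the paper concludes that many biological processes are shared between the *in vivo* and *in vitro* tumoroids although few called genes are, above all in *Pten/Stat3* and *Pten/Tp53* KO.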

The EMT and Hypoxia gene sets were shared between all *in vitro* KO tumoroids hinting to cellular plasticity and an activation of oncogenic pathways after the deletion of the target genes *in vitro*. In conclusion, even though the overlap of significant DEGs is rather small, many biological processes are shared between the *in vivo* and *in vitro* KO tumoroids, especially for the *Pten/Stat3* and *Pten/Tp53* dKO tumoroids. This suggests that major tumor-driving processes can be replicated *in vitro* and depend on cell-intrinsic mechanisms.

### Medium-throughput drug screen identified compounds inhibiting PCa tumoroid growth independent of mutational background

As we observed phenotypic and molecular differences between the various KO tumoroid lines, we evaluated the genotype-specific sensitivities of the PCa tumoroids to different pharmaceuticals. For this, we performed a medium-throughput compound screen including 388 common anti-cancer and epigenetic drugs, in addition to selected kinase and pathway inhibitors using small 3D *in vivo* KO tumoroids of all three genotypes (Figures 6A and S6A; Table S4). Following standard high-throughput protocols,^58^ compounds were tested at a single concentration of 10 μM, which serves as a high enough concentration to detect active compounds for follow-up testing, but might not reflect lower clinically effective drug concentrations. For all compounds a percentage of control (POC) value was calculated based on positive and negative controls reflecting 0% and 100% cell viability, respectively. Out of 388 tested compounds, 146 induced POC values lower than 50, representing compounds with distinct anti-cancer effects in the first screening. Hierarchical clustering of these hits showed that two out of three KO lines of each genotype were grouped together, while one line clustered separately (Figure 6B). Interestingly, most compounds effectively inhibited tumoroid growth independent of their mutational background, and the number of Hit-compounds was similar among all lines (Figure 6C). However, for the three tumoroid lines that also did not cluster with their respective replicates in the heatmap, more compounds had to be excluded for further analysis, hinting to technical rather than biological effects. Linear regression analysis of compounds shared between two genotypes further supported the fact that the proliferation of tumoroids with different mutations was effectively inhibited by the same compounds (Figure 6D). Based on these results and previously published literature, we selected eight compounds for further analysis (Figure 6E). Among these were several kinase inhibitors, including the EGFR inhibitor afatinib and the Bruton’s kinase inhibitor ibrutinib, but also multitargeted kinase inhibitors AT9283 and the PDPK1/AKT/FLT DPI. On the other hand, we focused on four epigenetic modifiers, including the histone demethylase inhibitor GSKJ4, the methyltransferase inhibitor GSK126, and two histone deacetylase (HDAC) inhibitors entinostat and tenovin-6 (T6). Half-maximal inhibitory screening (IC50) revealed that most compounds inhibited tumoroid growth consistently around 1–15 μM, which represent clinically relevant and translatable IC50 concentrations, while GSKJ4 and GSK126 showed high heterogeneity even between biological replicates. High doses of entinostat, which usually exhibits IC50 values between 0.5 and 10 μM on cancer cell lines,^59^ were necessary to inhibit PCa tumoroid growth (Figure S6B).

**Figure 6:**
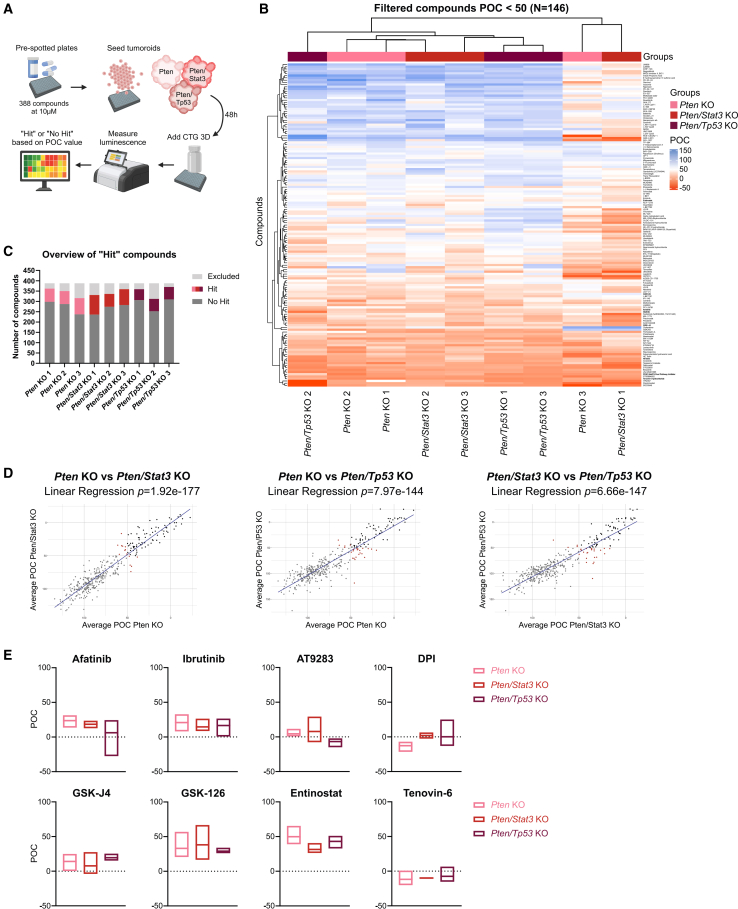
Medium-throughput drug screen identified compounds inhibiting PCa tumoroid growth independent of mutational background (A) Experimental setup of medium-throughput compound screening. 388 compounds were screened at a single dose of 10 μM on small tumoroids with different genetic backgrounds in suspension. CellTiter-Glo 3D (CTG) was added, and luminescence was measured to calculate the POC value representing cell viability. (B) Dendrogram and heatmap showing unsupervised hierarchical clustering of compounds with POC < 50 (*N* = 146) for all tumoroid lines. Rows represent individual compounds, while columns represent *in vivo* KO tumoroids (*N* = 3). Colors and intensity reflect POC values (red: inhibition of growth, blue: no effect). (C) Bar graph depicting the number of “Hit” (POC < 50) and “No Hit” (POC > 50) compounds per tumoroid line. Compounds were excluded when POC values of duplicates did not match. (D) Linear regression analysis based on POC values for all compounds for *Pten* KO (*N* = 3) vs. *Pten/Stat3* KO (*N* = 3), *p* = 1.92e-177 (left); *Pten* KO vs. *Pten/Tp53* KO (*N* = 3), *p* = 7.97e-144 (middle); and *Pten/Stat3* KO vs. *Pten/Tp53* KO, *p* = 6.66e-147 (right). Gray: “No Hit”, Black: “Hit”, Red: “Genotype-specific “Hit.” (E) Boxplots showing mean ± SD of POC values for selected compounds effective on all genotypes (*N* = 3 per genotype). Negative POC values are the result of tested compounds showing a higher inhibitory effect than the positive control bortezomib. Statistical analysis was performed using GraphPad Prism 8.0.2 (one-way ANOVA, Tukey’s test). *p* > 0.05 if not specified otherwise. See also Figures S6 and S7.

Based on the results of the transcriptomic analysis and our compound screening, we chose the DPI, targeting kinases involved in PI3K/AKT signaling, and T6, an inhibitor of sirtuin HDACs and TP53 activator, for further analysis. IC50 screening of *in vivo* and *in vitro* KO tumoroids of all genotypes revealed highly similar sensitivities of both tumoroid models (Figure 7A). Notably, dKO tumoroids showed higher sensitivity to DPI and T6 treatments, with significant differences for *in vivo* dKOs (Figure 7B). Thus, both compounds showed higher efficiencies on more advanced PCa models, and the effect of different genetic deletions on drug response was recapitulated in *in vitro* tumoroids. Of note, the medium-throughput drug screen was performed on tumoroids seeded in suspension, while for the final confirmation all lines were cultured in ECM domes. Even though it has been reported that the ECM can influence the drug response of tumoroids *in vitro*,^60^ we did not observe major differences in IC50 values (Figure S6C). In addition, we investigated the effect of DPI and T6 on healthy WT organoids (Figure S6D). Interestingly, WT organoids and KO tumoroids showed similar IC50 values. However, as WT organoids displayed similar proliferation rates to PCa tumoroid lines, they may not fully represent non-proliferative healthy prostate tissue. Therefore, while the WT response provides a useful baseline, drug sensitivity in preclinical screens should be interpreted with caution regarding physiological relevance. To further elaborate on this, we tested whether there is a difference in response to the targeted pan-AKT kinase inhibitor capivasertib.^61^ As expected, both *Pten* and *Pten/Stat3* KO tumoroids were highly sensitive to AKT pathway inhibition with IC50 values of 1.12 and 0.74 μM respectively, while WT organoids showed much higher IC50 values of 19.82 μM. Interestingly, *Pten/Tp53* KO tumoroids were less sensitive with an IC50 concentration of 25.59 μM, which might be due to their inability to induce proper programmed cell death,^62^ or the induction of other compensatory signaling pathways (Figure S6E). Together, these data suggest genotype-specific drug sensitivities of WT organoids and tumoroid lines.

**Figure 7:**
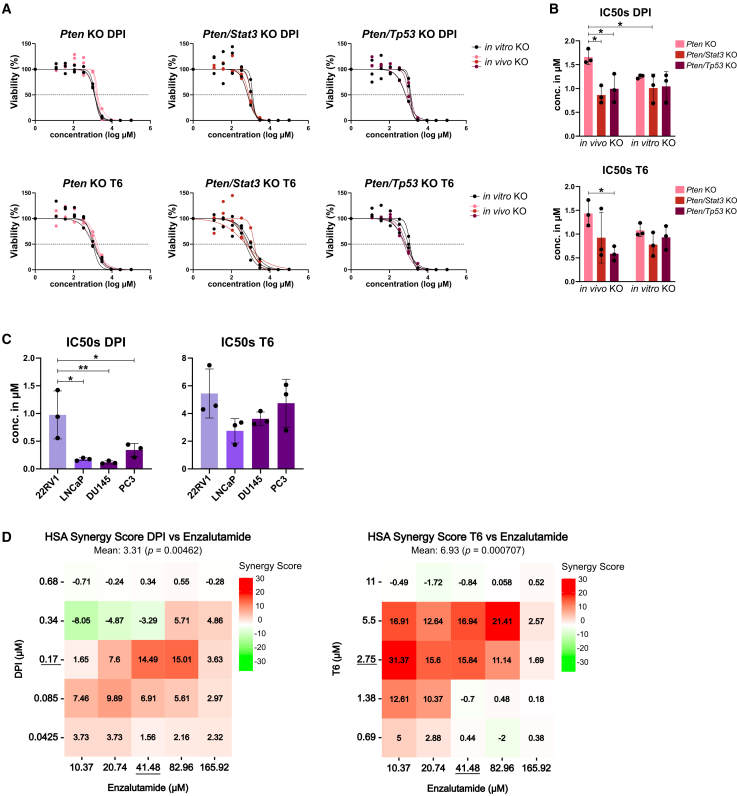
The PDPK1/AKT/FLT DPI and tenovin-6 (T6) show high anti-cancer efficacy in murine tumoroids and human PCa cell lines (A) Dose-response curves for DPI (top) and T6 (bottom) for *in vivo* and *in vitro Pten* KO (left), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (right) tumoroids. Points represent means of technical duplicates per tumoroid line (*N* = 3). Curve fitting was performed using GraphPad Prism 8.0.2. (B) Bar graphs showing means and ±SD of half-maximal inhibitory concentration (IC50) for DPI (top) and T6 (bottom) for *in vivo* and *in vitro* tumoroid lines of all genotypes (*N* = 3). Statistical analysis was performed using GraphPad Prism 8.0.2 (one-way ANOVA, Tukey’s test). *p* > 0.05 if not specified otherwise, ∗*p* ≤ 0.05. (C) Bar graphs depicting means and ±SD of IC50 values of DPI (left) and T6 (right) on human PCa cell lines. 22RV1: primary PCa; LNCaP: metastatic PCa; DU145, PC3: metastatic castration-resistant PCa (*N* = 3). Statistical analysis was performed using GraphPad Prism 8.0.2 (one-way ANOVA). *p* > 0.05 if not specified otherwise, ∗*p* ≤ 0.05; ∗∗*p* ≤ 0.01. (D) Heatmaps of synergy scores calculated with the highest single agent (HSA) model for DPI and enzalutamide (left), and T6 and enzalutamide (right) on the human LNCaP cell line. Values > 0 represent synergistic effects, and values < 0 represent antagonistic effects. IC50 concentrations of respective compounds are underlined (*N* = 3). See also Figure S6.

To test a potential prognostic significance of genes targeted by DPI and T6 for PCa, we explored the overall survival times of PCa patients dependent on low/high expression levels of the genes of interest.^38^ While the DPI targets, *PDPK1*, *AKT1*, *AKT2*, *AKT3*, and *FLT3*, and the T6 targets *SIRT1*, *SIRT2*, and *DHODH* showed no significant correlation with survival on RNA level, high expression of the T6 target *SIRT3* was significantly associated with worse overall survival (Figure S7A). However, as most of these genes code for effector proteins, their expression on RNA level might not reflect their role for PCa signaling.^63^

To confirm the anti-cancer effect of the selected compounds on human cells, we analyzed the cell viability of human PCa cell lines including one primary and three metastatic lines after DPI or T6 treatment (Figure 7C). Indeed, both DPI and T6 effectively inhibited the proliferation of the human cell lines with IC50 concentrations in the same range as for the different tumoroids, confirming that murine PCa tumoroids model the drug response of patient-derived cell line models. Of note, the effect of the two compounds was higher on the metastatic cell lines, indicating that more progressed tumors might be more sensitive to the treatment with DPI and T6. As enzalutamide is one of the most used antiandrogen compounds for the treatment of advanced PCa patients, we used the androgen-responsive LNCaP cell line to investigate whether DPI and T6 could be used in combination with enzalutamide to improve its anti-tumor effect (Figures 7D and S7B). Indeed, both DPI and T6 showed high synergy scores with enzalutamide in the range of the respective IC50 concentrations. Importantly, even low concentrations of enzalutamide in combination with multiple T6 concentrations resulted in high synergy values. In conclusion, both compounds improved the anti-cancer effect of enzalutamide and could thus be beneficial especially for advanced and castration-resistant PCa patients.

## Discussion

In recent years, both human and murine organoid and tumoroid models have been used for studying tumorigenesis and finding treatment options for cancer patients as they stably reflect the genetic and epigenetic background, but also the drug response of patients or mouse models.^21^ However, patient-derived prostate organoids and PCa tumoroids have low establishment rates and cannot be maintained for several passages *in vitro*.^25^^,^^27^^,^^28^^,^^29^^,^^30^ Here, we established a biobank of organoids and PCa tumoroids derived from murine tumors reflecting common patient mutations and compared them to tumoroids generated by genetic deletion of target genes *in vitro*.

Interestingly, RNA sequencing and pathway enrichment analysis of murine PCa tumoroids suggested a metabolic adaption of healthy cells upon deletion of target genes. In humans, both the healthy prostate and PCa tumors exhibit unique metabolic dependencies.^64^^,^^65^ While the TCA cycle is suppressed in healthy prostate cells, the development of PCa leads to a metabolic switch by activating the TCA cycle and OXPHOS. Early-stage tumors also heavily rely on lipid and amino acid metabolism for energy production and growth. During advanced and castration-resistant stages of PCa, glycolysis is enhanced (Warburg effect^66^), but OXPHOS and lipid metabolism remain active.^64^^,^^65^ Importantly, murine PCa models have been used to study PCa metabolism as they recapitulate the metabolic switch observed in humans.^67^^,^^68^

Enriched pathways in *in vivo Pten* KO and *Pten/Stat3* dKO tumoroids were mainly mediated by the upregulation of *Pik3r3*, which is part of a regulatory subunit of the PI3K/AKT pathway.^69^ High *PIK3R3* expression in combination with the loss of *Pten* leads to the constant activation of the PI3K/AKT pathway,^70^ which we also observed on protein level. In addition, aberrant lipid metabolism has been observed in PCa, and choline-PET is used to monitor the progression and therapy response of PCa.^71^ We also observed the upregulation of *Pld1*, which mediates PI3K/AKT and mTOR signaling, but also choline metabolism, and thus promotes proliferation and castration resistance in PCa.^72^^,^^73^^,^^74^

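In *in vivo* *Pten/Tp53* KO tumoroids *Gfpt1* rose, and *Hk1* and *Pgm1* had positive fold changes that passed DESeq2 and not edgeR. *Pgm1*, the phosphoglucomutase that links glycogen and glycolysis (ENSMUSG00000025791, chromosome 4 from 99929414 to 99987294 of GRCm38), was at 170 ± 52.0 against 69.3 ± 19.5 CPM in WT organoids (SD, n = 3 lines each, log2 fold change 1.29, standard error 0.302, adjusted p = 0.119, DESeq2 0.0119). For *Gfpt1* (ENSMUSG00000029992, chromosome 6 from 87042846 to 87092197) and *Hk1* (ENSMUSG00000037012, chromosome 10 from 62268855 to 62379908) DESeq2 gave adjusted p of 3.95e-05 and 0.00023. In *Pten* KO and *Pten/Stat3* KO the log2 fold changes were 0.13 and 0.75 for *Gfpt1* and 0.04 and 0.20 for *Pgm1*, and none passed (smallest adjusted p = 0.528). The call of *Gfpt1* was lost in 5 of 6 fits with 1 library left out (adjusted p = 0.216 without WT replicate 2) and kept without *Pten/Tp53* KO replicate 2.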

Even though different genes were deregulated in the *Pten/Tp53* dKO tumoroids, several genes directly involved in glycolysis, including *Hk1*, which is connected to AKT1,^75^ *Pgm1*, and *Gfpt1*, were upregulated. Importantly, *Pfkm*, which is also directly involved in glycolysis, showed higher expression in all *in vitro* KO tumoroids. Together, this highlights the major role of the PI3K/AKT pathway in PCa progression but also metabolism of PCa cells.^76^ Importantly, we observed changes in metabolic pathways connected to PCa in tumoroids of all three genotypes. *In vitro* KO tumoroids showed similar enrichment of metabolic signaling upon deletion of target genes, highlighting the potential impact of *Pten* loss on metabolic reprogramming during the first steps of tumorigenesis.

On the other hand, increased activation of the PI3K/AKT pathway together with androgen and TGFβ signaling can induce EMT in PCa to drive metastasis and therapy resistance.^77^ Interestingly, the only gene that was highly upregulated in all *in vivo* and *in vitro* KO tumoroid lines was the proteoglycan *Prelp*, and both its overexpression^52^ and downregulation^78^^,^^79^ have been associated with tumor progression and EMT. In colorectal cancer, PRELP interacts with integrins to reduce the stiffness of the ECM to drive metastasis.^52^ Moreover, the analysis of human PCa transcriptomic data revealed that high expression of *PRELP* correlates with high expression of mesenchymal EMT genes. Together with the enrichment of TGFβ signaling and EMT gene sets in the murine tumoroids, these results suggest that *Prelp* might support EMT and thus PCa progression in our models and reflects a state of high cellular plasticity.^31^^,^^77^

Even though the deletion of *Pten* and the consequent activation of the PI3K/AKT pathway have been explored as a therapeutic option for PCa, most PI3K/AKT inhibitors failed as monotherapies during early clinical testing, mostly due to compensatory signaling mechanisms.^80^ It has been proposed that multitarget kinase inhibitors are a more promising approach for PCa treatment.^81^^,^^82^ Out of 388 compounds we identified the DPI,^34^^,^^35^^,^^36^ which simultaneously inhibits the kinases AKT, and PDPK1 and FLT3 involved in the phosphorylation and thus the complete activation of AKT.^83^^,^^84^ DPI has shown promising inhibitory effects in multiple cancer types, notably also in combination with PARP inhibitors.^85^^,^^86^^,^^87^^,^^88^ However, although PI3K/AKT signaling plays a major role in PCa development and progression, the inhibitor has not been widely tested as a treatment for PCa.^89^ Here, we show that DPI potently inhibits the proliferation of PCa tumoroids and human PCa cell lines, with an even higher effect on more advanced models. The AR pathway is constitutively active in 22RV1 cells due to the AR-V7 splice variant,^90^ and *PTEN* is expressed in these cells. On the other hand, PC3 and LNCaP cells do not express *PTEN*, and the AR pathway is inactive in DU145 cells. This might lead to a dependency on PI3K/AKT signaling, which could explain the increased sensitivity to DPI in the metastatic PCa cell lines.^90^ As therapy options for advanced PCa patients are limited, DPI could be a treatment option for these patients.

Apart from metabolic alterations, epigenetic reprogramming is essential for PCa progression and therapy resistance.^91^ Several epigenetic compounds have been investigated as treatment options for PCa, and especially HDAC inhibitors have been tested extensively in preclinical and clinical studies.^92^ Interestingly, our medium-throughput compound screen identified T6 as one of the most effective inhibitors of PCa tumoroid growth. T6 inhibits SIRT1, SIRT2, SIRT3, and the enzyme DHODH.^37^^,^^93^ While SIRT1 and SIRT2 can activate the PI3K/AKT pathway to promote proliferation, migration, and neuroendocrine differentiation of PCa cells, SIRT3 usually acts as a tumor suppressor.^94^^,^^95^^,^^96^ However, patients with high expression of *SIRT3* in the PRAD-TCGA dataset have shorter overall survival time, hinting to a tumor-promoting effect in PCa. In addition, high *DHODH* expression has been correlated with worse prognosis in PCa patients.^97^ DHODH is involved in the synthesis of pyrimidines, which are needed for the biosynthesis of DNA, RNA, glycoproteins, and phospholipids.^98^ Thus, highly proliferative cancer cells might be more sensitive to inhibition of nucleotide synthesis. Indeed, we observed a stronger effect of T6 on *Pten/Tp53* dKO tumoroids, which showed the highest proliferation rates among the different genotypes. Importantly, we also confirmed the anti-cancer effect of T6 on several human PCa cell lines and propose this compound as a potential therapy option for PCa that has not yet been investigated for this cancer type.

So far, epigenetic compounds are not used as single treatments for solid cancers, and the combination with chemotherapeutics or antiandrogens has shown promising results for PCa.^92^ In line with this, the inhibition of PI3K/AKT in combination with androgen signaling has emerged as a treatment strategy.^80^ Importantly, we showed that both DPI and T6 in combination with enzalutamide synergistically inhibit human PCa cell proliferation, and could thus be used to increase the anti-cancer effect of enzalutamide. Future studies should validate the mechanisms of DPI and T6 in both *in vitro* and *in vivo* PCa models.

In conclusion, by using murine PCa tumoroids, we identified two promising compounds for further validation for PCa treatment. As tumoroids replicated the drug response of human PCa cell lines, they could help reduce the number of animal models used for cancer research in line with the 3R principles.^99^ While *in vivo* KO tumoroids capture the tumor development within the native microenvironment and thus might better reflect the heterogeneity of PCa lesions, our *in vitro* KO tumoroids demonstrate that the effect of mutations on gene expression and drug response can be modeled *in vitro* without the use of further animals. Additional mutations can easily be introduced for a personalized medicine approach, and the malignant transformation of cells can be studied over time to gain further insights into PCa development.

### Limitations of the study

Even though tumoroids present useful preclinical models, they do not reflect the complex interactions of cancer cells with the tumor microenvironment.^21^ In addition, we and others^100^ did not observe an effect of the ECM on drug response, but its negative influence has previously been described.^60^ Thus, refining tumoroid culture conditions by incorporating components of the TME and physical stimuli could enhance their physiological relevance for drug development.^21^^,^^101^^,^^102^ Whenever possible, healthy control organoids should be included in the initial compound screening to exclude compounds with general cytotoxicity. As we observed similar proliferation rates between WT organoids and tumoroids, employing differentiation protocols may better mimic non-proliferative, healthy epithelial tissues.^103^ Although we were able to show that prostate organoids and PCa tumoroids express AR on RNA and protein level, and respond to AR pathway inhibition by enzalutamide, we were not able to reliably detect the AR target NKX3.1 using IHC. Here, further optimization or alternative detection methods are needed. Lastly, since our compounds were effective in castration-resistant human PCa cell lines, establishing castration-resistant tumoroids with defined mutational backgrounds could further support the development of targeted therapies for advanced disease.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Gerda Egger ().

### Materials availability

All organoid and tumoroid lines generated in this study are available from the lead contact. We are glad to share all models with reasonable compensation by requestor for its processing and shipping, and a completed materials transfer agreement.

### Data and code availability

• Bulk RNA sequencing data were deposited at Gene Expression Omnibus [GSE291912] and are publicly available as of the date of publication. This paper analyses existing, publicly available data, accessible at the TCGA (Accession number phs000178).
• No original code has been generated during this study. Publicly available code and packages are cited in the text or method section.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

The authors thank Sabrina Wohlhaupter, Astrid Haase, Barbara Neudert, and Michaela Schlederer for performing IHC stainings and Martin Raigel for help with pathological analysis. This research was funded by the Austrian Science Fund (FWF) (10.55776/P32771, 10.55776/DOC59, and 10.55776/F8300). Z.P. was supported by an FFG-FEMtech scholarship (no. 8743637). K.M. received funding from the European Union’s Horizon 2020 Marie Skłodowska-Curie Innovative Training Networks (ITN-ETN) FANTOM under grant agreement no. 101072735. For open access purposes, the author has applied a CC BY public copyright license to any author accepted manuscript version arising from this submission. Figures were partially created using BioRender.

## Author contributions

Conceptualization, G.E., T.D., and J.K.; methodology, J.K., T.D., Z.P., T.L., T.M., L.V., and S.K.; formal analysis, J.K., K.D., A.T., and G.W.; investigation, J.K., T.D., R.J., E.A., K.M., and A.B.; resources, T.L. and L.K.; writing – original draft, J.K. and G.E.; writing – review and editing, all; visualization, J.K. and G.E.; supervision, G.E.; project administration, J.K. and G.E.; funding acquisition, G.E. and L.K.

## Declaration of interests

The authors declare no competing interests.

## Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work, the authors used ChatGPT (OpenAI) in order to improve grammar and clarity of the text. After using this tool, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

## STAR★METHODS

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit monoclonal anti-PTEN (138G6)	Cell Signaling Technology	Cat#9559; RRID:AB_390810
Rabbit monoclonal anti-STAT3 (D3Z2G)	Cell Signaling Technology	Cat#12640; RRID:AB_2629499
Mouse monoclonal anti-TP53 (1C12)	Cell Signaling Technology	Cat#2524; RRID:AB_331743
Mouse monoclonal anti-β-ACTIN	Proteintech	Cat#66009-1-Ig; RRID:AB_2687938
Rabbit monoclonal anti-AKT (Pan) (C67E7)	Cell Signaling Technology	Cat#4691; RRID:AB_915783
Rabbit polyclonal anti-pospho-AKT (Ser473)	Cell Signaling Technology	Cat#9271; RRID:AB_329825
Rabbit monoclonal anti-KI67 (D3B5)	Cell Signaling Technology	Cat#9129; RRID:AB_2687446
Rabbit monoclonal anti-AR (D6F11)	Cell Signaling Technology	Cat#5153; RRID:AB_10691711
Rabbit monoclonal anti-AR [(EPR1535(2)]	Abcam	Cat#ab133273; RRID:AB_11156085
Rabbit monoclonal anti-CK8 (EP1628Y)	Abcam	Cat#ab53280; RRID:AB_869901
Mouse monoclonal anti-P63 (4A4)	Abcam	Cat#ab735; RRID:AB_305870

**Bacterial and virus strains**		

MSCV CreERT2 puro	Kumar et al. (2009)^104^	Addgene #22776; RRID:Addgene_22776

**Biological samples**		

Murine healthy prostate or prostate tumor	This study	N/A

**Chemicals, peptides, and recombinant proteins**		

Geltrex™ LDEV-Free Reduced Growth Factor Basement Membrane Matrix	Gibco	Cat#A1413202
Cell Recovery Solution	Corning	Cat#354253
Matrigel® Growth Factor Reduced (GFR) Basement Membrane Matrix	Corning	Cat#356231
PDPK1/AKT/FLT dual pathway inhibitor (DPI)	Santa Cruz Biotechnology	Cat#CAS 331253-86-2
Tenovin-6 Hydrochloride (T6)	MedChemExpress	Cat#HY-15510B
Human Plasma-Like Medium (HPLM)	Gibco	Cat#A4899101
B-27™ Supplement	Gibco	Cat#17504001
Nicotinamide	Sigma-Aldrich	Cat#N0636
N-acetyl-L-cysteine	Sigma-Aldrich	Cat#A9165
4,5α-Dihydrotestosterone	Sigma-Aldrich	Cat#a8380
A 83-01	Sigma-Aldrich	Cat#SML0788
Human EGF Recombinant protein	Gibco	Cat#AF-100-15
Y-27632 dihydrochloride	MedChemExpress	Cat# HY-10583
Capivasertib	MedChemExpress	Cat# HY-15431
Enzalutamide	MedChemExpress	Cat#HY-70002

**Critical commercial assays**		

RealTime-Glo™ MT Cell Viability Assay	Promega	Cat#G9711
CellTiter-Glo® 3D Cell Viability Assay	Promega	Cat#G9681

**Deposited data**		

Human PCa RNA Seq data	Abeshouse et al. (2015)^38^	TCGA (Accession number phs000178)
Raw and analyzed data	This study	Gene Expression Omnibus: GSE291912
Mouse reference genome GRCm38.101	Genome Reference Consortium	https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/

**Experimental models: Cell lines**		

Human 22RV1 primary PCa cell line	ATCC	CRL-2505; RRID:CVCL_1045
Human LNCaP metastatic PCa cell line	ATCC	CRL-1740; RRID:CVCL_A4BQ
Human DU145 metastatic PCa cell line	ATCC	HTB-81, RRID:CVCL_0105
Human PC3 metastatic PCa cell line	ATCC	CRL-1435; RRID:CVCL_0035

**Experimental models: Organisms/strains**		

*Pten*^loxP/loxP^PB-Cre4^+^	Laboratory of Prof. Lukas Kenner	Wu et al. (2001)^105^ Wang et al. (2003)^40^
*Pten*^loxP/loxP^*Stat3*^*loxP*/loxP^PB-Cre4^+^	Laboratory of Prof. Lukas Kenner	Pencik et al. (2015)^16^
*Pten*^loxP/loxP^*Trp53*^*loxP*/loxP^PB-Cre4^+^	Laboratory of Prof. Lukas Kenner	Chen et al. (2005)^41^

**Oligonucleotides**		

Genotyping PCR primers	This study	Table S1
qRT-PCR primers	This study	Table S1

**Software and algorithms**		

GraphPad Prism 8.0.2	GraphPad Software	https://www.graphpad.com/
SynergyFinderplus	Zheng et al. (2022)^106^	https://synergyfinder.org/#!/
Survival analysis online tool	Smith and Sheltzer (2022)^39^	https://tcga-survival.com/
QuPath 0.4.4	Bankhead et al. (2017)^107^	https://qupath.github.io/

### Experimental model and study participant details

#### Animal models

All mice were maintained on a C57Bl/6-Sv/129 mixed background under specific pathogen-free conditions at 20°C–24°C. Previously described PCa mouse models with *loxP* sites for *Pten*, *Pten/Stat3*, and *Pten/Tp53* were bred with PB-Cre4 mice^105^ to obtain mice with a prostate-specific deletion of respective genes. Tumoroids and organoids were either derived from tumors of the *Pten*^loxP/loxP^PB-Cre4^+^ (*Pten* KO),^40^ *Pten*^loxP/loxP^*Stat3*^*loxP*/loxP^PB-Cre4^+^ (*Pten/Stat3* dKO),^16^ and *Pten*^loxP/loxP^*Trp53*^*loxP*/loxP^PB-Cre4^+^ (*Pten/Tp53* dKO)^41^ mouse models, or from healthy prostates from *Pten*^loxP/*loxP*^, *Pten*^loxP/loxP^*Stat3*^*loxP*/*loxP*^, or *Pten*^loxP/loxP^*Trp53*^*loxP*/*loxP*^ mice (WT), respectively. Male animals of all genotypes were sacrificed at 19 weeks of age and the prostate/tumor tissues were isolated. Only anterior and dorsal lobes were used. Tissue was partly embedded in paraffin or used for organoid/tumoroid generation. All animal experiments were reviewed and approved by the Federal Ministry for Education, Science and Research of the Republic of Austria and conducted according to regulatory and animal well-fare standards (BMWF-66.009/0281-I/3b/2012, BMBWF GZ 66.009/0135-WF/V/3b/2016).

#### Murine PCa organoids and tumoroids

Organoids and tumoroids from murine healthy prostates or prostate tumors, respectively, were isolated and cultured as previously described.^23^^,^^48^ Briefly, isolated murine tissues were mechanically and enzymatically (Collagenase B, 5mg/ml, 1h 37°C) digested into single cells, filtered, washed, and the cell pellet was resuspended in Matrigel^R^ (Corning #356234) or Geltrex (Gibco #A1413202) and plated as hanging drops. After polymerisation of the matrix at 37°C, culture medium was added. Culture medium: Basal medium (adDMEM, 1% GlutaMAX, 1% HEPES, 1% PenStrep) plus B27 (1x), Nicotinamide (10mM), N-acetylcystein (1.25mM), Dihydrotestosterone (1nM), A83-01 (200nM), Y-27632 (10μM), and EGF (50ng/ml). Organoids and tumoroids were passaged every 5–7 days according to their size and growth rate (0.1% Trypsin, 27G needle, reseed at ∼10 000 cells/15μL ECM). For all experiments organoids/tumoroids below passage 35 were used.

#### Human PCa cell lines

All human PCa cell lines were obtained from ATCC and cultured at 37°C with 5% CO2. The human PCa cell lines 22RV1, PC3, and DU145 were cultured in human plasma like medium (HPLM, Gibco #A4899101), while the PCa cell line LNCaP was cultured in RPMI (Gibco #11875085) supplemented with 10% FCS and 1% PenStrep.

### Method details

#### Analysis of human publicly available data

Data for the Kaplan-Meier survival curves was extracted from the publicly available TCGA PRAD PCa datasets for RNA sequencing and genome/exome sequencing using an online tool.^39^ Survival curves and statistics were performed using GraphPad Prism 8.0.2 (Mantel-Cox test).

#### Lentiviral transduction

For lentiviral transduction, organoid-derived single cells were seeded on 2D tissue culture plates 48h before adding lentiviral particles either generated from the MSCV CreERT2 puro vector (Addgene plasmid # 22776) or the control plasmid MSCV CreCut puro, that was created by shortening the sequence of the Cre-recombinase to make it non-functional. After 48h, transduced cells were plated as 3D cultures in ECM domes, and after 24h selection medium (culture medium +3.5μg/ml puromycin) was added. Cre-recombinase or CreCut expression was confirmed by PCR (Table S1). After recovery, the KO of the specific genes was induced by adding 500nM 4-hydroxytamoxifen. Final control organoid or KO tumoroid lines were generated from single-cell clones. For this, organoid-derived single cells were seeded sparsely into ECM domes and grown for three days. To dissolve the ECM, Cell Recovery Solution (Corning #354253) was added, and using a microscope and pipette single organoids were transferred to fresh ECM domes for expansion.

#### Genotyping PCR

DNA was isolated from snap frozen organoid/tumoroid pellets according to the manufacturer's protocol (Quiagen, DNeasy Blood & Tissue Kit #69504). PCR was performed to confirm the genotype of all used organoids and tumoroids using GoTaq DNA Polymerase (Promega #M3001) and primers specific for targets of interest (Table S1). Thermal cycling conditions were optimised for each primer pair and PCR products were visualised using gel electrophoresis.

#### qRT-PCR

Isolated RNA was transcribed to cDNA according to the manufacturer's protocol (Procomcure Biotech # PCCSKU1301). qRT-PCR was performed using Luna Universal qPCR Master Mix (NEB #M3003S) and primers specific for targets of interest (Table S1). Delta-CT values were calculated based on the housekeeping gene *β-Actin* and data was analyzed further using GraphPad Prism 8.0.2.

#### Western blotting

Proteins were isolated from snap-frozen organoid/tumoroid pellets. To induce TP53 expression, organoids/tumoroids were treated with 100μM CoCl_2_ overnight. Pellets were resuspended in Hunt buffer (20 mM Tris pH 8, 100 mM NaCl, 1 mM EDTA, 0.5% NP-40, protease inhibitor, Roche), frozen in liquid nitrogen, thawed at 37°C, frozen in liquid nitrogen, and centrifuged for 30min at 15 000g. The supernatant containing the proteins was collected, and protein concentration was measured using Bradford assay. For all blots 10μg of protein per sample was used. Samples were diluted with 4x Laemmli buffer (Bio-Rad Cat#1610747), heat inactivated at 95°C for 8min, and loaded onto 10% SDS-PAGE gels. Gels were run at 100V and transferred to nitrocellulose membranes (wet transfer, 120V 2h). Membranes were blocked with 5% milk powder or 5% BSA in TBST and incubated with the primary antibodies at 4°C overnight (Table S2). Then membranes were washed, incubated with HRP-conjugated secondary antibodies (1:10 000, 1h RT), and the signal was developed using chemiluminescent solution ECL (Cytiva Amersham ECL #RPN2232) and measured using ChemiDoc XRS+ (Bio-Rad). Quantification of blots was done using ImageLab software 6.1, and statistical analysis was performed using GraphPad Prism 8.0.2 (One-way ANOVA, Tukey's test).

#### Proliferation assay

Organoid/tumoroid-derived single cells were seeded at a density of 3000 cells/9μL Geltrex in a 96-well plate. Medium containing RealTime-Glo (Promega #G9711) was added after ECM polymerisation and refreshed on day three. Luminescence signal was measured every 24h for six days. Data was normalised to signal from day one to calculate the proliferation rate. Statistical analysis was performed using GraphPad Prism 8.0.2 (One-way ANOVA, Tukey's test).

#### Immunohistochemistry

Organoid/tumoroid-derived single cells were grown for seven days at a density of 10,000 cells/15μL Matrigel^R^ or Geltrex. After fixation with 4% paraformaldehyde, organoids/tumoroids were washed and resuspended in agarose domes (0.8% in PBS), which were dehydrated and embedded in paraffin. Both murine tissue and embedded 3D lines were cut into 2μm thick sections and stained with haematoxylin and eosin (HE), or with antibodies against proteins of interest (Table S2). Signal was developed using AEC substrate (BD Pharmingen #551015) or ImmPACT DAB EqV Substrate (Vector laboratories #SK-4103) and slides were scanned for further analysis by pathologists trained in uropathology. Quantification of stainings was done using QuPath 0.4.4 on manually selected healthy prostate glands or tumors (excluding stromal cells) and organoids/tumoroids.

#### RNA sequencing and gene expression analysis

Organoid/tumoroid-derived single cells were seeded at a density of 10,000 cells/15μL Geltrex. After seven days, ECM domes were dissolved in lysis buffer (Qiagen RNeasy Kit #74104) and samples were stored at −80°C. RNA was isolated according to the manufacturer's protocol. The RNA of all generated *in vivo* and *in vitro* organoids and tumoroids was sent to Lexogen GmbH for bulk-RNA sequencing (Illumina shared lane, 100M total reads). Results were mapped to mouse genome GRCm38.101 using STAR aligner and quality control was performed with the RSEQC Quality control package (Python). Changes in gene expression were analyzed using DESeq2.^108^ Genes with an adjusted *p*-value <0.05 and an absolute Log2fold >0 between groups were considered significant. Data visualisation, including volcano plots and heatmaps, was done using ggplot2.^109^ Biological processes were inferred through pathway enrichment analysis using the pathfindR package.^110^ Significant DEGs were further analyzed by Enrichr,^111^ Reactome,^112^ and STRING database 12.0.^113^ For generating STRING networks a maximum of 200 DEGs were used. All analyses were conducted using R version 4.3.1. Gene set enrichment analysis was performed by mapping significantly differentially expressed genes to the mouse-orthologue hallmark gene sets using Mouse MSigDB v2024.1.Mm.^114^ Additional plots were generated using SRPlot.^115^

#### Medium-throughput compound screen

All screened compounds were obtained from commercial sources within the PLACEBO in-house collection at the Center for Molecular Medicine (CeMM) of the Austrian Academy of Sciences, Vienna. Compounds were dispensed into 384-well plates (Corning #3701, #3764) as nanodroplets using an acoustic dispensing system (Echo 550 BeckmanCoulter). *In vivo* tumoroid-derived single cells were grown for two days before isolating small tumoroids using Cell Recovery Solution (Corning #354253). Using an automatic multichannel pipette, 1000 tumoroids were seeded in suspension in 50μL medium supplemented with 5% Geltrex per well. For the initial screening, 388 compounds were tested at a concentration of 10μM. As a follow-up, 8-point dose-response curves in a 3-fold dilution series were performed for eight selected compounds following the same protocol. After 48h, viability was measured using CellTiter-Glo 3D Cell Viability Assay (Promega #G9681) and luminescence was measured using the Envision (Revvity) plate reader. DMSO and 10μM bortezomib were used as negative and positive controls, respectively. “Hits” were defined as compounds leading to more than 50% signal inhibition compared to DMSO controls (percentage of control: POC value). Negative POC values are the result of tested compounds showing a higher inhibitory effect than the positive control bortezomib. Initial data analysis of luminescence readouts was performed using Biovia PipelinePilot (Dassault Systems) and Spotfire Analyst (TIBCO) software. Further data analysis and visualisation was performed using the ComplexHeatmap and ggplot2 packages in R. Curve fitting for IC50 calculation and statistical analysis was performed using GraphPad Prism 8.0.2.

#### Validation of compounds on murine tumoroids

Dose-response curves for capivasertib (MedChemExpress # HY-15431), the PDPK1/AKT/FLT dual pathway inhibitor (DPI) (SantaCruz Biotechnology #CAS 331253-86-2) and tenovin-6 (T6) (MedChemExpress #1011301-29-3) were performed on *in vivo* and *in vitro* organoids and tumoroids. Organoid/tumoroid-derived single cells were seeded in 9μL Geltrex domes at a density of 2000 cells onto 96-well plates and grown for two days, before adding the compounds in a 3-fold dilution series. After 48h, CellTiter-Glo 3D Cell Viability Assay (Promega #G9681) was added to assess cell viability. Half-maximal inhibitory concentration (IC50) was calculated based on negative (max. 0.27% DMSO) and positive (30% DMSO) controls using GraphPad Prism 8.0.2.

#### Validation of compounds on human cell lines

For IC50 calculations, 4000 cells per human PCa cell line (22RV1, LNCaP, DU145, PC3) were seeded in HPLM per well onto 96-well plates. After cell attachment, the compounds (DPI and T6) or enzalutamide (MedChemExpress #HY-70002) at specified concentrations were added, and Bemcentinib (10 μM) or 30% DMSO were used as positive controls. Cell viability was determined after 48h by adding Resazurin (Sigma Aldrich #B70717) diluted 1:5 in HPLM. After incubation for 2h at 37°C the fluorescence signal was measured (excitation 530/570 nm, emission 580/620nm). Curve fitting and statistical analysis was performed using GraphPad Prism 8.0.2.

#### Synergy assay

For synergy experiments, LNCaP cells were seeded onto 96-well plates at a density of 4000 cells per well in HPLM. After 24h, enzalutamide together with either DPI or T6 were added at specified concentrations. After 48h, cell viability was measured using Resazurin. Data was analyzed based on the highest single agent (HSA) synergy model using SynergyFinderplus.^106^

### Quantification and statistical analysis

All statistical analysis was performed using GraphPad Prism 8.0.2. Specific statistical tests and size of groups (N) are mentioned in respective method section and figure legends. 95% confidence interval: ns *p* > 0.05; ∗*p* ≤ 0.05; ∗∗*p* ≤ 0.01; ∗∗∗*p* ≤ 0.001; ∗∗∗∗*p* ≤ 0.0001.

## Supplemental information

Document S1. Figures S1–S7 and Tables S1 and S2

Table S3. Significant deregulated genes for KO tumoroids compared to WT organoids for all *in vitro* and *in vivo* models (Excel format), related to Figures 3 and 4

Table S4. Complete list of 388 compounds screened on *in vivo* KO tumoroids during medium-throughput drug screen (Excel format), related to Figure 6

Document S2. Article plus supplemental information

# Supplementary material for: Biobank of genetically defined murine prostate cancer tumoroids uncovers oncogenic pathways and drug vulnerabilities driven by PTEN-loss
**Source:** Cell Rep Methods. 2026 Mar 30;6(4):101370. doi: 10.1016/j.crmeth.2026.101370
**Supplement:** Document S1. Figures S1–S7 and Tables S1 and S2

Supplemental information

**Biobank of genetically defined murine prostate
cancer tumoroids uncovers oncogenic pathways
and drug vulnerabilities driven by PTEN-loss**

Jessica Kalla, Thomas Dillinger, Zlata Pavlovicova, Reema Jacob, Emine Atas, Katarina Misura, Anil Baskan, Kristina Draganić, Andreas Tiefenbacher, Tanja Limberger, Theresia Mair, Gabriel Wasinger, Ludovica Villanti, Stefan Kubicek, Lukas Kenner, and Gerda Egger

SUPPLEMENTARY FIGURES AND FIGURE LEGENDS

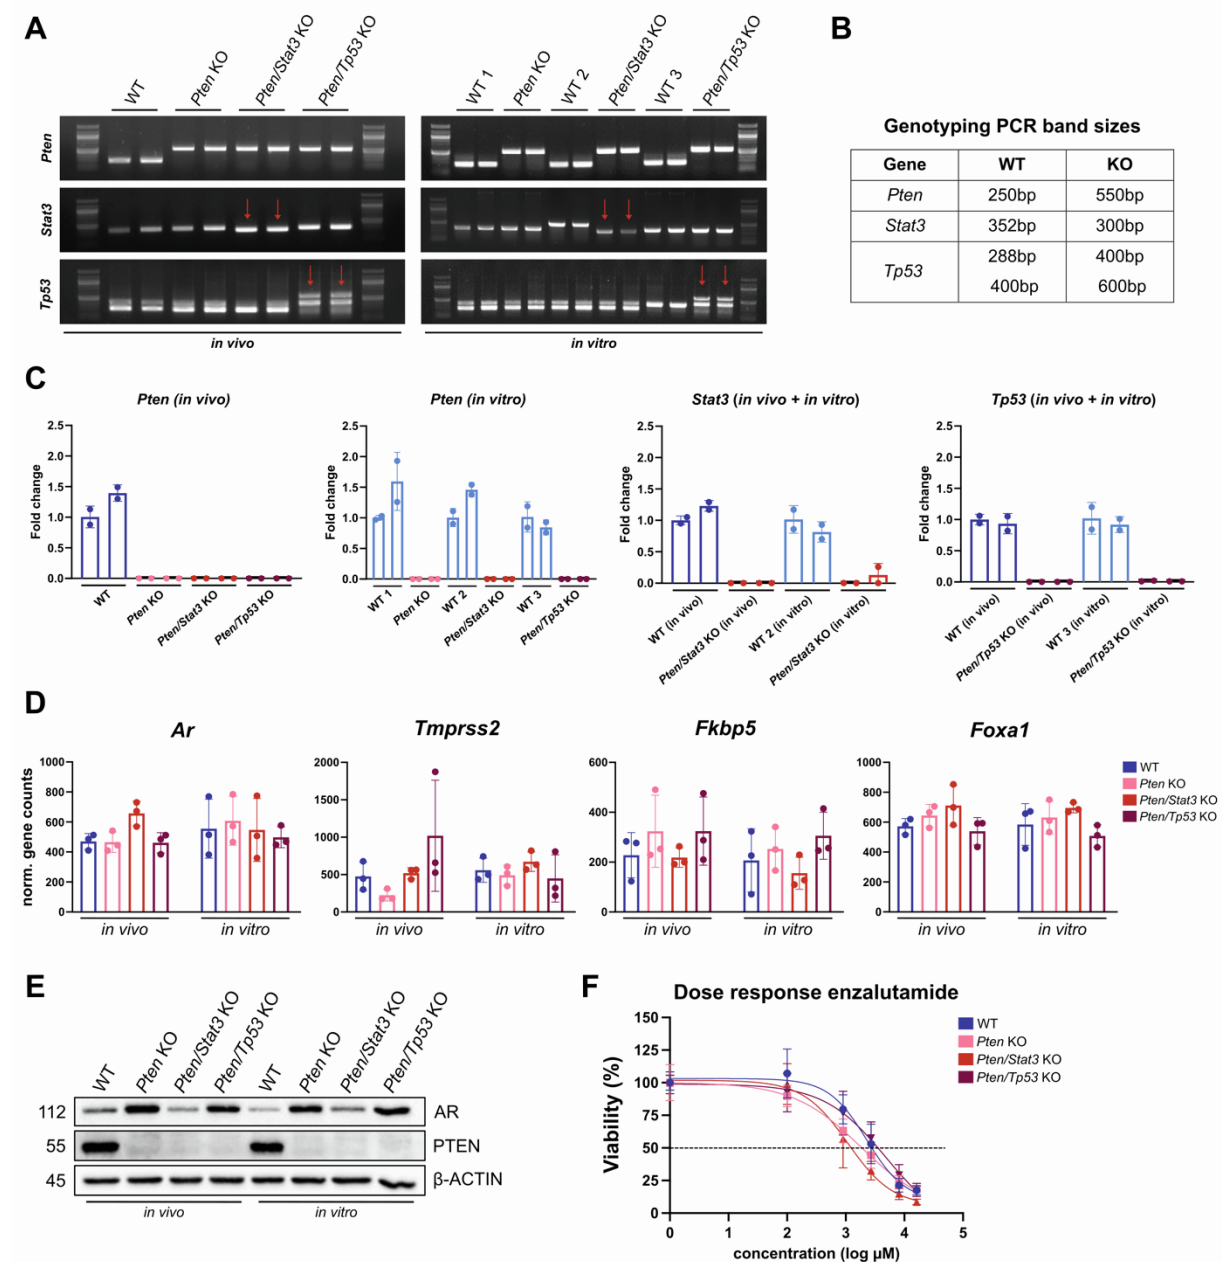

Figure S1. Confirmation of deletion of genes of interest on DNA and RNA level, and androgen status of organoid/tumoroid models, Related to Figure 1.

(A) Representative images of gel electrophoresis for genotyping using genomic DNA of *in vivo* (left) and *in vitro* (right) organoids and tumoroids for *Pten* (top), *Stat3* (middle), and *Tp53* (bottom). Bands were visualised using UV light. Arrows in middle and lower panels point to KO-specific bands (N=2). **(B)** Table summarising band sizes shown in (A) for WT or KO sequences for *Pten*, *Stat3*, and *Tp53*. **(C)** Representative gene expression analysis for *Pten*, *Stat3*, and *Tp53* of indicated organoid and tumoroid lines quantified by qRT-PCR. Expression levels are shown relative to β -Actin as housekeeping gene and normalised to one WT organoid line. Bars represent the mean $\pm$ SD of technical duplicates. **(D)** Bar graph showing normalised counts of androgen receptor (*Ar*), AR target genes *Tmprss2* and *Fkbp5*, and AR co-factor *Foxa1* across different models and genotypes. Bars represent the mean $\pm$ SD of biological triplicates. Normalisation and transformation were performed using DESeq2 to account for library size differences. **(E)** Western blot analysis of representative murine *in vivo* and *in vitro* organoids and KO tumoroids for indicated genotypes for AR, PTEN, and β -ACTIN as loading control. **(F)** Dose-response curves for enzalutamide on *in vivo* WT organoids and KO tumoroids (WT: 22.86 μ M, *Pten* KO: 18.28 μ M, *Pten/Stat3* KO: 10.86 μ M, *Pten/Tp53* KO: 48.19 μ M). Points represent means and $\pm$ SD of technical triplicates (N=3). Curve fitting was performed using GraphPad Prism 8.0.2.

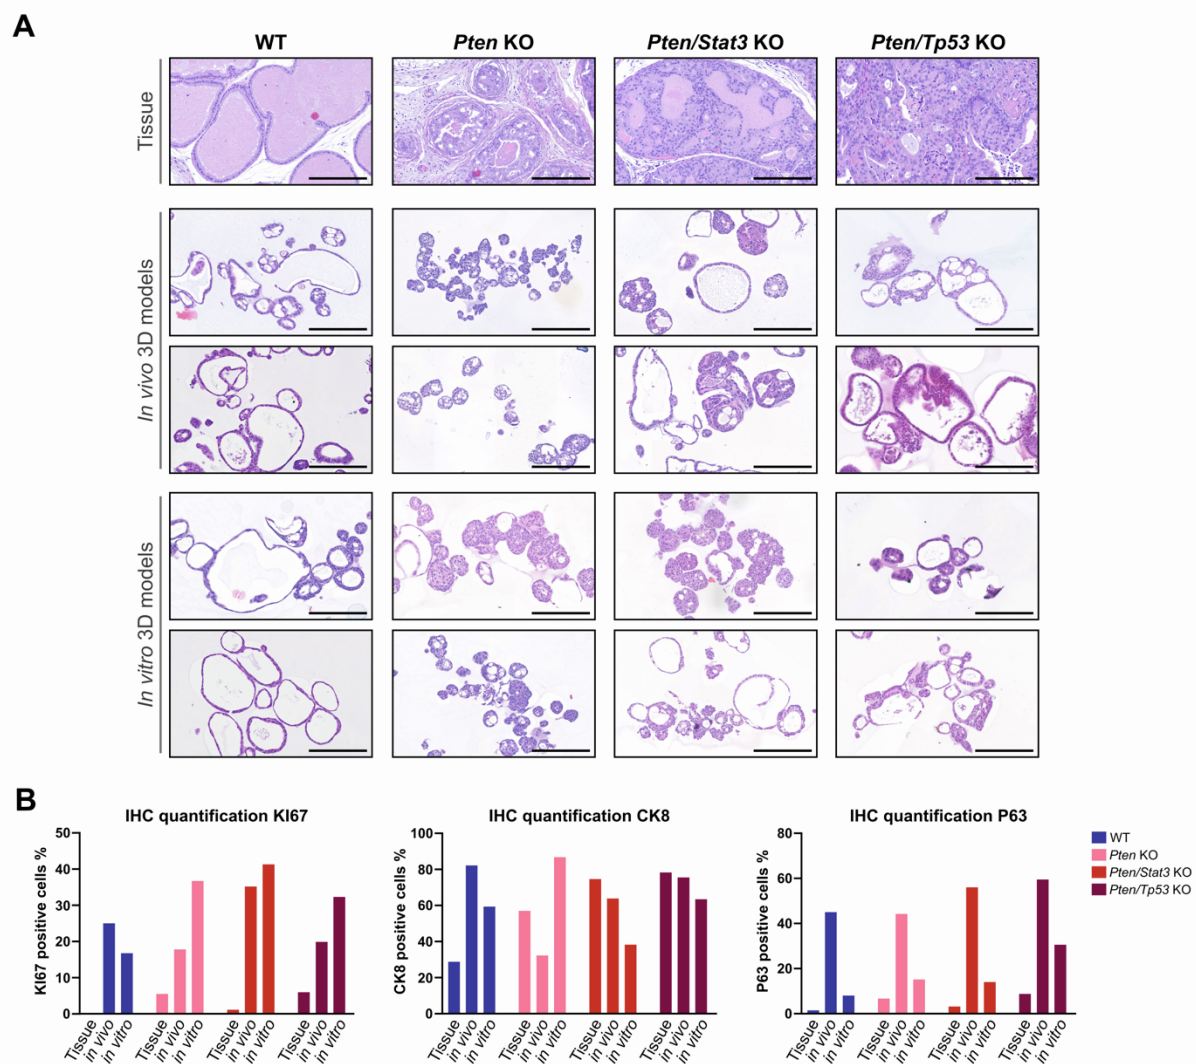

Figure S2. Morphology and marker expression with quantification of tissue and organoid/tumoroids lines, Related to Figure 2.

(A) Representative images of murine WT and tumour tissues and *in vivo* and *in vitro* organoid and tumoroid models stained with haematoxylin and eosin (HE). Stainings show biological replicates for tissues and organoids/tumoroids in addition to samples shown in Figure 2. Scale bar 200µm. **(B)** Quantification of protein expression of immunohistochemistry stainings from Figure 2 for KI67, CK8, and P63. Bars represent percentages of positive cells (nucleus or cytoplasm) for each representative tissue/organoid/tumoroid. Quantification was performed in QuPath 0.4.4 and data was visualised with GraphPad Prism 8.0.2.

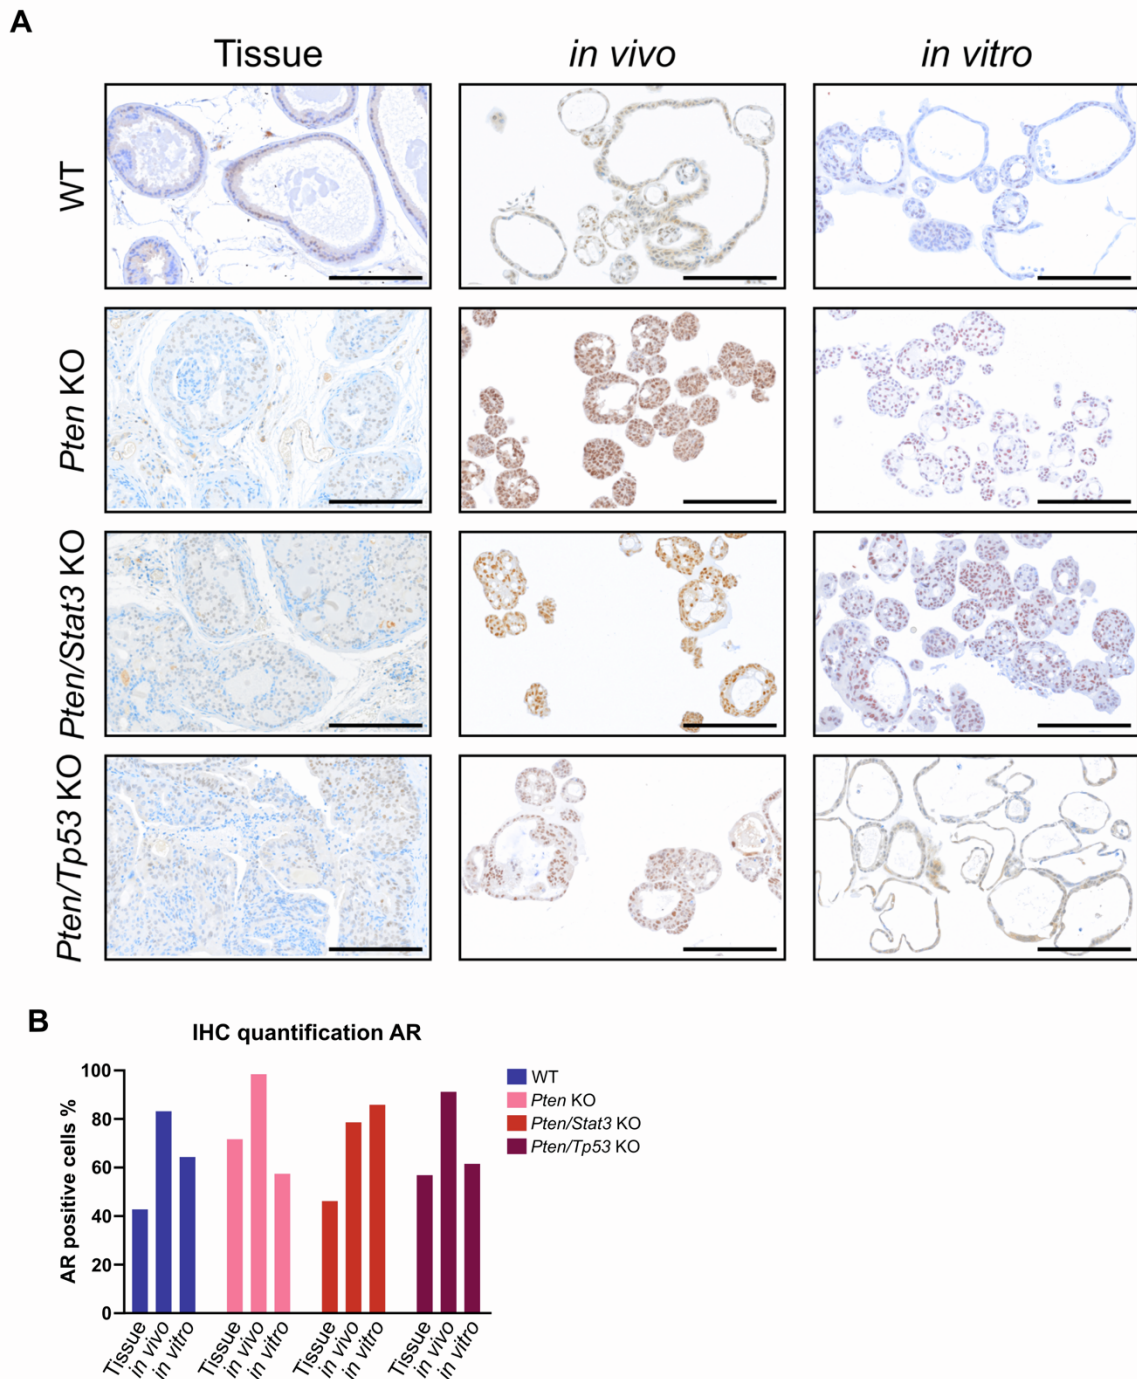

Figure S3. AR expression with quantification of tissue and organoid/tumoroids lines, Related to Figure 2.

(A) Immunohistological comparison between representative prostate tissues/tumours and organoids/tumoroids of all genotypes stained for androgen receptor (AR). Same samples as in Figure S1D-E are shown. Scale bar 200µM. **(B)** Quantification of nuclear AR expression shown in A. performed as described in B.

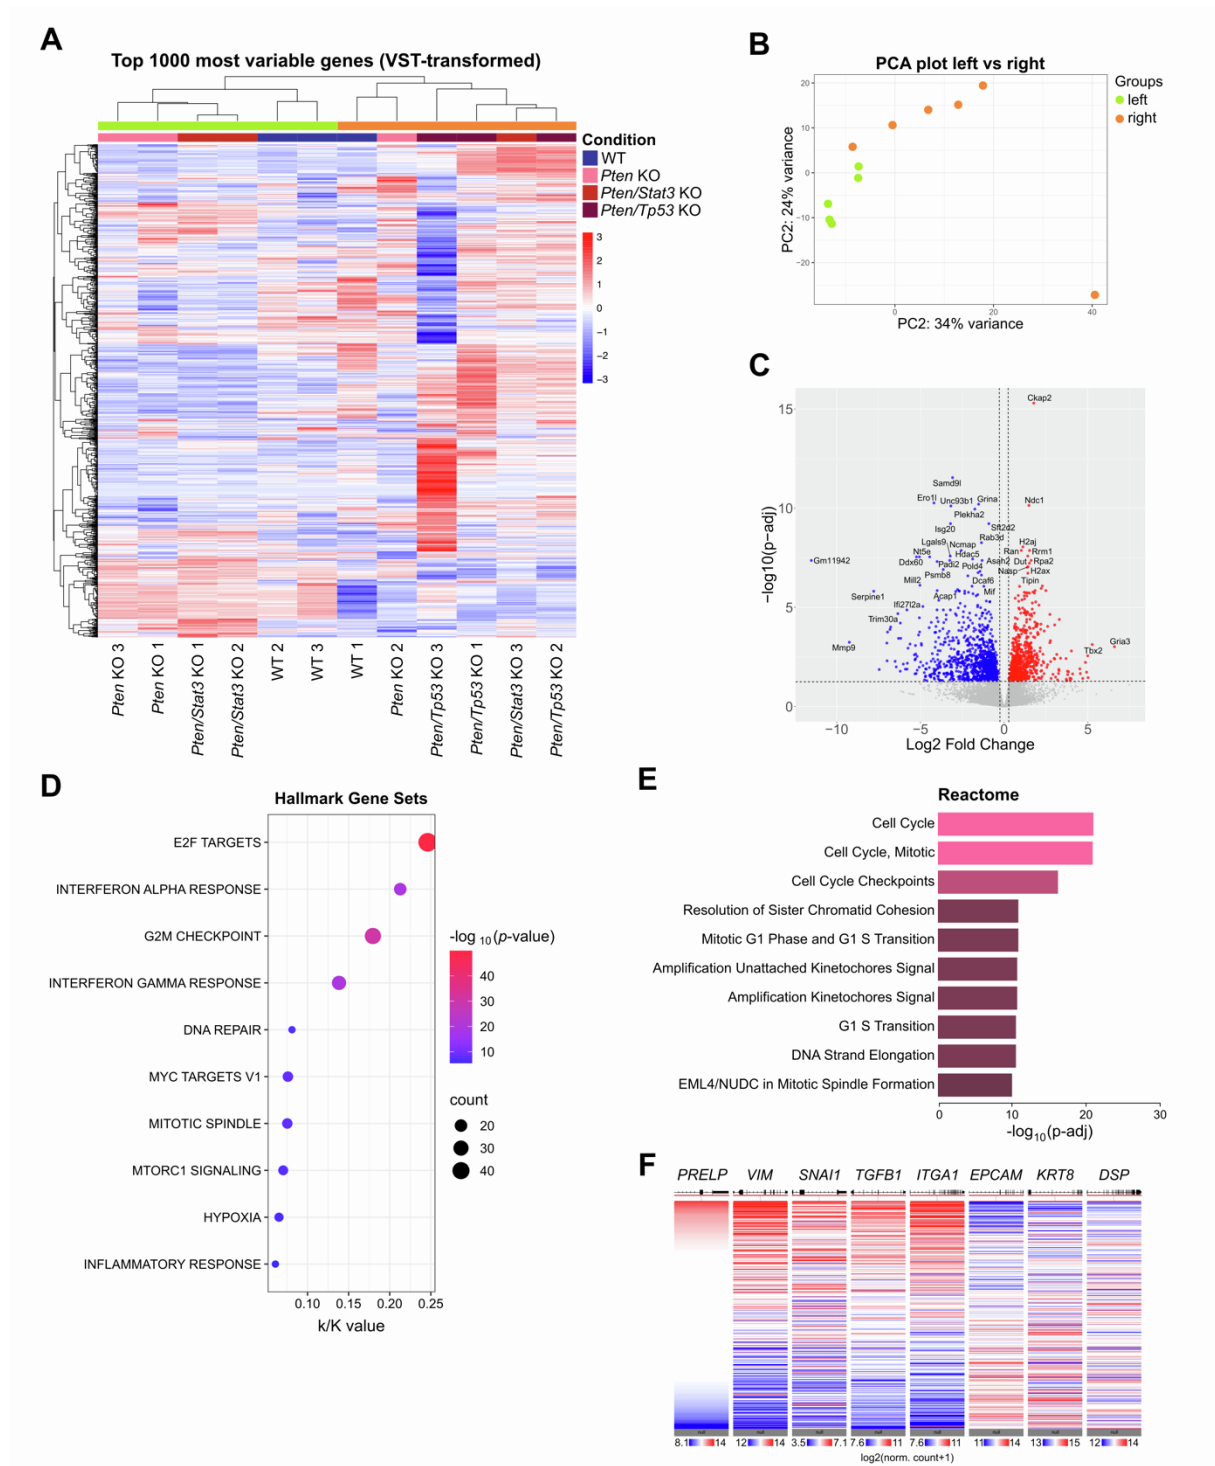

Figure S4. Organoid and tumoroid lines show different transcriptomes based on cell cycle regulation, Related to Figure 3.

(A) Dendrogram and heatmap showing unsupervised hierarchical clustering of the top 1000 most variable genes for all *in vivo* organoid and tumoroid lines based on VST-normalised gene counts as shown in Figure 3D, colour-coded for the two main branches of the dendrogram in green (left) and orange (right). (B) Principal component analysis (PCA) of bulk RNA sequencing data of *in vivo* WT organoid and indicated KO tumoroid lines (N=3). Samples are grouped based on clustering in the heatmap in (A). (C) Volcano plot depicting differentially expressed genes (DEGs) for *in vivo* WT organoid and KO tumoroid lines grouped as in (A,B). Genes with $p\text{-adj} < 0.05$ and $\text{Log}_2\text{fold} > 0$ (red) or < 0 (blue) are highlighted. (D) Bubble plot showing the top 10 enriched hallmark gene sets identified by MSigDB gene set enrichment analysis of DEGs as in (C). Size of points reflects number of DEGs mapped to specific pathways, while colour reflects statistical significance ($-\log_{10} p\text{-value}$). k/K value describes the

ratio of number of genes in input list (k) divided by the number of total genes in the gene set of the database (K). **(E)** Bar graph showing the top 10 enriched Reactome pathways (Enrichr) of DEGs as in (C) sorted by statistical significance ($-\log_{10}$ p-adj). **(F)** XENA browser analysis¹ showing gene expression analysis based on the TCGA-PRAD RNA sequencing data set² for *Prelp* and its correlation with mesenchymal genes *VIM*, *SNAI1*, *TGF β 1*, and *ITGA1*, and negative correlation with epithelial genes *EPCAM*, *KRT8*, and *DSP*. Each line represents one patient with gene expression indicated as $\log_2$ (norm. count +1, red: upregulation, blue: downregulation).

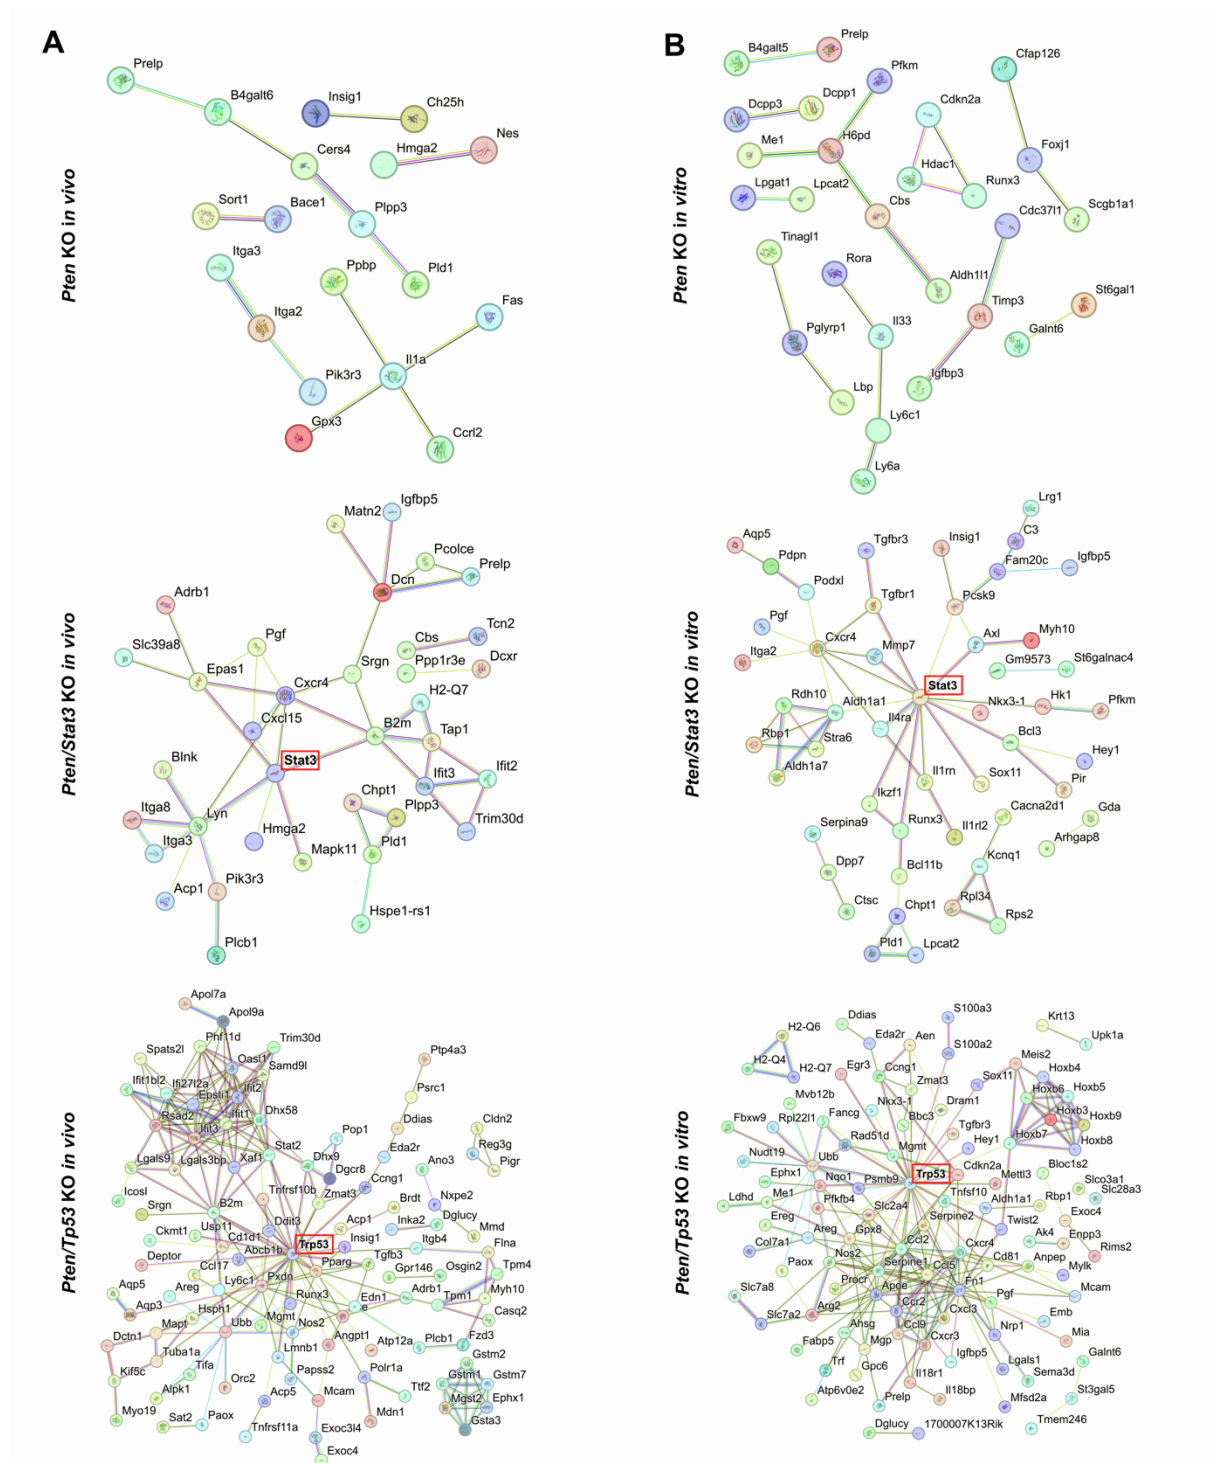

Figure S5. Differentially expressed genes extracted from *in vivo* and *in vitro* tumoroid vs organoid comparisons form functional clusters, Related to Figure 4.

Protein-protein interaction networks based on significant differentially expressed genes (DEGs) for *in vivo* (A) and *in vitro* (B) *Pten* KO (top), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (bottom) tumoroids compared to WT organoids constructed using the STRING database. For *Pten* KO and *Pten/Stat3* KO tumoroids all DEGs were used, while for *Pten/Tp53* KO tumoroids the top 200 DEGs were used. *Stat3* and *Tp53* are highlighted in red.

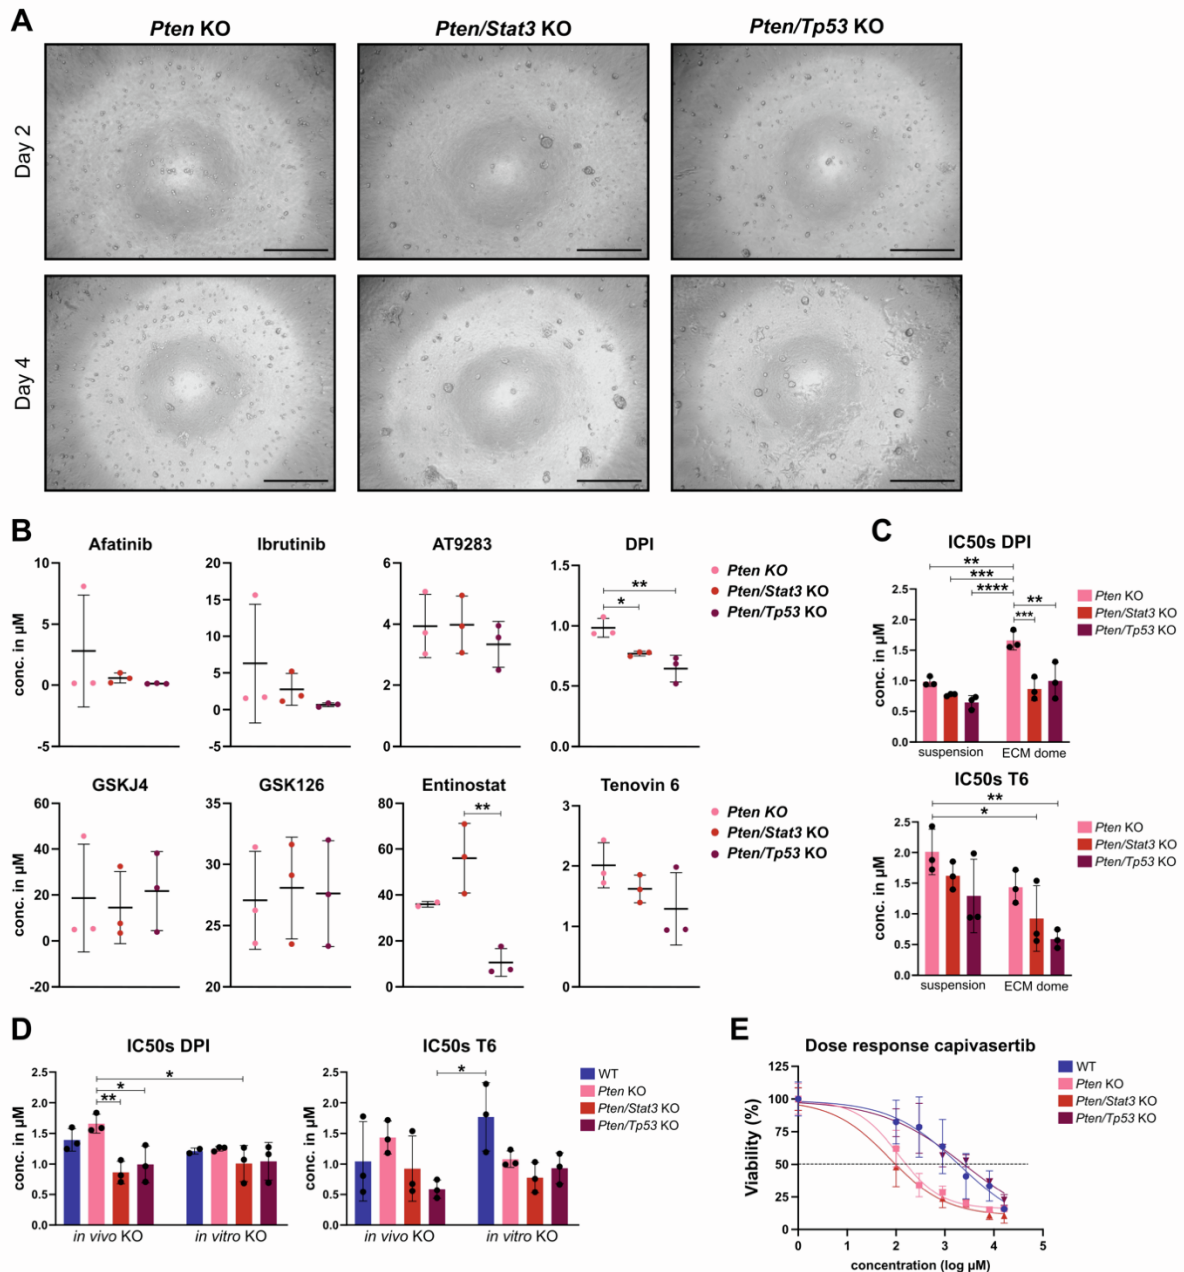

Figure S6. Dose-response of selected compounds and survival analysis of PDPK1/AKT/FLT dual pathway inhibitor (DPI) and tenovin-6 (T6) targets, Related to Figure 6.

(A) Representative bright-field microscopic images of untreated control tumoroids seeded in 384-well plates for dose-response screens. Day 2 corresponds to the first day under drug treatment, after tumoroids were seeded as single cells on Day 0. Scalebar 500μM. **(B)** Dot plots showing the mean $\pm$ SD of the half-maximal inhibitory concentrations (IC50) for eight compounds selected from the medium-throughput drug screen (related to Fig. 6E) screened in suspension (N=3). Statistical analysis was performed using GraphPad Prism 8.0.2 (One-way ANOVA, Tukey's test). $p > 0.05$ if not specified otherwise, $*p \leq 0.05$; $**p \leq 0.01$. **(C)** Bar graphs showing means and $\pm$ SD of IC50 values for the DPI (top) and T6 (bottom) either measured in suspension or in extracellular matrix (ECM) domes for all *in vivo* KO tumoroids (N=3). Statistical analysis was performed using GraphPad Prism 8.0.2 (One-way ANOVA, Tukey's test). $p > 0.05$ if not specified otherwise, $*p \leq 0.05$, $**p \leq 0.01$, $***p \leq 0.001$, $****p \leq 0.0001$. **(D)** Bar graphs showing means and $\pm$ SD of IC50 as shown in Figure 7D for DPI (left) and T6 (right) for *in vivo* and *in vitro* WT organoid and tumoroid lines of all genotypes (N=3). Statistical analysis was performed using GraphPad Prism 8.0.2 (One-way ANOVA, Tukey's test). $p > 0.05$ if not specified otherwise, $*p \leq 0.05$. **(E)** Dose-response curves for capivasertib on *in vivo* WT organoids and KO tumoroids (WT: 19.82μM, *Pten* KO: 1.12μM, *Pten/Stat3* KO: 0.74μM, *Pten/Tp53* KO: 25.59μM). Points represent means and $\pm$ SD of technical triplicates (N=3). Curve fitting was performed using GraphPad Prism 8.0.2.

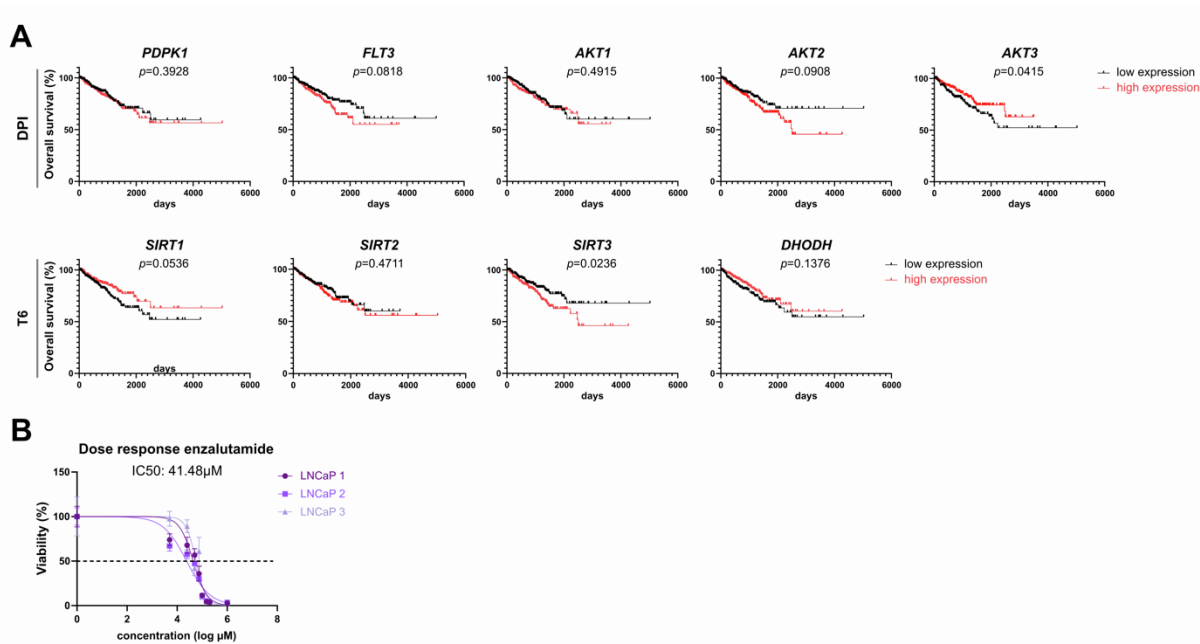

Figure S7. Kaplan-Meier analysis of DPI and T6 targets on publicly available human PCa data and response of LNCaP cells to enzalutamide, Related to Figure 7.

(A) Kaplan-Meier survival analysis based on TCGA-PRAD RNA sequencing data for DPI targets *PDPK1*, *AKT1*, *AKT2*, *AKT3*, and *FLT3* (top) and T6 targets *SIRT1*, *SIRT2*, *SIRT3*, and *DHODH* (bottom).³ Statistical analysis was done using GraphPad Prism 8.0.2 (Mantel-Cox test). **(B)** Dose-response curves for enzalutamide on the human PCa cell line LNCaP. Points represent means and $\pm$ SD of technical triplicates (N=3). Curve fitting was performed using GraphPad Prism 8.0.2.

SUPPLEMENTARY TABLES

Table S1. PCR primer sequences, Related to STAR Methods.

Genotyping primer	Sequence
Cre fw	ATGCTTCTGTCCGTTTGCCG
Cre rev	TGAGTGAACGAACCTGGTCG
CreCut fw	CGACCAGGTTTCGTTCACTCA
CreCut rev	GGTTGGCAGCTCTCATGTCT
<i>Pten</i> fw	TTCAGTTGTCTTTTACATTTCCTTTG
<i>Pten</i> rev 1	GTCAGAAACGGCCTTAACGA
<i>Pten</i> rev 2	TCAGGTAAGGGGTACTGATTTTT
<i>Stat3</i> fw	GCGTCTGACTCTACAACC
<i>Stat3</i> rev 1	AGCCTCATCCTTAGGTACT
<i>Stat3</i> rev 2	GACTGTGATAACCTTCAGTG
<i>Tp53</i> fw	CACAAAAACAGGTTAAACCCAG
<i>Tp53</i> rev 1	AGCACATAGGAGGCAGAGAC
<i>Tp53</i> rev 2	GAAGACAGAAAAGGGGAGGG
qRT-PCR primer	Sequence
<i>Pten</i> fw	GACATTATGACACCGCCAAA
<i>Pten</i> rev	CAGTGAATTGCTGCAACATGA
<i>Stat3</i> fw	AGACTCTGGGGATGTTGCTG
<i>Stat3</i> rev	ACAGGCTGCCGTTGTTAGAC
<i>Tp53</i> fw	CCATGGCCCCTGTCATCTTT
<i>Tp53</i> rev	TGACCCACAACCTGCACAGG
<i>Ar</i> fw	ATTGAGCCAGGAGTGGTGTG
<i>Ar</i> rev	ACCATCAGTCCCATCCAGGA
β -Actin fw	ATGCCCTGAGGCTCTTTTCC
β -Actin rev	AATGCCTGGGTACATGGTGG

Table S2. Antibody dilutions, Related to STAR Methods

Target	Dilution
β -ACTIN	WB 1:5000
AKT (pan)	WB 1:1000
CK8	IHC 1:200
KI67	IHC 1:400
P63	IHC 1:80
pospho-AKT	WB 1:1000
PTEN	WB 1:1000
STAT3	WB 1:1000
TP53	WB 1:500
AR (Abcam)	WB 1:1000<br>IHC 1:120
AR (Cell Signaling)	IHC 1:120

SUPPLEMENTARY REFERENCES

1. Goldman, M.J., Craft, B., Hastie, M., Repčeka, K., McDade, F., Kamath, A., Banerjee, A., Luo, Y., Rogers, D., Brooks, A.N., et al. (2020). Visualizing and interpreting cancer genomics data via the Xena platform. *Nat Biotechnol* 38, 675–678. <https://doi.org/10.1038/s41587-020-0546-8>.
2. Abeshouse, A., Ahn, J., Akbani, R., Ally, A., Amin, S., Andry, C.D., Annala, M., Aprikian, A., Armenia, J., Arora, A., et al. (2015). The Molecular Taxonomy of Primary Prostate Cancer. *Cell* 163, 1011–1025. <https://doi.org/10.1016/j.cell.2015.10.025>.
3. Smith, J.C., and Sheltzer, J.M. (2022). Genome-wide identification and analysis of prognostic features in human cancers. *Cell Reports* 38, 110569. <https://doi.org/10.1016/j.celrep.2022.110569>.

# Supplementary material for: Biobank of genetically defined murine prostate cancer tumoroids uncovers oncogenic pathways and drug vulnerabilities driven by PTEN-loss
**Source:** Cell Rep Methods. 2026 Mar 30;6(4):101370. doi: 10.1016/j.crmeth.2026.101370
**Supplement:** Document S2. Article plus supplemental information

Biobank of genetically defined murine prostate cancer tumoroids uncovers oncogenic pathways and drug vulnerabilities driven by PTEN-loss

Graphical abstract

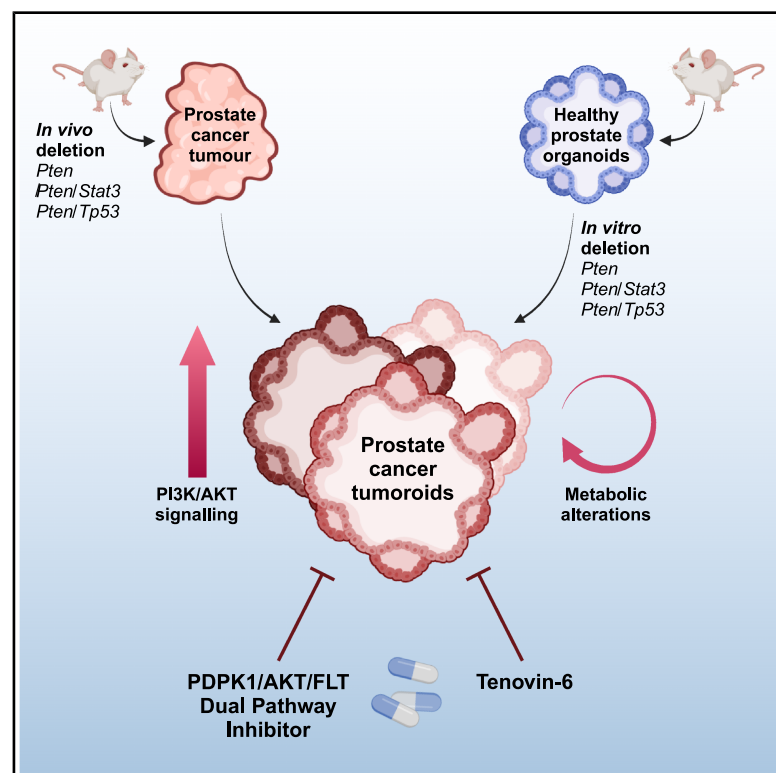

Authors

Jessica Kalla, Thomas Dillinger, Zlata Pavlovicova, ..., Stefan Kubicek, Lukas Kenner, Gerda Egger

In brief

Kalla et al. establish and characterize a biobank of murine prostate organoids and prostate cancer tumoroids that model key patient-relevant mutations, providing a versatile platform for drug discovery. A medium-throughput drug screen identifies targeted compounds that effectively inhibit prostate cancer growth and enhance antiandrogen therapy for future treatment development.

Highlights

- We establish a murine organoid/tumoroid biobank for PCa research
- Unique metabolic characteristics of PCa are dependent on the PI3K/AKT pathway
- A medium-throughput drug screen identifies PCa-specific compounds
- Targeting PI3K/AKT signaling or sirtuins are promising treatment options for PCa

Resource

Biobank of genetically defined murine prostate cancer tumoroids uncovers oncogenic pathways and drug vulnerabilities driven by PTEN-loss

Jessica Kalla,¹ Thomas Dillinger,² Zlata Pavlovicova,² Reema Jacob,² Emine Atas,^{1,3} Katarina Mišura,¹ Anil Baskan,¹ Kristina Draganić,¹ Andreas Tiefenbacher,¹ Tanja Limberger,^{1,4} Theresia Mair,¹ Gabriel Wasinger,¹ Ludovica Villanti,⁵ Stefan Kubicek,⁵ Lukas Kenner,^{1,3,4,6,7,8} and Gerda Egger^{1,2,7,9,*}

⁹Lead contact

<https://doi.org/10.1016/j.crmeth.2026.101370>

MOTIVATION Patient-derived organoid and tumoroid models have proven invaluable for cancer research, enhancing our understanding of tumorigenesis and enabling the testing of therapeutics for personalized treatment. In case of prostate cancer, long-term cultivation of primary tumors has been less successful and thus fewer models are available. Therefore, we developed organoid and tumoroid models originating from murine prostate tissues and tumors of transgenic mice, harboring selected patient-relevant mutations, to study genotype-specific drug responses. These models are readily genetically manipulated *in vitro* and can be cultured for extended passages.

SUMMARY

Prostate cancer (PCa) is the second most common cancer in men and shows high inter- and intra-patient heterogeneity. Consequently, treatment options are limited and there is a lack of representative preclinical models. Here, we establish a comprehensive biobank of murine organoids and tumoroids that reflect common patient mutations. We demonstrate that the deletion of *Pten* alone, or in combination with *Stat3*, or *Tp53*, drives the activation of cancer-related pathways in both prostate organoids and tumor-derived tumoroids. A medium-throughput drug screen identified two potent compounds, the PDPK1/AKT/FLT dual pathway inhibitor and the sirtuin inhibitor tenovin-6, which effectively suppressed tumoroid proliferation. Notably, these compounds also inhibited the growth of several human PCa cell lines and displayed synergistic effects when combined with the standard-of-care antiandrogen enzalutamide. Together, our findings provide evidence that murine tumoroids are versatile preclinical models for studying PCa tumorigenesis and drug sensitivities to develop therapeutic options for PCa patients.

INTRODUCTION

Prostate cancer (PCa), the second leading cause of cancer-related death in men worldwide,¹ is characterized by a diverse mutational landscape and high inter- and intra-patient heterogeneity.^{2–4} The malignant transformation of the normal prostate gland, which consists of luminal and basal epithelial cells, to PCa is a multifactorial process. Different driver events lead to

the development of adenocarcinoma lesions that ultimately progress to metastatic disease.^{5,6} Radical prostatectomy, radiation therapy, and subsequent androgen deprivation therapy represent the primary treatment options for localized disease.⁷ However, despite initial response to these therapies, many patients eventually develop castration-resistant PCa and metastases, posing a significant therapeutic challenge due to limited treatment options and poor prognosis.⁸

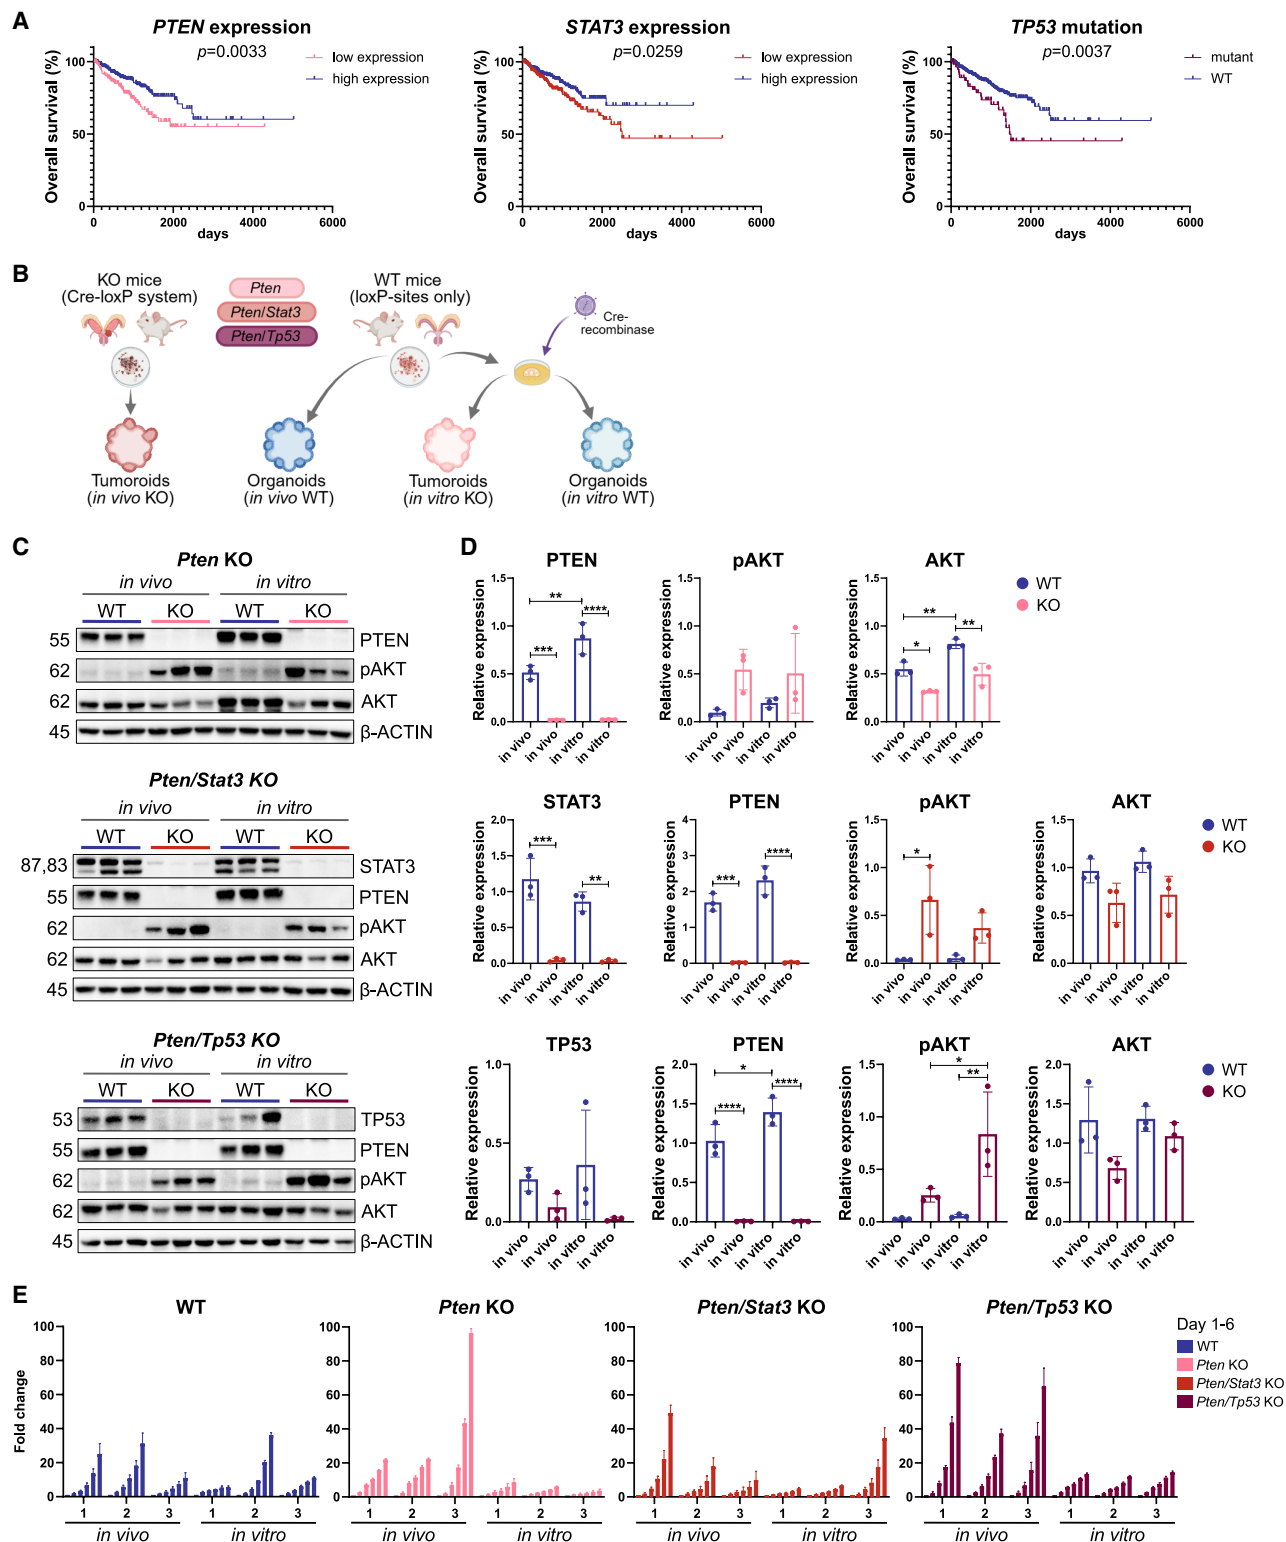

Figure 1. Establishment and genetic stability of murine PCa tumoroids reflecting patient mutations

(A) Kaplan-Meier survival analysis of human PCa patients based on TCGA-PRAD RNA sequencing data for expression of *PTEN* (left), and *STAT3* (middle), or whole-genome/exome sequencing for *TP53* mutation status (right).³⁹ Statistical analysis was done using GraphPad Prism 8.0.2 (Mantel-Cox test).

(legend continued on next page)

Even though PCa is a very heterogeneous disease, some mutational patterns can be found in a large subgroup of patients.⁹ The loss of the tumor suppressor *PTEN* and thus an activation of the PI3K/AKT pathway, is one of the most common mutations found in PCa with an incidence of ~20% in primary cases, and ~50% in metastatic disease.¹⁰ *TP53* is also commonly mutated in PCa patients, and mutations in *TP53* frequently occur in combination with *PTEN* deletions.^{9,11} As *STAT3* is upregulated in many cancer types including PCa,^{12,13} the inhibition of the IL-6/STAT3 signaling axis has been reported as a therapy approach for PCa.¹⁴ However, in mice the loss of *Stat3* in combination with the loss of *Pten*, a co-deletion observed in 66% of patients, led to a more aggressive and invasive phenotype, highlighting the dual role of *STAT3* for PCa.^{15–17}

Despite significant advances in our understanding of this disease, the development of effective therapies has been hindered by the lack of robust preclinical models that recapitulate the complex biology and treatment response of PCa patients.¹⁸ Until now, mainly 2D cell lines including 22RV1 cells (primary tumor), the metastatic cell lines LNCaP (lymph node), DU145 (brain), and PC3 (bone), or non-cancerous cell lines including RWPE-1 (normal) and BPH-1 (benign hyperplastic) have been among the most widely used human models for PCa research.^{18,19} Since these cell lines consist of only one cell type, they do not fully recapitulate the *in vivo* tissue function and signaling of PCa tumors.²⁰ Organoids derived from stem cells of healthy tissues, and tumoroids derived from malignant lesions, are 3D *in vitro* models generated from primary patient tissue or animal samples, that have emerged as a promising platform for cancer research.²¹ Even though it is possible to generate human prostate organoids and PCa tumoroids from tissue biopsies but also from induced pluripotent stem cells,^{22–26} these models only reflect a small subset of PCa and long-term cultivation for extended passages is limited. Primary PCa tumoroids get overgrown by healthy cells and most 3D models stop proliferating due to suboptimal medium and matrix conditions.^{25,27–30} Thus, murine organoids and tumoroids, which can be maintained *in vitro* indefinitely, provide a versatile tool for PCa research to study PCa tumorigenesis and therapy response.^{23,25,31–33}

As the influence of different genetic mutations of murine prostate organoid and PCa tumoroid models on gene expression and drug response has not been studied extensively, we focused on establishing a biobank of organoids and tumoroids derived from wild-type (WT) or transgenic mice, respectively. Additionally, we generated PCa tumoroids by inducing the deletion of *Pten*,

Stat3, and *Tp53* in WT organoids *in vitro*. Interestingly, the deletion of the target genes induced the deregulation of metabolic pathways in all knockout (KO) tumoroids. In addition, a medium-throughput compound screen identified the PDPK1/AKT/FLT dual pathway inhibitor (DPI) (also called KP372-1)^{34–36} and the epigenetic modifier tenovin-6 (T6), a sirtuin inhibitor and TP53 activator,³⁷ as promising agents. These compounds effectively inhibited the growth of murine tumoroid models and several human PCa cell lines. Thus, murine tumoroids provide reliable preclinical models for PCa research and could be used to identify treatments for PCa patients based on their genetic background.

RESULTS

Establishment and genetic stability of murine PCa tumoroids reflecting patient mutations

To highlight the importance of modeling genetic mutations of *PTEN*, *STAT3*, and *TP53*, we analyzed publicly available RNA sequencing data from primary PCa patients of the PRAD-TCGA dataset.³⁸ A lower expression of the tumor suppressor *PTEN*, or the transcription factor *STAT3*, significantly correlated with shorter overall survival time (Figure 1A). Additionally, patients carrying mutations in the tumor suppressor *TP53* had a significantly shorter survival time compared to patients with a WT *TP53* gene. Together, this data underlined the important role of these genes for PCa tumorigenesis and patient prognosis.

To develop reliable preclinical models for PCa research, we took advantage of previously established conditional murine PCa models that harbor deletions of genes highly relevant for human PCa, including *Pten* single KO,⁴⁰ *Pten/Stat3*,¹⁶ or *Pten/Tp53* double KO (dKO)⁴¹ (Figure 1B). Tumoroids were derived from the tumors of these mice at 19 weeks of age⁴² (*in vivo* KO), while WT organoids were generated from healthy prostates of Cre-negative mice carrying *loxP*-sites for the respective genes (*in vivo* WT). These WT organoids were subsequently transduced with a tamoxifen-inducible Cre-recombinase to induce the deletion of the respective genes (*in vitro* KO), to investigate the effects of these mutations on malignant transformation. In addition, *in vivo* WT organoids were transduced with a non-functional Cre-recombinase as a control (*in vitro* WT). Taken together, we generated an extensive biobank of murine organoids and tumoroids reflecting common PCa patient mutations associated with different stages of tumor aggressiveness.

The stable KO of the genes of interest in the *in vivo* and *in vitro* tumoroid models was confirmed on DNA and RNA level,

(B) Overview of the experimental design of this study. Tumoroids were derived from prostate tumors of mice with a genetic deletion based on the Cre-*loxP* system of *Pten* alone, or in combination with *Stat3*, or *Tp53* (*in vivo* KO). Healthy organoids were derived from Cre-negative mice with *loxP*-sites for the genes of interest (*in vivo* WT). Organoids with *loxP*-sites were then either transduced with a functional Cre-recombinase to induce the deletion of the genes (*in vitro* KO) or a non-functional Cre-recombinase as a control (*in vitro* WT).

(C) Western blot analysis of murine *in vivo* and *in vitro* organoids and KO tumoroids for indicated genotypes for PTEN, STAT3, TP53, phospho-AKT (pAKT), total AKT (AKT), and representative β -ACTIN as loading control. All samples shown in the *Pten/Tp53* KO blot were treated with CoCl₂ to induce TP53 expression.

(D) Quantification of protein expression of western blots shown in (C) (top: *Pten* KO, middle *Pten/Stat3* KO, bottom: *Pten/Tp53* KO). Bar graphs represent relative band intensity of proteins of interest normalized to β -ACTIN as loading control. Data are presented as means of triplicates $\pm$ SD. Statistical analysis was performed using Image Lab 6.1 and GraphPad Prism 8.0.2 (one-way ANOVA, Tukey's test). $p > 0.05$ if not specified otherwise, * $p \leq 0.05$; ** $p \leq 0.01$; *** $p \leq 0.001$, **** $p \leq 0.0001$.

(E) Bar graphs depicting proliferation rates of *in vivo* and *in vitro* organoids and tumoroids (1–3 = biological replicates/single clones) for all genotypes over 6 days normalized to day 1 (fold change). Of note, *in vitro* organoid line WT1 has the same maternal line as *in vitro* *Pten* KO 1–3, WT2 corresponds to *in vitro* *Pten/Stat3* KO 1–3, and WT3 corresponds to *in vitro* *Pten/Tp53* KO 1–3. Each bar represents technical triplicates $\pm$ SD per organoid/tumoroid line. See also Figure S1.

whereby the deletion of the targeted exons for *Pten*, *Stat3*, and *Tp53* on DNA level (Figures S1A and S1B) resulted in the complete loss of gene expression in the KO tumoroids (Figure S1C). While all healthy organoid lines showed an expression of PTEN on protein level, the loss of PTEN and a subsequent activation of the PI3K/AKT pathway was seen in the KO tumoroids (Figures 1C and 1D). In addition, the absence of the STAT3 protein was confirmed in the *Pten/Stat3* dKO tumoroids. To visualize the expression or loss of TP53, we treated all organoid and tumoroid lines with cobalt chloride (CoCl₂) leading to increased stability of TP53.⁴³ While a heterogeneous expression of TP53 was seen in the WT organoids, the protein was lost completely in the *Pten/Tp53* dKO tumoroids (Figures 1C and 1D, bottom). In summary, all 3D models showed a clear loss of the respective proteins of interest, and an activation of the pro-tumorigenic PI3K/AKT pathway. In addition to PI3K/AKT signaling, androgen receptor (AR) signaling is one of the most important survival pathways of PCa cells.⁴⁴ Both *in vivo* and *in vitro* murine organoids and tumoroids expressed *Ar* and AR target genes on RNA level (Figure S1D) and AR expression was confirmed on protein level in all organoids and tumoroids (Figure S1E). Interestingly, while *Ar* expression was comparable on RNA level in all organoid and tumoroid lines, protein expression was upregulated in *Pten* and *Pten/Tp53* KO tumoroids, suggesting that loss of *Stat3* in the *Pten/Stat3* KO tumoroids counteracts this upregulation.⁴⁵ Additionally, both the *in vivo* WT organoids and the KO tumoroids showed a response to AR pathway inhibition by enzalutamide with IC50s ranging from 22.86 μ M for WT organoids, to 10.86 μ M for *Pten/Stat3* KO, 18.28 μ M for *Pten* KO, and 48.19 μ M for *Pten/Tp53* KO tumoroids (Figure S1F). As these values are similar to IC50 values of human hormone-sensitive PCa cell lines,⁴⁶ our murine organoids and tumoroids represent hormone-sensitive models with active AR signaling.

Importantly, all *in vitro* organoids and KO tumoroids stably reflected the protein expression levels of their *in vivo* counterparts. Based on the negative influence of mutations in *PTEN*, *STAT3*, and *TP53* on PCa patient survival, and the activation of the PI3K/AKT pathway promoting proliferation,⁴⁷ we expected a growth advantage of the KO tumoroids compared to WT organoids. Interestingly, we observed heterogeneous proliferation rates among WT organoids and KO tumoroids, with *Pten/Tp53* dKO tumoroids showing the highest proliferation rate on average (Figure 1E). As organoid growth medium was optimized for the growth of healthy cells, we hypothesize that the proliferation rate mainly depends on the medium composition.²⁵ Overall, *in vivo* KO tumoroids exhibited a noticeable trend of accelerated proliferation compared to WT organoids. In addition, exponential growth patterns were observed primarily in *in vivo* KO tumoroids, while *in vitro* KO tumoroids mainly exhibited linear growth patterns.

Murine organoids and PCa tumoroids reflect the morphology of their tissue of origin

To investigate whether the organoids and tumoroids with different genetic backgrounds stably reflect their tissue of origin, we performed histo-morphological analyses including immunohistochemistry (IHC) on tissues and corresponding 3D

models (Figures 2 and S2A). The murine healthy prostate tissue consists of glands made up of a two-layered epithelium, visible in hematoxylin and eosin (H&E) staining and IHC for CK8-positive luminal cells and fewer P63-positive basal cells (Figures 2A and S2B). While there were nearly no proliferating cells expressing Ki67 in the WT tissue, complex multi-layered, partly cribriform, and invasive glands with increased Ki67 expression were observed in the KO tumors. KO tissues were also characterized by an increase in CK8-positive invasive cells and scattered basal cells.

The *in vivo* WT organoids formed mostly large and hollow structures reflecting normal prostate glands, while the *Pten* KO and *Pten/Stat3* dKO tumoroids displayed a compact growth pattern resembling irregular tumor tissues (Figure 2B). The *Pten/Tp53* dKO tumoroids displayed a slightly different growth pattern and formed the largest tumoroid spheres among all 3D models. In line with previous literature,^{23,48} we mostly observed organoids and tumoroids consisting of both luminal and basal cells, with few structures consisting of only one cell type. The proliferation marker Ki67 was expressed at similar levels in all organoid and tumoroid lines. Importantly, the *in vitro* deletion of *Pten* alone, or in combination with *Stat3*, or *Tp53* in WT organoids resulted in morphological changes reflected by dense growth patterns as previously observed in *in vivo* KO tumoroids (Figure 2C). Moreover, all *in vitro* KO tumoroids showed cancer-specific increased nuclear atypia in comparison to their healthy counterparts. CK8/P63 distribution and proliferation marked by Ki67 were comparable to WT organoids and *in vivo* KO tumoroids (Figure S2B). In addition, we detected nuclear AR expression in all tissues and organoid and tumoroid lines, hinting to active androgen signaling in our models (Figures S3A and S3B). In conclusion, the phenotypic changes in organoid morphology possibly indicate the malignant transformation of WT organoids after genetic deletion of the target genes.

Transcriptomic analysis of PCa tumoroids reveals upregulation of oncogenic signaling and alterations in metabolic pathways

To investigate the impact of PCa-specific mutations on gene expression and signaling, we performed bulk RNA sequencing on *in vivo* WT and KO 3D models. Principal component analysis of biological replicates showed heterogeneity both among and within the different genotypes, with two out of three biological replicates clustering closely together (Figure 3A). The *in vivo* WT organoids also showed some heterogeneity, which might be explained by different ratios between luminal and basal cells in different WT lines and cellular plasticity.³¹ The most considerable heterogeneity was apparent in the *Pten/Tp53* dKO tumoroids. Unsupervised hierarchical clustering of the top 1,000 most variably expressed genes reflected the previously observed heterogeneity of organoid and tumoroid lines (Figure 3B). Interestingly, *in vivo* 3D models separated independent of their genotype into two main groups, both containing organoids and tumoroids. Differential gene expression between these two groups identified a deregulation of genes and pathways involved in cell cycle regulation and mitosis (Figures S4A–S4E), highlighting the major impact of different proliferation rates on overall gene expression.

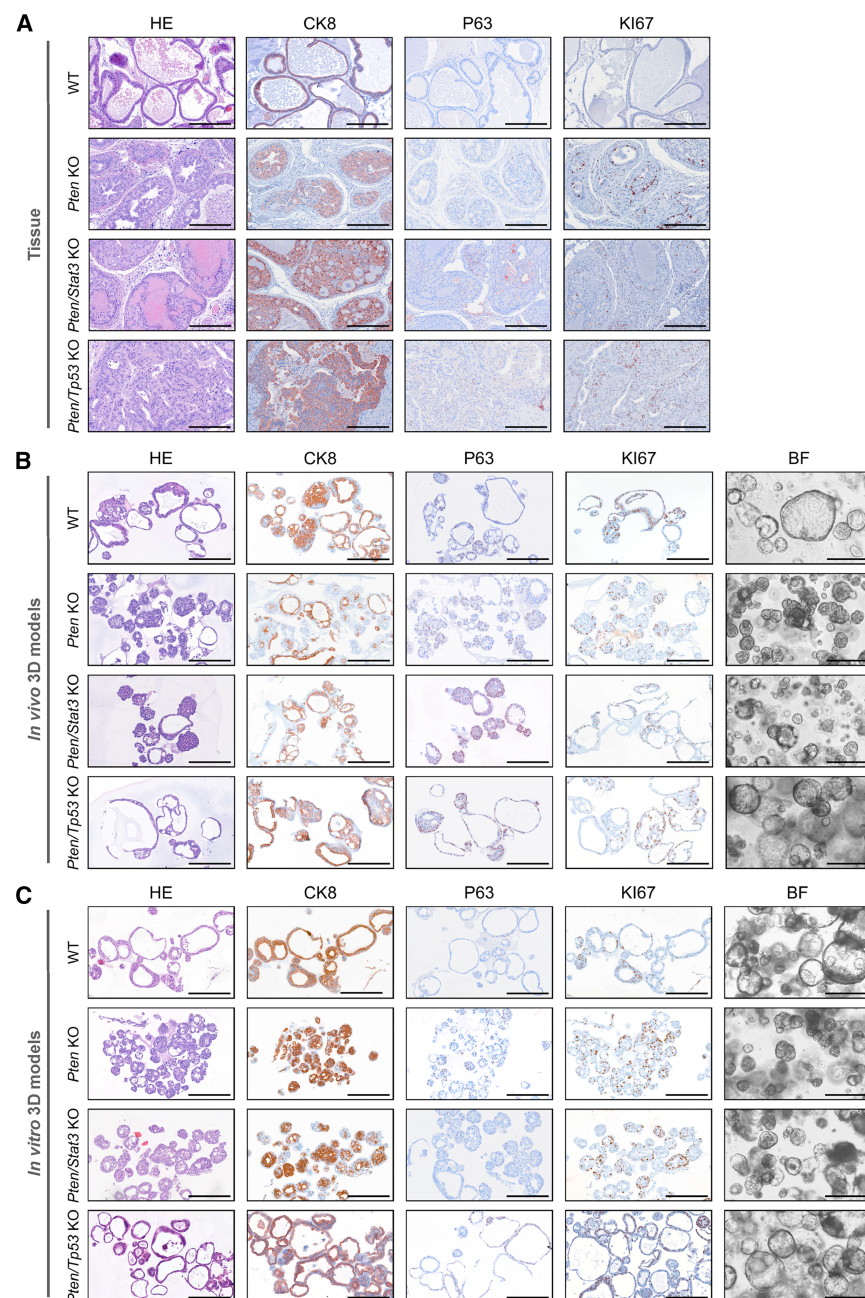

Figure 2. Murine organoids and PCa tumoroids reflect the morphology of their tissue of origin

(A) Comparison between WT prostate tissues and prostate tumors of the *Pten* KO, *Pten/Stat3* KO, and *Pten/Tp53* KO PCa mouse models stained with H&E, or antibodies against Ki67 (proliferation), CK8 (luminal cell marker), or P63 (basal cell marker). One representative mouse per genotype is shown ($N = 2$). Scale bars, 200 μ m.

(B) Comparison between *in vivo* WT organoids and KO tumoroids for all genotypes. Organoids/tumoroids derived from murine tissues depicted in (A) are shown. In addition to H&E, Ki67, CK8, and P63 IHC stainings, bright-field (BF) microscopic images of 3D models are shown. Scale bars, 200 μ m.

(C) Comparison between *in vitro* WT organoids and KO tumoroids for all genotypes. In addition to H&E, Ki67, CK8, and P63 IHC stainings, BF microscopic images of 3D models are shown. One representative line per genotype is shown ($N = 3$). Scale bars, 200 μ m. See also Figures S2 and S3.

and can support cell proliferation.^{49,50} Additionally, proline arginine-rich end leucine-rich repeat protein (*Prelp*), an extracellular matrix (ECM) anchoring protein, might be involved in cell adhesion⁵¹ and epithelial-to-mesenchymal transition (EMT).⁵² Of note, *PRELP* expression was correlated with the expression of mesenchymal EMT genes *VIM* (Vimentin), *SNAIL1*, *TGFB1*, and *ITGA1*, while being anticorrelated with epithelial genes *EPCAM*, *KRT8*, and *DSP* in human TCGA-PRAD expression data (Figure S4F). Lastly, tripartite motif-containing 30D (*Trim30d*) is predicted to be a transcription co-activator and possible E3 ubiquitin ligase, and thus might influence several signaling pathways.⁵³

To better understand how the identified DEGs impact broader biological processes, we performed KEGG pathway enrichment analysis (Figure 3E) and studied the connections between DEGs using

Next, we analyzed the genotype-specific significant differentially expressed genes (DEGs) between *in vivo* KO tumoroids and WT organoids (Figures 3C and 3D; Tables S3A–S3C). The KO of *Pten* alone, or a dKO of *Pten* and *Stat3*, only resulted in 57 or 82 significant DEGs, respectively. In contrast, combined *Pten* and *Tp53* KO resulted in 309 significant DEGs (Figure 3C). Four genes, which were all reported to interact with the PI3K/AKT pathway, were highly deregulated in all tumoroid genotypes compared to WT organoids (Figure 3D). Among these, the insulin-induced gene 1 (*Insig1*) and the insulin-like growth factor binding protein 5 (*Igfbp5*) are involved in lipid metabolism

the String database (Figure S5A). Both *Stat3* and *Tp53* appeared as central points in the String networks, validating the dKO tumoroids as representative models to study the changes in protein interactions after genetic deletion of specific genes. In addition, signaling networks of *Prelp*, *Insig1*, and *Igfbp5* were detected. Importantly, in the *Pten* KO and *Pten/Stat3* dKO tumoroids *Pik3r3*, which is part of a regulatory subunit of the PI3K/AKT pathway, showed interactions with integrins, while a network of immune-related proteins was observed in the *Pten/Tp53* dKOs. Among the most significantly enriched KEGG pathways, we detected several metabolic pathways including choline

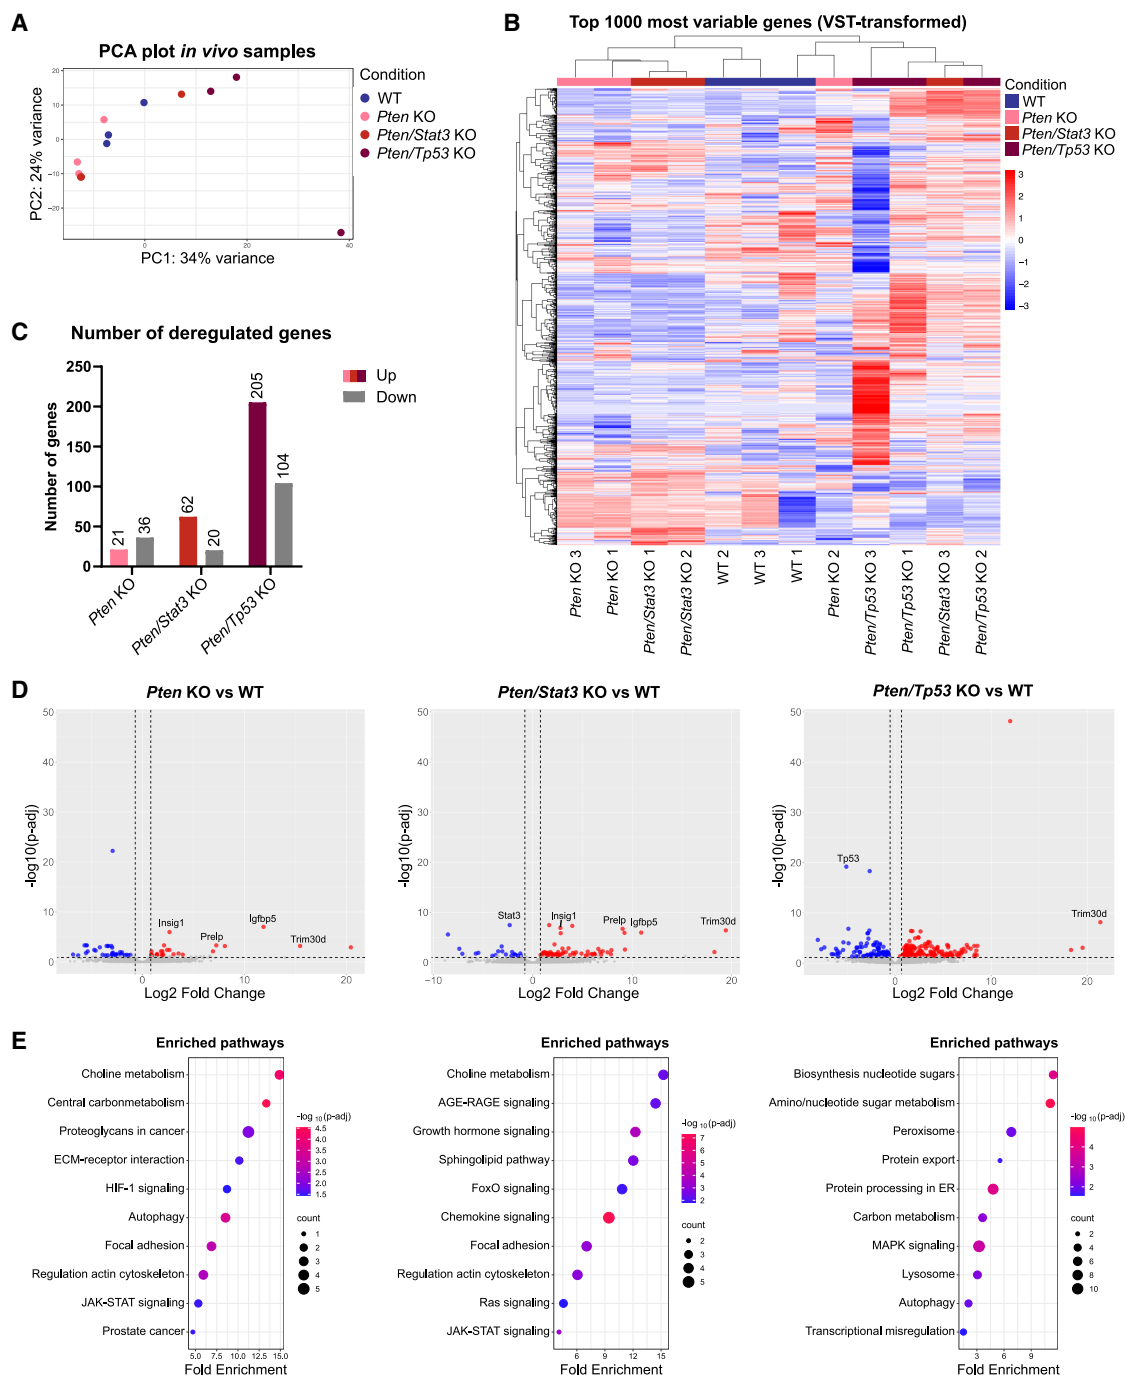

Figure 3. Transcriptomic analysis of PCA tumoroids reveals upregulation of oncogenic signaling and alterations in metabolic pathways

(A) Principal component analysis (PCA) based on bulk RNA sequencing data from *in vivo* WT organoids and indicated KO tumoroids (biological triplicates per genotype). (B) Dendrogram and heatmap showing unsupervised hierarchical clustering of the top 1,000 most variable genes for all *in vivo* organoids and tumoroids based on VST-normalized gene counts. Rows represent individual genes, while columns represent organoid/tumoroid lines. Colors and intensity reflect expression levels of genes (red: upregulation, blue: downregulation). (C) Bar graph depicting all significantly overexpressed and downregulated genes ($p\text{-adj} < 0.05$, $|\text{Log2fold}| > 0$) per KO genotype compared to WT organoids ($N = 3$).

(D) Volcano plots depicting DEGs for *in vivo* *Pten* KO (left), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (right) tumoroids compared to WT organoids. Genes with $p\text{-adj} < 0.05$ and $|\text{Log2fold}| > 0$ (red) or < 0 (blue) are highlighted ($N = 3$). (E) Bubble plots showing selected significantly enriched pathways based on the KEGG Pathway Database for *in vivo* *Pten* KO (left), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (right) tumoroids compared to WT organoids. Size of points reflects number of DEGs mapped to specific pathways, while color reflects statistical significance ($-\log_{10} p\text{-adj}$) ($N = 3$). See also Figure S4 and Tables S3A–S3C.

metabolism, the central carbon metabolism, the sphingolipid pathway, and amino/nucleotide sugar metabolism, highlighting the influence of *Pten* loss and PI3K/AKT activation on the metabolism of tumoroid lines (Figure 3E).

Along these lines, several PI3K/AKT-dependent signaling pathways such as the JAK/STAT, FOXO, RAS, and MAPK pathways were deregulated in PCa tumoroids of all genotypes. Additionally, in line with the top DEGs we found an enrichment in focal adhesion and regulation of the actin cytoskeleton. The *Pten/Stat3* dKO tumoroids were enriched for chemokine and interferon signaling, which might be a direct effect of the deletion of *Stat3*. While we also detected an enrichment of interferon signaling in the *Pten/Tp53* dKO tumoroids, these tumoroids upregulated pathways involved in protein processing and sugar metabolism indicating increased catabolic needs upon dual loss of *Pten* and *Tp53*. In summary, the loss of *Pten*, *Stat3*, and *Tp53* greatly impacted the transcriptional signatures of tumoroids and highlighted their dependency on PI3K/AKT signaling, which induced the deregulation of major pathways related to metabolism and oncogenic signaling.

In vitro deletion of target genes replicates activation of metabolic pathways and oncogenic signaling observed in in vivo KO models

To investigate the effect of target gene deletion on the malignant transformation of healthy organoids, we analyzed the differences in gene expression between WT organoids and *in vitro* KO tumoroids, which showed morphological changes upon genetic deletion. For each genotype, we analyzed three single clones derived from the same maternal line upon tamoxifen induction of the Cre-recombinase. The single clones harboring either *Pten*, *Pten/Stat3*, or *Pten/Tp53* deletions clustered together based on their genotypes (Figure 4A). Interestingly, the WT control organoids did not group together but clustered in close proximity to the respective KO tumoroid lines derived from the same maternal line. Similarly, hierarchical clustering of the top 1,000 most variable genes revealed three clusters, which were dependent on the gene expression of the maternal organoid lines (Figure 4B). Taken together, these results confirmed that the genetic deletion of the target genes *in vitro* changed the gene expression of the organoids but also highlighted the major influence of the transcriptome of their line of origin.

Next, we focused on the significant DEGs between the *in vitro* KO tumoroids and their WT controls (Figures 4C and 4D; Tables S3D–S3F). The deletion of *Pten* alone, or together with *Stat3* resulted in similar numbers of significant DEGs with 101 or 105 genes, respectively. In line with the *in vivo* 3D cultures, the *Pten/Tp53* dKO tumoroids showed the highest number of DEGs with 300 genes. Out of all DEGs, the phosphofructokinase enzyme (*Pfkfb*), a key player in glycolysis,⁵⁴ and Refilin A (*Rflna*), which might influence cell adhesion,⁵⁵ were significantly upregulated in all *in vitro* tumoroids. Of note, only *Prelp* was overexpressed in all *in vivo* and *in vitro* KO tumoroids.

To identify major deregulated biological processes in the *in vitro* KO tumoroids, we performed pathway enrichment analysis (Figure 4E) and focused on functional String-networks between the DEGs (Figure S5B). *Stat3* and *Tp53* appeared as central points in the interaction networks, highlighting that their

deletion *in vitro* influences major signaling networks. In addition, the interactions of *Prelp* and *Pfkfb* were visible in the networks. Importantly, mimicking the *in vivo* *Pten/Tp53* dKO tumoroids, an immune-related network of proteins was also observed in the *in vitro* *Pten/Tp53* dKO models. Even though *in vitro* WT organoids exhibited heterogeneous gene expression determined by different maternal lines, pathway enrichment analysis showed similar results as observed for the *in vivo* tumoroids following deletion of the respective genes. Major changes in metabolic pathways, including the pentose phosphate pathway, fructose/mannose metabolism, carbon metabolism, and glycerophospholipid metabolism were detected upon deletion of *Pten*, *Pten/Stat3*, or *Pten/Tp53* (Figure 4E). This again highlights the significant role of the PI3K/AKT pathway for metabolic adaptation of cells following *Pten* loss. Interestingly, we found an enrichment in cell cycle and senescence pathways mediated by the upregulation of *Cdkn2a* in the *Pten* KO tumoroids, which has previously been connected to replication stress caused by the loss of tumor suppressor genes.⁵⁶ Similar to the *in vivo* KO tumoroids, we observed the deregulation of major signaling pathways like FOXO, AGE/RAGE, and TGF β signaling. *In vitro* KO of *Pten* and *Tp53* resulted in deregulation of protein processing as well as autocrine chemokine and cytokine signaling, together promoting cancer-specific processes.

Next, we compared the genotype-specific changes in gene expression between *in vivo* and *in vitro* KO tumoroids. Even though the deletion of *Pten* or the co-deletion of *Pten* and *Stat3* resulted in similar numbers of significant DEGs, the overlap between the *in vivo* and *in vitro* KO tumoroids was around 5%, or 18%, respectively (Figure 5A). The *Pten/Tp53* dKO tumoroids, which showed the highest number of DEGs overall, shared only 16% of all genes between the conditions. Despite this relatively low overlap, gene set enrichment analysis based on the Hallmark Gene Set Collection⁵⁷ revealed an overlap of pathways implicated in tumorigenesis such as the upregulation of KRAS signaling for *Pten* KOs (Figure 5B). In line with the larger overlap of DEGs for the *Pten/Stat3* dKO tumoroids, more hallmark gene sets, including EMT, MTORC1 signaling, and interferon- γ response, were shared between the *in vivo* and *in vitro* tumoroids. Interestingly, seven out of ten hallmark gene sets were identical between the *Pten/Tp53* dKO tumoroids. Of those, different signaling pathways including MTORC1 and P53 signaling, but also pathways influencing the immune response and inflammation, were enriched.

Of note, the gene sets UV response down and MTORC1 signaling were enriched in all *in vivo* KO tumoroids, indicating a deregulation of stress response, major signaling pathways, and metabolic pathways. The EMT and Hypoxia gene sets were shared between all *in vitro* KO tumoroids hinting to cellular plasticity and an activation of oncogenic pathways after the deletion of the target genes *in vitro*. In conclusion, even though the overlap of significant DEGs is rather small, many biological processes are shared between the *in vivo* and *in vitro* KO tumoroids, especially for the *Pten/Stat3* and *Pten/Tp53* dKO tumoroids. This suggests that major tumor-driving processes can be replicated *in vitro* and depend on cell-intrinsic mechanisms.

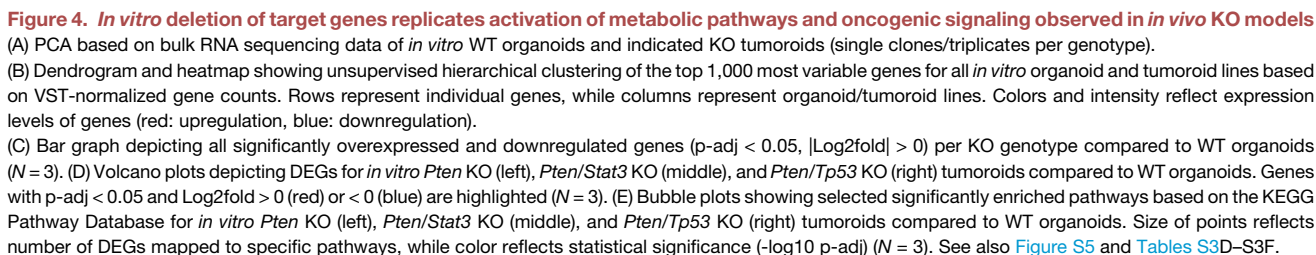

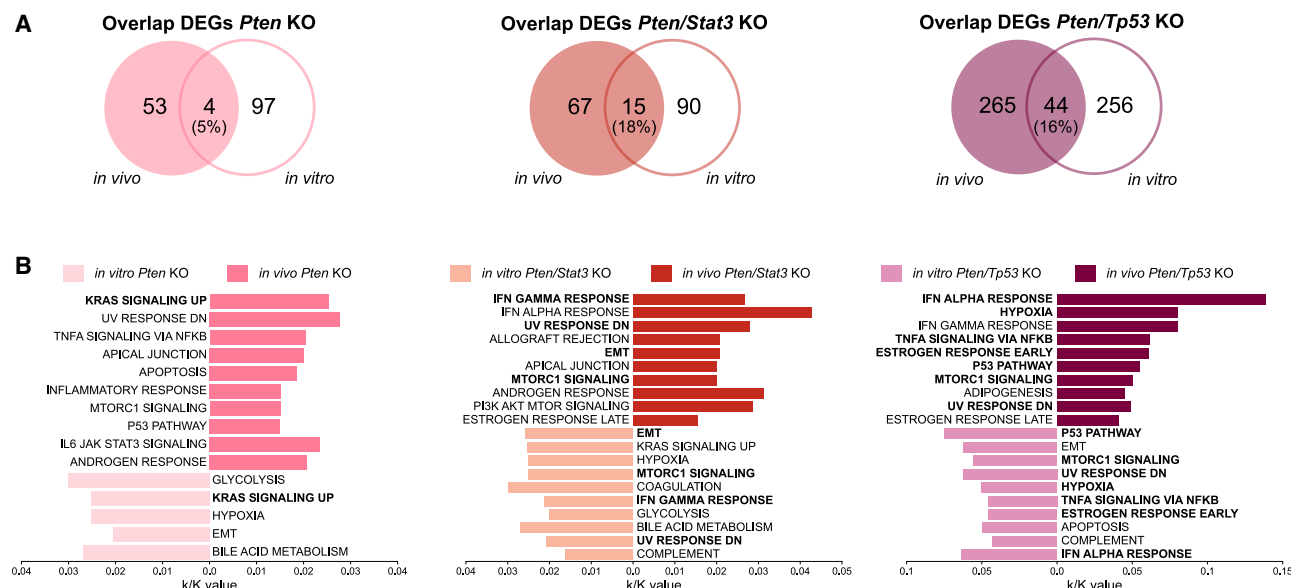

Figure 5. Comparison of DEGs and enriched hallmark gene sets between *in vivo* and *in vitro* KO tumoroids

(A) Overlap of significant DEGs ($p\text{-adj} < 0.05$, $|\text{Log2fold}| > 0$) between *in vivo* and *in vitro* *Pten* KO (left), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (right) tumoroids compared to WT organoids ($N = 3$).

(B) Bar graphs depicting the comparison of enriched hallmark gene sets based on MSigDB gene set enrichment analysis of DEGs in (A). k/K value describes the ratio of number of genes in input list (k) divided by the number of total genes in the gene set of the database (K).

Medium-throughput drug screen identified compounds inhibiting PCa tumoroid growth independent of mutational background

As we observed phenotypic and molecular differences between the various KO tumoroid lines, we evaluated the genotype-specific sensitivities of the PCa tumoroids to different pharmaceuticals. For this, we performed a medium-throughput compound screen including 388 common anti-cancer and epigenetic drugs, in addition to selected kinase and pathway inhibitors using small 3D *in vivo* KO tumoroids of all three genotypes (Figures 6A and S6A; Table S4). Following standard high-throughput protocols,⁵⁸ compounds were tested at a single concentration of 10 μM , which serves as a high enough concentration to detect active compounds for follow-up testing, but might not reflect lower clinically effective drug concentrations. For all compounds a percentage of control (POC) value was calculated based on positive and negative controls reflecting 0% and 100% cell viability, respectively. Out of 388 tested compounds, 146 induced POC values lower than 50, representing compounds with distinct anti-cancer effects in the first screening. Hierarchical clustering of these hits showed that two out of three KO lines of each genotype were grouped together, while one line clustered separately (Figure 6B). Interestingly, most compounds effectively inhibited tumoroid growth independent of their mutational background, and the number of Hit-compounds was similar among all lines (Figure 6C). However, for the three tumoroid lines that also did not cluster with their respective replicates in the heatmap, more compounds had to be excluded for further analysis, hinting to technical rather than biological effects. Linear regression analysis of compounds shared between two genotypes further supported the fact that the proliferation of tumoroids with different

mutations was effectively inhibited by the same compounds (Figure 6D). Based on these results and previously published literature, we selected eight compounds for further analysis (Figure 6E). Among these were several kinase inhibitors, including the EGFR inhibitor afatinib and the Bruton's kinase inhibitor ibrutinib, but also multitargeted kinase inhibitors AT9283 and the PDPK1/AKT/FLT DPI. On the other hand, we focused on four epigenetic modifiers, including the histone demethylase inhibitor GSKJ4, the methyltransferase inhibitor GSK126, and two histone deacetylase (HDAC) inhibitors entinostat and tenovin-6 (T6). Half-maximal inhibitory screening (IC₅₀) revealed that most compounds inhibited tumoroid growth consistently around 1–15 μM , which represent clinically relevant and translatable IC₅₀ concentrations, while GSKJ4 and GSK126 showed high heterogeneity even between biological replicates. High doses of entinostat, which usually exhibits IC₅₀ values between 0.5 and 10 μM on cancer cell lines,⁵⁹ were necessary to inhibit PCa tumoroid growth (Figure S6B).

Based on the results of the transcriptomic analysis and our compound screening, we chose the DPI, targeting kinases involved in PI3K/AKT signaling, and T6, an inhibitor of sirtuin HDACs and TP53 activator, for further analysis. IC₅₀ screening of *in vivo* and *in vitro* KO tumoroids of all genotypes revealed highly similar sensitivities of both tumoroid models (Figure 7A). Notably, dKO tumoroids showed higher sensitivity to DPI and T6 treatments, with significant differences for *in vivo* dKOs (Figure 7B). Thus, both compounds showed higher efficiencies on more advanced PCa models, and the effect of different genetic deletions on drug response was recapitulated in *in vitro* tumoroids. Of note, the medium-throughput drug screen was performed on tumoroids seeded in suspension, while for the final

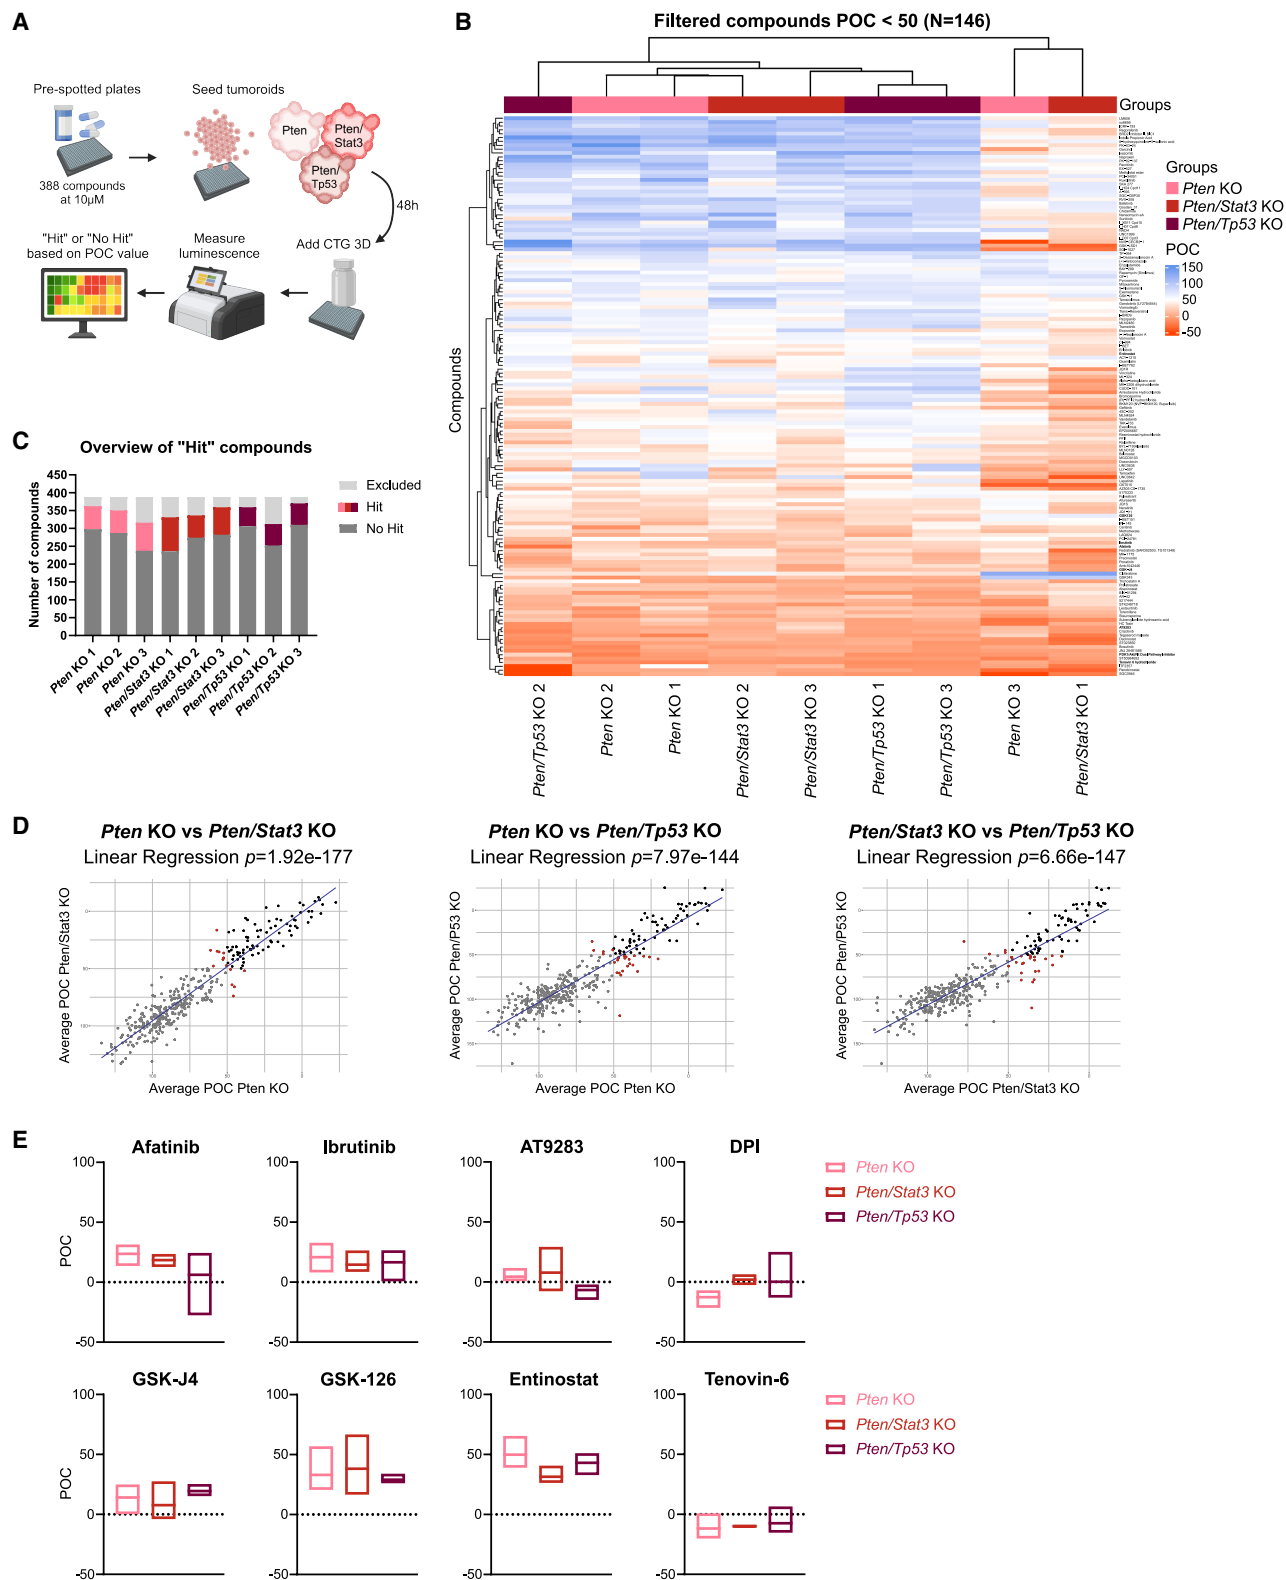

(legend on next page)

confirmation all lines were cultured in ECM domes. Even though it has been reported that the ECM can influence the drug response of tumoroids *in vitro*,⁶⁰ we did not observe major differences in IC50 values (Figure S6C). In addition, we investigated the effect of DPI and T6 on healthy WT organoids (Figure S6D). Interestingly, WT organoids and KO tumoroids showed similar IC50 values. However, as WT organoids displayed similar proliferation rates to PCa tumoroid lines, they may not fully represent non-proliferative healthy prostate tissue. Therefore, while the WT response provides a useful baseline, drug sensitivity in preclinical screens should be interpreted with caution regarding physiological relevance. To further elaborate on this, we tested whether there is a difference in response to the targeted pan-AKT kinase inhibitor capivasertib.⁶¹ As expected, both *Pten* and *Pten/Stat3* KO tumoroids were highly sensitive to AKT pathway inhibition with IC50 values of 1.12 and 0.74 μ M respectively, while WT organoids showed much higher IC50 values of 19.82 μ M. Interestingly, *Pten/Tp53* KO tumoroids were less sensitive with an IC50 concentration of 25.59 μ M, which might be due to their inability to induce proper programmed cell death,⁶² or the induction of other compensatory signaling pathways (Figure S6E). Together, these data suggest genotype-specific drug sensitivities of WT organoids and tumoroid lines.

To test a potential prognostic significance of genes targeted by DPI and T6 for PCa, we explored the overall survival times of PCa patients dependent on low/high expression levels of the genes of interest.³⁸ While the DPI targets, *PDPK1*, *AKT1*, *AKT2*, *AKT3*, and *FLT3*, and the T6 targets *SIRT1*, *SIRT2*, and *DHODH* showed no significant correlation with survival on RNA level, high expression of the T6 target *SIRT3* was significantly associated with worse overall survival (Figure S7A). However, as most of these genes code for effector proteins, their expression on RNA level might not reflect their role for PCa signaling.⁶³

To confirm the anti-cancer effect of the selected compounds on human cells, we analyzed the cell viability of human PCa cell lines including one primary and three metastatic lines after DPI or T6 treatment (Figure 7C). Indeed, both DPI and T6 effectively inhibited the proliferation of the human cell lines with IC50 concentrations in the same range as for the different tumoroids, confirming that murine PCa tumoroids model the drug response of patient-derived cell line models. Of note, the effect of the two compounds was higher on the metastatic cell lines, indicating that more progressed tumors might be more sensitive to the treatment with DPI and T6. As enzalutamide is one of the most used antiandrogen compounds for the treatment of advanced PCa patients, we used the androgen-responsive LNCaP cell

line to investigate whether DPI and T6 could be used in combination with enzalutamide to improve its anti-tumor effect (Figures 7D and S7B). Indeed, both DPI and T6 showed high synergy scores with enzalutamide in the range of the respective IC50 concentrations. Importantly, even low concentrations of enzalutamide in combination with multiple T6 concentrations resulted in high synergy values. In conclusion, both compounds improved the anti-cancer effect of enzalutamide and could thus be beneficial especially for advanced and castration-resistant PCa patients.

DISCUSSION

In recent years, both human and murine organoid and tumoroid models have been used for studying tumorigenesis and finding treatment options for cancer patients as they stably reflect the genetic and epigenetic background, but also the drug response of patients or mouse models.²¹ However, patient-derived prostate organoids and PCa tumoroids have low establishment rates and cannot be maintained for several passages *in vitro*.^{25,27–30} Here, we established a biobank of organoids and PCa tumoroids derived from murine tumors reflecting common patient mutations and compared them to tumoroids generated by genetic deletion of target genes *in vitro*.

Interestingly, RNA sequencing and pathway enrichment analysis of murine PCa tumoroids suggested a metabolic adaption of healthy cells upon deletion of target genes. In humans, both the healthy prostate and PCa tumors exhibit unique metabolic dependencies.^{64,65} While the TCA cycle is suppressed in healthy prostate cells, the development of PCa leads to a metabolic switch by activating the TCA cycle and OXPHOS. Early-stage tumors also heavily rely on lipid and amino acid metabolism for energy production and growth. During advanced and castration-resistant stages of PCa, glycolysis is enhanced (Warburg effect⁶⁶), but OXPHOS and lipid metabolism remain active.^{64,65} Importantly, murine PCa models have been used to study PCa metabolism as they recapitulate the metabolic switch observed in humans.^{67,68}

Enriched pathways in *in vivo* *Pten* KO and *Pten/Stat3* dKO tumoroids were mainly mediated by the upregulation of *Pik3r3*, which is part of a regulatory subunit of the PI3K/AKT pathway.⁶⁹ High *PIK3R3* expression in combination with the loss of *Pten* leads to the constant activation of the PI3K/AKT pathway,⁷⁰ which we also observed on protein level. In addition, aberrant lipid metabolism has been observed in PCa, and choline-PET is used to monitor the progression and therapy response of

Figure 6. Medium-throughput drug screen identified compounds inhibiting PCa tumoroid growth independent of mutational background

(A) Experimental setup of medium-throughput compound screening. 388 compounds were screened at a single dose of 10 μ M on small tumoroids with different genetic backgrounds in suspension. CellTiter-Glo 3D (CTG) was added, and luminescence was measured to calculate the POC value representing cell viability. (B) Dendrogram and heatmap showing unsupervised hierarchical clustering of compounds with POC < 50 ($N = 146$) for all tumoroid lines. Rows represent individual compounds, while columns represent *in vivo* KO tumoroids ($N = 3$). Colors and intensity reflect POC values (red: inhibition of growth, blue: no effect). (C) Bar graph depicting the number of "Hit" (POC < 50) and "No Hit" (POC > 50) compounds per tumoroid line. Compounds were excluded when POC values of duplicates did not match. (D) Linear regression analysis based on POC values for all compounds for *Pten* KO ($N = 3$) vs. *Pten/Stat3* KO ($N = 3$), $p = 1.92 \times 10^{-177}$ (left); *Pten* KO vs. *Pten/Tp53* KO ($N = 3$), $p = 7.97 \times 10^{-144}$ (middle); and *Pten/Stat3* KO vs. *Pten/Tp53* KO, $p = 6.66 \times 10^{-147}$ (right). Gray: "No Hit", Black: "Hit", Red: "Genotype-specific Hit." (E) Boxplots showing mean $\pm$ SD of POC values for selected compounds effective on all genotypes ($N = 3$ per genotype). Negative POC values are the result of tested compounds showing a higher inhibitory effect than the positive control bortezomib. Statistical analysis was performed using GraphPad Prism 8.0.2 (one-way ANOVA, Tukey's test). $p > 0.05$ if not specified otherwise. See also Figures S6 and S7.

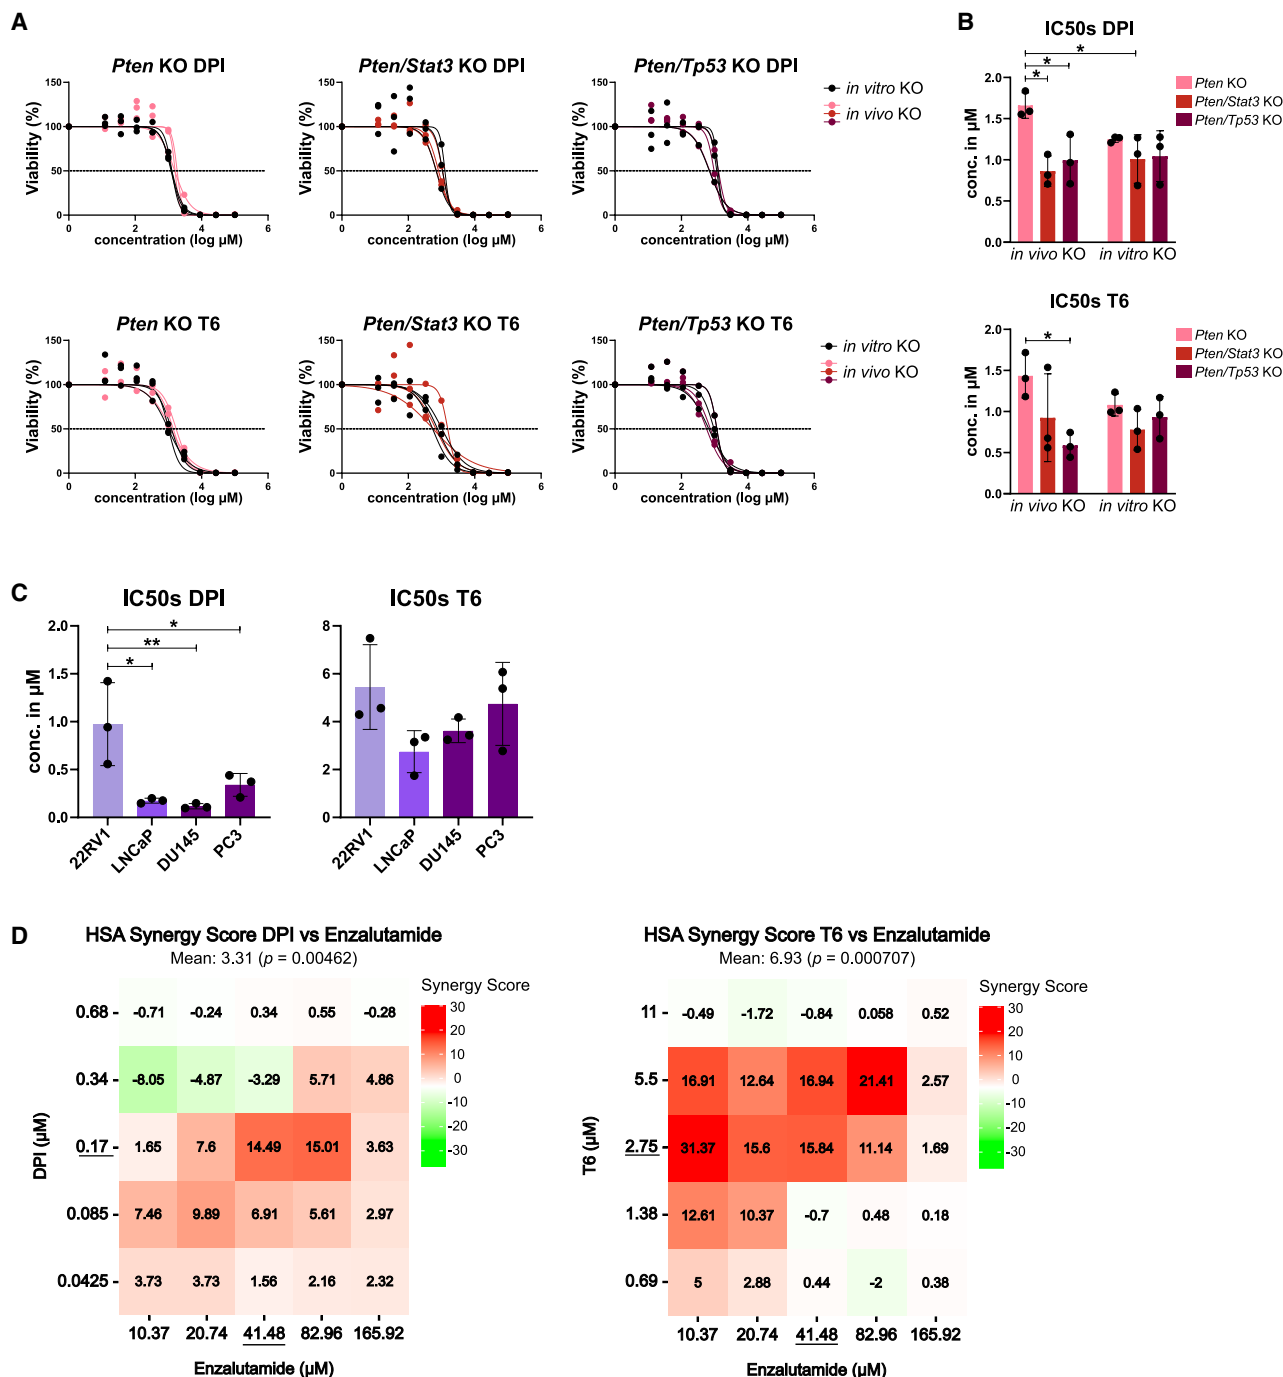

Figure 7. The PDPK1/AKT/FLT DPI and tenovin-6 (T6) show high anti-cancer efficacy in murine tumoroids and human PCa cell lines

(A) Dose-response curves for DPI (top) and T6 (bottom) for *in vivo* and *in vitro* *Pten* KO (left), *Pten/Stat3* KO (middle), and *Pten/Tp53* KO (right) tumoroids. Points represent means of technical duplicates per tumoroid line ($N = 3$). Curve fitting was performed using GraphPad Prism 8.0.2.

(B) Bar graphs showing means and $\pm$ SD of half-maximal inhibitory concentration (IC50) for DPI (top) and T6 (bottom) for *in vivo* and *in vitro* tumoroid lines of all genotypes ($N = 3$). Statistical analysis was performed using GraphPad Prism 8.0.2 (one-way ANOVA, Tukey's test). $p > 0.05$ if not specified otherwise, $*p \leq 0.05$. (C) Bar graphs depicting means and $\pm$ SD of IC50 values of DPI (left) and T6 (right) on human PCa cell lines. 22RV1: primary PCa; LNCaP: metastatic PCa; DU145, PC3: metastatic castration-resistant PCa ($N = 3$). Statistical analysis was performed using GraphPad Prism 8.0.2 (one-way ANOVA). $p > 0.05$ if not specified otherwise, $*p \leq 0.05$; $**p \leq 0.01$.

(D) Heatmaps of synergy scores calculated with the highest single agent (HSA) model for DPI and enzalutamide (left), and T6 and enzalutamide (right) on the human LNCaP cell line. Values > 0 represent synergistic effects, and values < 0 represent antagonistic effects. IC50 concentrations of respective compounds are underlined ($N = 3$). See also Figure S6.

PCa.⁷¹ We also observed the upregulation of *Pld1*, which mediates PI3K/AKT and mTOR signaling, but also choline metabolism, and thus promotes proliferation and castration resistance in PCa.^{72–74}

Even though different genes were deregulated in the *Pten/Tp53* dKO tumoroids, several genes directly involved in glycolysis, including *Hk1*, which is connected to AKT1,⁷⁵ *Pgm1*, and *Gfpt1*, were upregulated. Importantly, *Pfkfb*, which is also directly involved in glycolysis, showed higher expression in all *in vitro* KO tumoroids. Together, this highlights the major role of the PI3K/AKT pathway in PCa progression but also metabolism of PCa cells.⁷⁶ Importantly, we observed changes in metabolic pathways connected to PCa in tumoroids of all three genotypes. *In vitro* KO tumoroids showed similar enrichment of metabolic signaling upon deletion of target genes, highlighting the potential impact of *Pten* loss on metabolic reprogramming during the first steps of tumorigenesis.

On the other hand, increased activation of the PI3K/AKT pathway together with androgen and TGF β signaling can induce EMT in PCa to drive metastasis and therapy resistance.⁷⁷ Interestingly, the only gene that was highly upregulated in all *in vivo* and *in vitro* KO tumoroid lines was the proteoglycan *Prelp*, and both its overexpression⁵² and downregulation^{78,79} have been associated with tumor progression and EMT. In colorectal cancer, PRELP interacts with integrins to reduce the stiffness of the ECM to drive metastasis.⁵² Moreover, the analysis of human PCa transcriptomic data revealed that high expression of *PRELP* correlates with high expression of mesenchymal EMT genes. Together with the enrichment of TGF β signaling and EMT gene sets in the murine tumoroids, these results suggest that *Prelp* might support EMT and thus PCa progression in our models and reflects a state of high cellular plasticity.^{31,77}

Even though the deletion of *Pten* and the consequent activation of the PI3K/AKT pathway have been explored as a therapeutic option for PCa, most PI3K/AKT inhibitors failed as monotherapies during early clinical testing, mostly due to compensatory signaling mechanisms.⁸⁰ It has been proposed that multitarget kinase inhibitors are a more promising approach for PCa treatment.^{81,82} Out of 388 compounds we identified the DPI,^{34–36} which simultaneously inhibits the kinases AKT, and PDK1 and FLT3 involved in the phosphorylation and thus the complete activation of AKT.^{83,84} DPI has shown promising inhibitory effects in multiple cancer types, notably also in combination with PARP inhibitors.^{85–88} However, although PI3K/AKT signaling plays a major role in PCa development and progression, the inhibitor has not been widely tested as a treatment for PCa.⁸⁹ Here, we show that DPI potently inhibits the proliferation of PCa tumoroids and human PCa cell lines, with an even higher effect on more advanced models. The AR pathway is constitutively active in 22RV1 cells due to the AR-V7 splice variant,⁹⁰ and *PTEN* is expressed in these cells. On the other hand, PC3 and LNCaP cells do not express *PTEN*, and the AR pathway is inactive in DU145 cells. This might lead to a dependency on PI3K/AKT signaling, which could explain the increased sensitivity to DPI in the metastatic PCa cell lines.⁹⁰ As therapy options for advanced PCa patients are limited, DPI could be a treatment option for these patients.

Apart from metabolic alterations, epigenetic reprogramming is essential for PCa progression and therapy resistance.⁹¹ Several epigenetic compounds have been investigated as treatment options for PCa, and especially HDAC inhibitors have been tested extensively in preclinical and clinical studies.⁹² Interestingly, our medium-throughput compound screen identified T6 as one of the most effective inhibitors of PCa tumoroid growth. T6 inhibits SIRT1, SIRT2, SIRT3, and the enzyme DHODH.^{37,93} While SIRT1 and SIRT2 can activate the PI3K/AKT pathway to promote proliferation, migration, and neuroendocrine differentiation of PCa cells, SIRT3 usually acts as a tumor suppressor.^{94–96} However, patients with high expression of *SIRT3* in the PRAD-TCGA dataset have shorter overall survival time, hinting to a tumor-promoting effect in PCa. In addition, high *DHODH* expression has been correlated with worse prognosis in PCa patients.⁹⁷ DHODH is involved in the synthesis of pyrimidines, which are needed for the biosynthesis of DNA, RNA, glycoproteins, and phospholipids.⁹⁸ Thus, highly proliferative cancer cells might be more sensitive to inhibition of nucleotide synthesis. Indeed, we observed a stronger effect of T6 on *Pten/Tp53* dKO tumoroids, which showed the highest proliferation rates among the different genotypes. Importantly, we also confirmed the anti-cancer effect of T6 on several human PCa cell lines and propose this compound as a potential therapy option for PCa that has not yet been investigated for this cancer type.

So far, epigenetic compounds are not used as single treatments for solid cancers, and the combination with chemotherapeutics or antiandrogens has shown promising results for PCa.⁹² In line with this, the inhibition of PI3K/AKT in combination with androgen signaling has emerged as a treatment strategy.⁸⁰ Importantly, we showed that both DPI and T6 in combination with enzalutamide synergistically inhibit human PCa cell proliferation, and could thus be used to increase the anti-cancer effect of enzalutamide. Future studies should validate the mechanisms of DPI and T6 in both *in vitro* and *in vivo* PCa models.

In conclusion, by using murine PCa tumoroids, we identified two promising compounds for further validation for PCa treatment. As tumoroids replicated the drug response of human PCa cell lines, they could help reduce the number of animal models used for cancer research in line with the 3R principles.⁹⁹ While *in vivo* KO tumoroids capture the tumor development within the native microenvironment and thus might better reflect the heterogeneity of PCa lesions, our *in vitro* KO tumoroids demonstrate that the effect of mutations on gene expression and drug response can be modeled *in vitro* without the use of further animals. Additional mutations can easily be introduced for a personalized medicine approach, and the malignant transformation of cells can be studied over time to gain further insights into PCa development.

Limitations of the study

Even though tumoroids present useful preclinical models, they do not reflect the complex interactions of cancer cells with the tumor microenvironment.²¹ In addition, we and others¹⁰⁰ did not observe an effect of the ECM on drug response, but its negative influence has previously been described.⁶⁰ Thus, refining

tumoroid culture conditions by incorporating components of the TME and physical stimuli could enhance their physiological relevance for drug development.^{21,101,102} Whenever possible, healthy control organoids should be included in the initial compound screening to exclude compounds with general cytotoxicity. As we observed similar proliferation rates between WT organoids and tumoroids, employing differentiation protocols may better mimic non-proliferative, healthy epithelial tissues.¹⁰³ Although we were able to show that prostate organoids and PCa tumoroids express AR on RNA and protein level, and respond to AR pathway inhibition by enzalutamide, we were not able to reliably detect the AR target NKX3.1 using IHC. Here, further optimization or alternative detection methods are needed. Lastly, since our compounds were effective in castration-resistant human PCa cell lines, establishing castration-resistant tumoroids with defined mutational backgrounds could further support the development of targeted therapies for advanced disease.

RESOURCE AVAILABILITY

Materials availability

Data and code availability

- Bulk RNA sequencing data were deposited at Gene Expression Omnibus [GSE291912] and are publicly available as of the date of publication. This paper analyses existing, publicly available data, accessible at the TCGA (Accession number phs000178).
- No original code has been generated during this study. Publicly available code and packages are cited in the text or method section.

ACKNOWLEDGMENTS

The authors thank Sabrina Wohlhaupter, Astrid Haase, Barbara Neudert, and Michaela Schleder for performing IHC stainings and Martin Raigel for help with pathological analysis. This research was funded by the Austrian Science Fund (FWF) (10.55776/P32771, 10.55776/DOC59, and 10.55776/F8300). Z.P. was supported by an FFG-FEMtech scholarship (no. 8743637). K.M. received funding from the European Union's Horizon 2020 Marie Skłodowska-Curie Innovative Training Networks (ITN-ETN) FANTOM under grant agreement no. 101072735. For open access purposes, the author has applied a CC BY public copyright license to any author accepted manuscript version arising from this submission. Figures were partially created using BioRender.

AUTHOR CONTRIBUTIONS

Conceptualization, G.E., T.D., and J.K.; methodology, J.K., T.D., Z.P., T.L., T.M., L.V., and S.K.; formal analysis, J.K., K.D., A.T., and G.W.; investigation, J.K., T.D., R.J., E.A., K.M., and A.B.; resources, T.L. and L.K.; writing – original draft, J.K. and G.E.; writing – review and editing, all; visualization, J.K. and G.E.; supervision, G.E.; project administration, J.K. and G.E.; funding acquisition, G.E. and L.K.

DECLARATION OF INTERESTS

The authors declare no competing interests.

DECLARATION OF GENERATIVE AI AND AI-ASSISTED TECHNOLOGIES IN THE WRITING PROCESS

During the preparation of this work, the authors used ChatGPT (OpenAI) in order to improve grammar and clarity of the text. After using this tool, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS**
  - Animal models
  - Murine PCa organoids and tumoroids
  - Human PCa cell lines
- **METHOD DETAILS**
  - Analysis of human publicly available data
  - Lentiviral transduction
  - Genotyping PCR
  - qRT-PCR
  - Western blotting
  - Proliferation assay
  - Immunohistochemistry
  - RNA sequencing and gene expression analysis
  - Medium-throughput compound screen
  - Validation of compounds on murine tumoroids
  - Validation of compounds on human cell lines
  - Synergy assay
- **QUANTIFICATION AND STATISTICAL ANALYSIS**

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.crmeth.2026.101370>.

Received: October 29, 2025

Revised: January 30, 2026

Accepted: February 26, 2026

Published: March 30, 2026

REFERENCES

1. James, N.D., Tannock, I., N'Dow, J., Feng, F., Gillesen, S., Ali, S.A., Trujillo, B., Al-Lazikani, B., Attard, G., Bray, F., et al. (2024). The Lancet Commission on prostate cancer: planning for the surge in cases. *Lancet* 403, 1683–1722. [https://doi.org/10.1016/S0140-6736\(24\)00651-2](https://doi.org/10.1016/S0140-6736(24)00651-2).
2. Crowley, L., and Shen, M.M. (2022). Heterogeneity and complexity of the prostate epithelium: New findings from single-cell RNA sequencing studies. *Cancer Lett.* 525, 108–114. <https://doi.org/10.1016/j.canlet.2021.10.035>.
3. Haffner, M.C., Zwart, W., Roudier, M.P., True, L.D., Nelson, W.G., Epstein, J.I., De Marzo, A.M., Nelson, P.S., and Yegnasubramanian, S. (2021). Genomic and phenotypic heterogeneity in prostate cancer. *Nat. Rev. Urol.* 18, 79–92. <https://doi.org/10.1038/s41585-020-00400-w>.
4. Flores-Téllez, T.D.N.J., Baena, E., and Baena, E. (2022). Experimental challenges to modeling prostate cancer heterogeneity. *Cancer Lett.* 524, 194–205. <https://doi.org/10.1016/j.canlet.2021.10.012>.
5. Kaushal, J.B., Takkar, S., Batra, S.K., and Siddiqui, J.A. (2024). Diverse landscape of genetically engineered mouse models: Genomic and

How the deposited data were processed for this re-analysis (not part of the article)

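Gene counts of 24 bulk RNA libraries were analysed, 12 from in vivo and 12 from in vitro lines of mouse prostate organoids and tumoroids, with 3 libraries each of WT, *Pten* KO, *Pten/Stat3* KO and *Pten/Tp53* KO. The authors prepared 3′ tag libraries, sequenced them, aligned the reads with STAR to GRCm38 release 101 and deposited 1 table of raw read counts per gene, whose values were checked to be whole numbers without normalization. The program that counted the reads, its strand setting, the STAR and DESeq2 versions and any use of molecular identifiers are not stated. The condition of each library was taken from the sample labels and the paper.

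Of the 55522 lines of the table, 55401 are genes and were kept, and spike-ins and transcripts without a gene were left out. The lines left out held 1.71 to 4.74% of the counts. Each library held 2256106 to 6142119 gene counts and 13442 to 15009 detected genes. A gene at 3 counts in a library therefore has a CPM near or under 1, and changes from or to such levels are given as bounds or with counting intervals.

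Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Low counts were removed with filterByExpr of edgeR, which left 11642 genes in vivo and 11724 in vitro, and libraries were scaled by TMM. Each KO genotype was compared with WT within its model by the quasi-likelihood test of edgeR over 12 libraries, with Benjamini-Hochberg adjusted p under 0.05 as threshold. Also compared were all KO genotypes with WT in vivo, *Pten/Stat3* KO and *Pten/Tp53* KO with *Pten* KO in vivo, KO with WT within the maternal line in vitro, and the KO effects between the models over 24 libraries. An exact permutation test of 3 against 3 libraries cannot reach a two-sided p under 0.1, so no such test decides a call. CPM are normalized with the TMM factors of the model, and log2 CPM for distances and components used a prior count of 2.

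Tests were tried on simulated data first. Of 66 genes changed 4-fold, edgeR recovered 60.6% in vivo and 81.8% in vitro, DESeq2 81.8% and 83.3%, and limma voom 50.0% and 69.7%. Of 68 genes changed 2-fold, edgeR recovered 5.88% and 13.2%. In comparisons without any change DESeq2 called 9 and 7 genes, edgeR and limma voom 0. In the comparisons with changes DESeq2 made 30 and 38 false calls, edgeR 4 and 6 and limma voom 2 and 4. Changes were placed only in genes with higher counts, so the shares recovered do not hold for genes with few counts.

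Gene groups were tested with 46 lists of 887 members by limma camera with a preset correlation of 0.01, and with an estimated correlation and fry as alternatives, adjusted over the lists of a comparison. Lists and rules were fixed before the counts were examined, but after the paper's Table S3 had been read. Distances, principal components and clusters used the 1000 most variable genes of a model.

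Genes are named by a rule fixed before the counts were examined: each gene the paper names from RNA sequencing and the markers *Mki67*, *Krt8* and *Trp63*, each gene called in all 3 genotypes of a model, up to 10 higher and 10 lower genes per comparison of KO with WT with the smallest adjusted p among those called with separated groups, up to 4 called members of each list or else 2 members with the smallest p, and the 10 higher and 10 lower genes with the smallest adjusted p within maternal lines. *Krt5*, *Krt14*, *Krt15*, *Krt17* and the other basal markers of *Pten/Tp53* KO replicate 3 were chosen after their values were seen, as were *Tfcp2l1*, *Gm47283*, *Nkx3-1*, *Boc*, *Gpc6*, *Cers4* and *Igsf11*, which DESeq2 calls.

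Alternatives were DESeq2 on the same libraries and on the 2 groups compared, edgeR on the 2 groups, all 24 libraries in 1 fit, RLE factors, no low-count filter, a filter of 1 CPM in 6 libraries, limma voom with quality weights, a threshold on the fold change, the replicate number as block, the maternal line as a term, other numbers of genes and a variance stabilizing transformation for distances, and leaving out each library in turn. Added after the values were seen were DESeq2 with a fold threshold, DESeq2 with WT as reference level and in vivo fits without *Pten/Tp53* KO replicate 3. A test of the maternal line by the position of the WT clone was found to depend on that clone's part in the call, and a test with the clone left out was added.

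Gene coordinates are from GENCODE M21 for GRCm38, in which 99.53% of the gene identifiers were found, and 107 symbols are shared by more than 1 identifier. The hallmark and pathway collections of the paper were not tested, since they were not available, and reads, images and other assays of the paper were not analysed.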

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

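Of the tests in this part, that of the breeding-line background, that of the chromosomes of the called genes, that with the WT clone left out of the call and the 3 on basal markers were chosen after the values were seen.

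3 libraries lay far from the others in the level of a marker list among the 9 KO libraries of their model, by the gap to the nearest library divided by the whole range. They were *in vivo* *Pten* KO replicate 2 for luminal progenitor markers (0.628), *in vivo* *Pten/Tp53* KO replicate 3 for basal markers (0.848) and *in vitro* *Pten/Tp53* KO replicate 1 for luminal markers (0.513), each above Dixon's 95% critical value for 9 libraries. 18 groups of libraries were tested in this way, and about 1 in 20 passes by chance.

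*Pdlim4*, a LIM domain protein of actin filaments, was the 1 gene whose response to *Pten* KO differed between the models by edgeR, and it was chosen after its values were seen. Its KO effect *in vivo* minus that *in vitro* was -7.47 on the log2 scale (standard error 1.17, adjusted p = 0.0362). *In vivo* it ranged from 1 to 5.79 CPM in *Pten* KO tumoroids and from 5.95 to 50.4 CPM in WT organoids (log2 fold change -2.98, adjusted p = 0.588), and *in vitro* from 17.0 to 34.2 CPM in *Pten* KO and from 0.421 to 2.17 CPM in WT (log2 fold change 4.51, adjusted p = 0.156). At an unadjusted p under 0.05 there were 869 such genes, and DESeq2 called 21. edgeR called 0 genes when *in vivo* WT replicate 1, *in vivo* *Pten* KO replicate 2, any of the 3 *in vitro* WT clones or *in vitro* *Pten* KO replicate 2 or 3 was left out, and 2 without *in vivo* WT replicate 3.

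3 genes that the paper does not discuss changed against WT in more than 1 comparison. *Dglucy*, a mitochondrial D-glutamate cyclase, fell in *Pten/Tp53* KO tumoroids *in vivo* (log2 fold change -2.82, adjusted p = 0.0494) and *in vitro* (-2.62, adjusted p = 0.0256), by calls lost *in vivo* without WT replicate 1, 2 or 3 or KO replicate 2 (adjusted p of 0.132, 0.145, 0.128 and 0.0786) and *in vitro* without WT replicate 2 or KO replicate 1 or 2 (0.0872, 0.0758 and 0.0891) and with the maternal line, where the log2 fold change was -2.85. *Zmat3*, an RNA-binding p53 target, fell in the same genotype by -2.68 *in vivo* (adjusted p = 0.0488) and -2.29 *in vitro* (adjusted p = 0.0189), by calls lost *in vivo* in each of the 6 fits with 1 library left out (adjusted p from 0.0658 to 0.104) and *in vitro* without WT replicate 2 or KO replicate 1, 2 or 3 (0.0683, 0.0598, 0.0865 and 0.0618) and with the maternal line, where the log2 fold change was -2.21. *Ubb*, a polyubiquitin gene, fell *in vivo* in *Pten* KO (-2.92, adjusted p = 0.000888) and in *Pten/Tp53* KO (-2.65, adjusted p = 0.00111). Each of the 3 lay lower in 3 of 3 KO libraries than in all 3 WT libraries of the model.

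In *in vivo* *Pten/Tp53* KO, 16 genes were called, and its WT organoids come from other breeding lines. A background of the breeding line was examined in its unrecombined *in vitro* WT clone. This clone carried the KO-like difference in 4 of the 16 genes and not in the others. Random sets of as many uncalled genes, matched for the size of the *in vivo* difference, gave 5.53 on average and 9 at the 95th percentile. Those sets can carry the same background, and 1 clone stands for the line, so this test cannot decide the question. Loss of p53 target transcription remains a candidate explanation for part of the set. The 14 p53 targets that were lower *in vivo* at an unadjusted p under 0.05 had a median log2 difference of -1.41. Of these only *Zmat3*, *Dglucy* and *Psrc1* were called. In the WT clone of the same line against the other clones the median of the 14 was 0.172. As they were picked for being lower, -1.41 is not the change of the whole list. A region linked to *Trp53* as the whole cause, through its own genes, is argued against, since 14 of the 16 genes lie on other chromosomes and *Ubb* was the 1 of 15 besides *Trp53* within 20 Mb of it (6.67%, binomial 95% interval 0.169% to 31.9%). For genes of this region alone it cannot be told apart, as 16 of 343 genes called by DESeq2 lay within 20 Mb against 12 expected (Fisher exact p = 0.236), too few to decide, and an effect of the region on genes elsewhere was not tested. The breeding line stays open, above all for *Coro2a*, *Gm11942*, *Lamtor3* and *Ubb*, the 4 genes with the difference in the WT clone.

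In *in vitro* *Pten/Tp53* KO, 34 genes were called, and all 3 KO clones share 1 maternal line with 1 of the 3 WT clones. A difference in depth as the cause is argued against, since 27 of the 34 genes were among the 31 called with each *in vitro* library thinned to 2256106 counts. In 61 of 376 genes called by DESeq2 the WT clone of the same line lay nearer to the KO mean (190 expected, Fisher exact p = 2.25e-42), but that clone took part in the call, which selects genes where it is far from the KO, so the bound set beforehand was wrong and the test decides nothing. With that clone left out of the call it lay nearer to the KO mean in 183 of 391 genes (46.8%), against 28.0% and 28.3% for the other clones, so the maternal line may hold part of the differences called without it. Loss of *Trp53* and the line are separated only in part, through the 1 WT clone of the line, and a fit with the line as a term called 13 genes, 7 of them among the 34 and including *Trp53*, *Ccng1* and *Mgmt*.

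Basal markers were nearly absent from *in vivo* *Pten/Tp53* KO replicate 3, with 0 counts of *Krt5*, *Krt14*, *Krt17* and *Trp63*. Depth is argued against, because 15 of 15 markers were expected at 10 counts or more in this library, and a library of another genotype is too, since *Trp53* stood at 2.00 CPM against 34.8 to 140.8 in the 9 *in vivo* libraries of other genotypes. 8 of the 15 markers lay at least 4 times below the lowest of the other 11 *in vivo* libraries while the luminal marker sum was the highest (7436 CPM, others 2155 to 5266), so a line with fewer basal cells is a candidate explanation. Sums of luminal progenitor (19420), urothelium (504.9) and leukocyte markers (10.3) lay within the range of the others, and those of squamous (657.4), neuroendocrine (1.67) and fibroblast markers (0.333) below it. Whether the other 2 *Pten/Tp53* KO lines differ from this one by chance, by passage or by the cell of origin stays open, and a fit without it called 6 genes, 4 of them among the 16.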

How the results depend on the processing

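Alternatives were set before the data were examined, except DESeq2 with a fold threshold, DESeq2 with WT as reference level and the *in vivo* fits other than those of *Pten/Tp53* KO without *Pten/Tp53* KO replicate 3, which were added after values were seen. Where a value changed, the cause was not tested unless stated.

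Numbers of genes called against WT are given in the order *in vivo* *Pten*, *Pten/Stat3* and *Pten/Tp53* KO, then *in vitro* in the same order, and were 1, 2, 16, 0, 0 and 34 by edgeR, with 851, 835, 1654, 1247, 1043 and 1617 at an unadjusted p under 0.05. DESeq2 called 62, 87, 344, 115, 112 and 376, DESeq2 on the 2 groups alone 138, 210, 299, 170, 102 and 310, DESeq2 with an added fold threshold 58, 85, 313, 104, 103 and 300 (the same with all lines of the table kept) and DESeq2 with WT as reference level 61, 84, 344, 115, 114 and 376. edgeR on the 2 groups alone called 3, 0, 5, 6, 0 and 18, edgeR over all 24 libraries 1, 5, 87, 0, 0 and 67, and limma voom with quality weights 1, 42, 12, 7, 0 and 54. Without a low-count filter edgeR called 13, 15, 142, 356, 308 and 553, and with 1 CPM in 6 libraries 1, 2, 4, 0, 0 and 32, where other genes enter the test. RLE factors gave 1, 2, 15, 0, 0 and 34, the fold threshold 1, 2, 16, 0, 0 and 32, and the replicate number as a block 1, 0, 5, 1, 1 and 28. The maternal line as a term was also run *in vitro*. That fit sets the 3 KO clones of a genotype against the 1 WT clone of their line. A call lost with it can therefore reflect the smaller control as well as the line.

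For the comparisons within maternal lines, of all KO with WT *in vivo*, of *Pten/Stat3* and of *Pten/Tp53* with *Pten* KO, and of the *Pten*, *Pten/Stat3* and *Pten/Tp53* KO effects between models, edgeR called 0, 1, 2, 9, 1, 0 and 0, DESeq2 85, 98, 21, 603, 21, 7 and 40 and edgeR without a low-count filter 93, 28, 5, 317, 21, 2 and 31. limma voom called 1 within maternal lines, 7 for all KO and 3 for *Pten/Tp53* against *Pten* KO, and edgeR over 24 libraries 10 for all KO and 286 for *Pten/Tp53* against *Pten* KO.

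Genes called in both models in the same direction numbered 0, 0 and 3 for *Pten*, *Pten/Stat3* and *Pten/Tp53* KO by edgeR, 3, 15 and 46 by DESeq2, 11, 25 and 46 by DESeq2 on 2 groups, 3, 15 and 43 with the added fold threshold, 4, 12 and 58 without a low-count filter and 13, 33 and 75 at an unadjusted p under 0.01 in each. For *Pten/Tp53* KO edgeR on 2 groups gave 1, the replicate block 1, 1 CPM in 6 libraries 1, limma voom 0 and all 24 libraries 10. Genes called in all 3 genotypes in 1 direction numbered 0 *in vivo* and 0 *in vitro* by edgeR, 8 and 6 by DESeq2, 6 and 5 by DESeq2 on 2 groups, 7 and 6 with the added fold threshold, 2 and 40 without a low-count filter and 14 and 16 at an unadjusted p under 0.01.

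Lists called by camera, for the 6 comparisons with WT and then the 7 others in the order above, numbered 13, 15, 18, 11, 9, 16, 10, 19, 13, 17, 14, 12 and 14. With an estimated correlation they numbered 0, 0, 0, 0, 0, 1, 0, 0, 0, 0, 0, 0 and 0, and by fry 0, 0, 4, 0, 0, 2, 0, 4, 0, 1, 0, 0 and 1. The maternal line as a term gave 6 lists in *in vitro* *Pten/Tp53* KO, where 4 of the 16 called without it stayed called. Camera with the preset correlation takes all lists as equally correlated, which the other 2 tests do not.

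Leaving out 1 library at a time gave *in vivo* calls of 1 to 2 (without *in vivo* WT replicate 3 or *in vivo* *Pten* KO replicate 1 or 3 or *in vivo* *Pten/Tp53* KO replicate 3) for *Pten* KO, 0 (without *in vivo* WT replicate 1 or 2 or *in vivo* *Pten/Stat3* KO replicate 2) to 12 (without *in vivo* *Pten/Stat3* KO replicate 3) for *Pten/Stat3* KO and 4 (without *in vivo* WT replicate 1 or 2) to 17 (without *in vivo* *Pten/Tp53* KO replicate 2) for *Pten/Tp53* KO. *In vitro* it gave 0 to 21 (without *in vitro* WT replicate 1) for *Pten* KO, 0 to 24 (without *in vitro* WT replicate 2) for *Pten/Stat3* KO, 6 (without *in vitro* *Pten/Tp53* KO replicate 2) to 85 (without *in vitro* WT replicate 3) for *Pten/Tp53* KO and 0 to 3 (without *in vitro* WT replicate 3) within maternal lines. The other gene counts ran from 1 to 7 (without *in vivo* *Pten/Stat3* KO replicate 3) for all KO *in vivo*, from 1 (without *in vivo* *Pten/Stat3* KO replicate 1 or 2) to 3 (without *in vivo* *Pten* KO replicate 1 or 3) for *Pten/Stat3* against *Pten* KO, from 5 (without *in vivo* *Pten* KO replicate 2) to 21 (without *in vivo* *Pten/Tp53* KO replicate 2) for *Pten/Tp53* against *Pten* KO, from 0 to 2 (without *in vivo* WT replicate 3) for the *Pten* KO effect between models, from 0 to 8 (without *in vitro* WT replicate 3) for that of *Pten/Tp53* KO, and stayed at 0 for that of *Pten/Stat3* KO. Shared calls ran 1 to 6 (without *in vitro* WT replicate 3) for *Pten/Tp53* KO, 0 to 1 (without *in vitro* WT replicate 2) for *Pten/Stat3* KO, and were 0 in each fit for *Pten* KO. Calls in all 3 genotypes ran 0 to 1 (without *in vivo* WT replicate 3) *in vivo* and were 0 in each fit *in vitro*. A group with 2 libraries left takes its spread from the fit over all groups.

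The number of lists *in vivo* ran 10 (without *in vivo* WT replicate 1 or 3) to 16 (without *in vivo* WT replicate 2) for *Pten* KO, 13 (without *in vivo* WT replicate 1 or *in vivo* *Pten/Stat3* KO replicate 1) to 18 (without *in vivo* *Pten/Stat3* KO replicate 3 or *in vivo* *Pten/Tp53* KO replicate 3) for *Pten/Stat3* KO and 11 (without *in vivo* *Pten/Tp53* KO replicate 3) to 23 (without *in vivo* *Pten/Tp53* KO replicate 1) for *Pten/Tp53* KO. *In vitro* it ran 6 (without *in vitro* WT replicate 1) to 15 (without *in vitro* *Pten* KO replicate 1) for *Pten* KO, 7 (without *in vitro* *Pten/Stat3* KO replicate 3) to 15 (without *in vitro* WT replicate 3) for *Pten/Stat3* KO, 8 (without *in vitro* WT replicate 1 or *in vitro* *Pten/Tp53* KO replicate 3) to 16 for *Pten/Tp53* KO and 8 (without *in vitro* *Pten/Tp53* KO replicate 3) to 18 (without *in vitro* WT replicate 2) within maternal lines. Elsewhere it ran 14 (without *in vivo* *Pten/Tp53* KO replicate 3) to 23 (without *in vivo* WT replicate 2) for all KO *in vivo*, 8 (without *in vivo* *Pten* KO replicate 3 or *in vivo* *Pten/Stat3* KO replicate 3) to 15 (without *in vivo* *Pten/Tp53* KO replicate 3) for *Pten/Stat3* against *Pten* KO and 14 (without *in vivo* *Pten* KO replicate 1 or 2) to 18 (without *in vivo* *Pten/Tp53* KO replicate 1) for *Pten/Tp53* against *Pten* KO. Between models it ran 10 (without *in vivo* *Pten* KO replicate 1) to 18 (without *in vitro* WT replicate 2) for the *Pten* KO effect between models, 9 (without *in vitro* WT replicate 2) to 15 (without *in vivo* WT replicate 2) for that of *Pten/Stat3* KO and 10 (without *in vivo* WT replicate 1 or *in vivo* *Pten/Tp53* KO replicate 3 or *in vitro* *Pten/Tp53* KO replicate 1) to 17 (without *in vitro* *Pten/Tp53* KO replicate 3) for that of *Pten/Tp53* KO. The cell cycle list in *in vivo* *Pten* KO, higher and called with all libraries, was called in the opposite direction without *in vivo* WT replicate 1 (camera adjusted p = 0.0171), and over the libraries left out its adjusted p ran from 4.79e-09 (without *in vivo* WT replicate 3) to 0.405 (without *in vivo* *Pten* KO replicate 1), with the call also lost without *Pten* KO replicate 3.

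The mean distance of *in vitro* WT clones to KO clones of the own line minus that to other lines was -15.49, -16.21 with 500 genes, -14.2 with 2000 and -7.602 after a variance stabilizing transformation, which changes the scale, and ran from -18.62 to -12.44 with 1 library left out. The size of the correlation with the cell cycle level ran from 0.199 to 0.787 for PC1 *in vivo* and from 0.198 to 0.813 for PC2, with the lowest for PC1 and the highest for PC2 without *Pten/Tp53* KO replicate 1, and the highest for PC1 and the lowest for PC2 without *Pten/Tp53* KO replicate 3.

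Over the named genes and the lists, 4488 values kept direction and side of the threshold under an alternative, 621 lost the call, 221 gained it, 152 below the threshold changed sign and 1 called value reversed. Of the lost calls, 283 came from leaving out a library, 110 from the estimated correlation and 101 from fry, and of the gained calls 70 from DESeq2. RLE factors ended 2 calls, and moved the median log2 fold change of all genes by at most 0.0196.

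Depth limits genes with few counts. At 2256106 to 6142119 counts per library, 3 counts correspond to about 1 CPM, so genes below that level, among them many markers of stroma and leukocytes, were not tested, and folds from such levels are bounds. Of simulated 2-fold changes edgeR recovered 5.88% *in vivo* and 13.2% *in vitro*, so counts of 0 or 1 gene do not exclude changes of that size.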

Differences from the paper's values

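The paper states DESeq2 at an adjusted p under 0.05 and any fold change as its criterion. Its counts (57, 82, 309, 101, 105 and 300) equal the numbers of genes in Table S3. That table lists genes with an absolute log2 fold change over 1 alone, so the counts carry this threshold. The counts here are of edgeR at an adjusted p under 0.05. A count or a share is taken as different when one value is over 1.5 times the other, and a log2 fold change when the signs differ or the values lie more than 1 standard error apart. Of 55 values compared, 11 differed by this measure.

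The paper's 57 genes in *in vivo* *Pten* KO stand against 1, its 82 in *Pten/Stat3* KO against 2, its 309 in *Pten/Tp53* KO against 16, and *in vitro* its 101 against 0, its 105 against 0 and its 300 against 34. Among the alternatives set before the data were examined, DESeq2 gave higher counts within 1.5 times the paper's in the 6 comparisons (62, 87, 344, 115, 112 and 376), and DESeq2 on the 2 groups stayed within 1.5 times in *in vivo* *Pten/Tp53* KO (299), *in vitro* *Pten/Stat3* KO (102) and *in vitro* *Pten/Tp53* KO (310) but differed in the other 3 (138, 210 and 170). All others, which are RLE factors, no low-count filter, 1 CPM in 6 libraries, limma voom, the fold threshold, 24 libraries in 1 fit, the replicate block, edgeR on 2 groups and each library left out, differed in each comparison they were run for, as did the maternal line in the 3 *in vitro*. DESeq2 with a fold threshold, chosen after the values were seen, gave 58, 85, 313, 104, 103 and 300 and dropped 0, 0, 2, 0, 2 and 0 of the genes in the paper's Table S3, and DESeq2 with WT as reference level, also chosen afterwards, gave 61, 84, 344, 115, 114 and 376.

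The paper gives an overlap between the models of 5% for *Pten* KO and 18% for *Pten/Stat3* KO, without stating of which number, and edgeR called 0 genes in both models for either genotype. This is entered as 0%, although no share of the shorter list exists where edgeR called 0 genes *in vitro* (1247 and 1043 at an unadjusted p under 0.05, 115 and 112 by DESeq2). DESeq2 lay within 1.5 times the paper's shares (6.45% and 17.2%), and DESeq2 on 2 groups and an unadjusted p under 0.01 in each model did so for *Pten/Stat3* KO (24.5% and 15.5%) but not for *Pten* KO (10.1% and 8.85%). RLE factors, both filters, limma voom, 24 libraries in 1 fit, edgeR on 2 groups, the replicate block and the fold threshold differed for both genotypes. Chosen after the values were seen, DESeq2 with a fold threshold gave 6.9% and 17.6% and DESeq2 with WT as reference level 6.56% and 17.9%.

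For *Trim30d* the paper's Table S3 gives log2 fold changes of 15.4691, 19.417 and 21.3731 in *in vivo* *Pten*, *Pten/Stat3* and *Pten/Tp53* KO, against 4.22, 7.98 and 9.92 from edgeR, all fitted from 0 counts in WT and so without an upper limit. DESeq2 gave values about 2 higher than the paper's and within its standard errors of 3.1, 3.05 and 3.05 (17.53, 21.48 and 23.44), while RLE factors, no low-count filter, limma voom, the fold threshold, 24 libraries in 1 fit, the replicate block and DESeq2 on 2 groups (3.06, 7.01 and 8.96) differed in each. No value was available with 1 CPM in 6 libraries or from edgeR on 2 groups. DESeq2 with WT as reference level, chosen after the values were seen, gave 15.47, 19.42 and 21.37, and the fold threshold added to DESeq2 at the same stage left its values unchanged.

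The paper reports *Insig1*, *Igfbp5*, *Prelp* and *Trim30d* as changed in each *in vivo* genotype. edgeR called *Insig1* in *Pten/Tp53* KO alone (adjusted p = 0.21, 0.0711 and 0.0494) and *Igfbp5* (0.476, 0.36 and 0.209), *Prelp* (0.434, 0.059 and 0.188) and *Trim30d* (0.886, 0.665 and 0.207) in none, while DESeq2 called the 4 in all 3 genotypes, in the paper's directions. The paper reports *Pfkm*, *Rflna* and *Prelp* as higher in each *in vitro* genotype. edgeR called none of them in *Pten* or *Pten/Stat3* KO (*Pfkm* adjusted p = 0.174 and 0.167, *Rflna* 0.226 and 0.186, *Prelp* 0.302 and 0.279), and in *Pten/Tp53* KO the adjusted p were 0.0654, 0.0857 and 0.207. DESeq2 called each of the 3 in all 3 genotypes.

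*Pik3r3* is reported as higher in *in vivo* *Pten* and *Pten/Stat3* KO, where edgeR gave log2 fold changes of 1.82 and 2.19 without a call (adjusted p = 0.476 and 0.266) and DESeq2 adjusted p = 0.00752 and 0.000255. *Hk1* and *Pgm1* are reported as higher in *Pten/Tp53* KO, where edgeR gave 1.21 (adjusted p = 0.0544) and 1.29 (adjusted p = 0.119), DESeq2 adjusted p = 0.00023 and 0.0119, and *Gfpt1* was called by both.

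The paper finds KRAS signaling up in *Pten* KO of both models, from gene sets that were not available. It maps its called genes to each set, while camera tests whether all measured members of a list move in 1 direction. The results below on KRAS, EMT and interferon genes are thus of another measure and of other genes. The list of RAS and MAPK feedback genes used here fell in *in vivo* *Pten* KO (median log2 fold change -0.55, adjusted p = 4.67e-05 by camera, adjusted p = 0.322 with an estimated correlation, 18 of 21 fold changes negative) and did not pass *in vitro* (-0.06, camera adjusted p = 0.733; difference between the models -0.88, adjusted p = 0.000939 by camera, adjusted p = 0.502 with an estimated correlation). EMT genes are reported as enriched in *Pten/Stat3* KO of both models and in each *in vitro* genotype. The mesenchymal list fell in *Pten/Stat3* KO *in vivo* by a call kept in 1 of 11 other settings and of the other direction without WT replicate 1 (-0.70, adjusted p = 0.0496 by camera, adjusted p = 0.597 with an estimated correlation), and *in vitro* by a call lost without WT replicate 3 or *Pten/Stat3* KO replicate 3, with all 24 libraries and with the maternal line (-0.55, adjusted p = 0.0227 by camera, adjusted p = 0.434 with an estimated correlation), and did not pass in *in vitro* *Pten* KO (-0.06, camera adjusted p = 0.935) or *Pten/Tp53* KO (0.18, camera adjusted p = 0.711). Interferon genes are reported as enriched in *Pten/Stat3* KO of both models, and the list rose *in vivo* (2.52, adjusted p = 7.46e-14 by camera, adjusted p = 0.419 with an estimated correlation), mostly through *Pten/Stat3* KO replicate 3 (camera adjusted p = 0.0254 without it), but did not pass *in vitro* (-0.66, camera adjusted p = 0.0631), a difference between the models of 3.46 (adjusted p = 8.64e-17 by camera, adjusted p = 0.663 with an estimated correlation).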

Other observations

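The tests in this part were set beforehand, but *Rps11*, *Gde1*, *Psrc1*, *Zmat3* and *Ddx3y*, and which of the lists to describe, were chosen after the values were seen. The paper does not report the lysosome, glutathione, ribosomal protein, mitochondrial genome, luminal progenitor and heat shock genes described first, and single lists of the comparisons between KO genotypes and between models were not run under the alternatives.

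Lysosome and autophagy genes rose *in vivo* in *Pten/Stat3* KO (22 of 31 fold changes positive, median log2 fold change 0.46, adjusted p = 1.82e-05 by camera, adjusted p = 0.39 with an estimated correlation) and *Pten/Tp53* KO (24 of 31, 0.60, adjusted p = 2.03e-06 by camera, adjusted p = 0.283 with an estimated correlation) whichever library was left out, and rose over *Pten* KO as well (medians 0.44 and 0.54, camera adjusted p = 1.17e-06 and 4.21e-05, 0.437 and 0.432 with an estimated correlation). In *in vivo* *Pten* KO they did not pass (camera adjusted p = 0.961). *In vitro* they rose in *Pten* KO (0.32, adjusted p = 0.00907 by camera, adjusted p = 0.75 with an estimated correlation, lost without WT replicate 1 or *Pten* KO replicate 1) and in *Pten/Tp53* KO (0.34, adjusted p = 0.0359 by camera, adjusted p = 0.7 with an estimated correlation, lost without WT replicate 1 or 2 or KO replicate 3, and of the other sign with the maternal line), and not in *Pten/Stat3* KO (camera adjusted p = 0.284, difference between the models 0.23, adjusted p = 0.0211 by camera, adjusted p = 0.851 with an estimated correlation). Genes of glutathione and the NRF2 response rose *in vivo* in *Pten/Stat3* KO (19 of 23, median 0.46, adjusted p = 0.000845 by camera, adjusted p = 0.119 with an estimated correlation), in *Pten/Tp53* KO (18 of 23, 0.85, adjusted p = 0.000138 by camera, adjusted p = 0.063 with an estimated correlation) and, lost without WT replicate 1 or 3 or *Pten* KO replicate 3, in *Pten* KO (0.32, adjusted p = 0.0169 by camera, adjusted p = 0.338 with an estimated correlation). They rose in *in vitro* *Pten/Tp53* KO too (0.35, adjusted p = 0.000153 by camera, adjusted p = 0.27 with an estimated correlation, lost with the maternal line) and did not pass in the other 2 *in vitro* genotypes (camera adjusted p = 0.872 and 0.662, differences from *in vivo* 0.45 and 0.57, camera adjusted p = 0.0928 and 0.000134, with an estimated correlation 0.539 and 0.223).

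Ribosomal protein genes fell in *in vitro* *Pten/Tp53* KO clones, 33 of 34 with a median of -0.67 (adjusted p = 3.62e-17 by camera, adjusted p = 0.27 with an estimated correlation, fry adjusted p = 0.0228), under each alternative run except the estimated correlation. *Rps11* stood at 251.6, 220.3 and 279.3 CPM in these clones against 464.4, 425.0 and 441.5 CPM in WT clones. *In vivo* they did not fall in the same genotype (0.08, camera adjusted p = 0.552), and the effect differed between the models (34 of 34 positive, 0.70, adjusted p = 5.45e-17 by camera, adjusted p = 0.299 with an estimated correlation). They also fell in *in vitro* *Pten* KO (-0.18, adjusted p = 0.00907 by camera, adjusted p = 0.863 with an estimated correlation, lost without WT replicate 2 or 3 or *Pten* KO replicate 2 or 3 and of the other sign with the maternal line), in *in vivo* *Pten/Stat3* KO (-0.14, adjusted p = 0.0279 by camera, adjusted p = 0.676 with an estimated correlation, lost without WT replicate 1 or KO replicate 1 or 3 and with the replicate block) and within maternal lines (-0.31, adjusted p = 8.84e-09 by camera, adjusted p = 0.721 with an estimated correlation, lost without WT replicate 3). Genes of the mitochondrial genome rose in *in vitro* *Pten* KO (8 of 8, 0.52, adjusted p = 0.000944 by camera, adjusted p = 0.423 with an estimated correlation, lost with the maternal line). Luminal progenitor markers fell in *in vitro* *Pten/Tp53* KO (-0.95, adjusted p = 0.0274 by camera, adjusted p = 0.437 with an estimated correlation, lost without WT replicate 1 or 3 or KO replicate 1 or 2), and so did basal markers (-0.24, adjusted p = 0.0238 by camera, adjusted p = 0.27 with an estimated correlation, lost without WT replicate 1 or 2 or KO replicate 3, with all 24 libraries and with the maternal line). Heat shock genes fell in *in vivo* *Pten* KO (-0.28, adjusted p = 0.014 by camera, adjusted p = 0.404 with an estimated correlation, lost without *Pten* KO replicate 2 and with all 24 libraries).

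Over all *in vivo* KO genotypes together edgeR called *Ubb* (log2 fold change -1.67, adjusted p = 0.0081), which did not fall in *Pten/Stat3* KO (0.56, adjusted p = 0.657), with 1035 genes at an unadjusted p under 0.05 and 98 called by DESeq2, and 19 lists passed camera. Among them interferon genes rose by a median of 2.03 (adjusted p = 1.06e-14 by camera, adjusted p = 0.362 with an estimated correlation) and ER genes by 0.48 (adjusted p = 8.15e-12 by camera, adjusted p = 0.147 with an estimated correlation), and RAS and MAPK feedback genes (-0.37, adjusted p = 6.31e-06 by camera, adjusted p = 0.0552 with an estimated correlation) and focal adhesion genes (-0.35, adjusted p = 4.92e-06 by camera, adjusted p = 0.362 with an estimated correlation) fell. Against *Pten* KO, *Pten/Stat3* KO had *Stat3* lower (log2 fold change -2.73, adjusted p = 0.0105) and *Ubb* higher (3.48, adjusted p = 0.000168), and luminal markers rose (9 of 10, 0.56, adjusted p = 4.23e-05 by camera, adjusted p = 0.268 with an estimated correlation). *Pten/Tp53* KO against *Pten* KO had 3 genes higher, among them *Gde1* (3.08, adjusted p = 0.0316), and 6 lower, among them *Trp53*, *Zmat3* and *Psrc1* (-4.25, adjusted p = 0.00482), and p53 targets (-0.99, adjusted p = 4.33e-15 by camera, adjusted p = 0.359 with an estimated correlation) and basal markers fell (-0.85, adjusted p = 0.000267 by camera, adjusted p = 0.521 with an estimated correlation) while hypoxia genes rose (1.98, adjusted p = 5.84e-09 by camera, adjusted p = 0.432 with an estimated correlation). The mean log2 level of the basal list was 7.806, 7.509 and 3.08 in *Pten/Tp53* KO replicates 1, 2 and 3. In *Pten* KO it was 8.004, 8.292 and 7.842, so the fall lay mainly in *Pten/Tp53* KO replicate 3.

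Between the models, the *Pten* KO effect *in vivo* exceeded that *in vitro* for cell cycle genes (42 of 42, 1.10, adjusted p = 8.71e-11 by camera, adjusted p = 0.575 with an estimated correlation) and lay below it for hypoxia genes (-1.52, adjusted p = 6.06e-09 by camera, adjusted p = 0.539 with an estimated correlation). The *in vivo* side of the cell cycle difference depends on WT replicate 1, at a mean log2 level of 3.4 against 6.2 and 6.7 in the other WT lines. Without this line the list was called lower in *in vivo* *Pten* KO (camera adjusted p = 0.0171). For *Pten/Stat3* KO the *in vivo* effect exceeded that *in vitro* for glutathione genes (0.57, adjusted p = 0.000134 by camera, adjusted p = 0.223 with an estimated correlation) and lay below it for glycolysis (-0.63, adjusted p = 4.22e-08 by camera, adjusted p = 0.663 with an estimated correlation). For *Pten/Tp53* KO it lay below it for TGF-β genes (-0.80, adjusted p = 0.00733 by camera, adjusted p = 0.484 with an estimated correlation), and was above it for the HOXB and HOX13 list (all 11 positive, adjusted p = 3.6e-11 by camera, adjusted p = 0.102 with an estimated correlation) and for the 4 measured genes of the Y chromosome and *Xist* list (adjusted p = 0.00612 by camera, adjusted p = 0.629 with an estimated correlation). *Ddx3y*, on the Y chromosome, had 0 counts in the 3 *in vitro* *Pten/Tp53* KO clones and in the WT clone of their line, and 1.05 CPM in *in vivo* WT replicate 3, where the other WT libraries had 75.8 to 131.7 CPM.

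The peroxisome, squamous, urothelium, senescence and Y chromosome lists passed in none of the 6 comparisons with WT (smallest camera adjusted p = 0.0613, for squamous markers in *in vitro* *Pten* KO), and neither did the TGF-β list (smallest 0.0503, in *in vitro* *Pten/Tp53* KO). Too few members were measured to test markers of seminal vesicle, endothelium, neuroendocrine cells, fibroblasts and leukocytes, whose sums over the *in vivo* WT organoids were 0, 1.15 ± 1.65, 12.8 ± 14.9, 11.0 ± 11.6 and 5.53 ± 4.50 CPM (SD, n = 3). No 2 libraries were duplicates, and the replicate numbers did not pair libraries.

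Other splits of the same libraries into groups of the same sizes were run, and for 3 against 3 libraries, which make 10 splits, none can give a share under 0.05. In the 6 comparisons with WT, in the order *in vivo* *Pten*, *Pten/Stat3*, *Pten/Tp53* KO and the same *in vitro*, edgeR called 1, 2, 16, 0, 0 and 34 genes, with 2, 1, 1, 10, 10 and 1 of 10 splits calling as many and at most 1, 1, 0, 0, 47 and 0 in any other. DESeq2 called 62, 87, 344, 115, 112 and 376, with at most 37, 35, 101, 47, 114 and 69 in another split and 1 split calling as many, 2 for *in vitro* *Pten/Stat3* KO. Lists numbered 13, 15, 18, 11, 9 and 16, with at most 15, 15, 22, 15, 12 and 15 in another split and 3, 3, 2, 3, 6 and 1 splits with as many. *Pten/Stat3* and *Pten/Tp53* KO against *Pten* KO gave 2 and 9 genes (at most 0 and 1 otherwise, 1 of 10 splits each) and 13 and 17 lists (14 and 18, 2 of 10 each).

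Where more splits exist, chance was not excluded. Within maternal lines 64 of 64 splits called as many genes as the real one (0, at most 2 otherwise, with 1018 at an unadjusted p under 0.05 and 85 called by DESeq2) and 28 as many lists (10, at most 19). For all KO *in vivo* it was 19 of 100 splits for genes (1, at most 161) and 5 for lists (19, at most 22). For the effects between models it was 2, 30 and 30 of 30 splits for genes (1, 0 and 0, at most 1, 9 and 48, with 869, 384 and 1026 at an unadjusted p under 0.05 and 21, 7 and 40 called by DESeq2) and 5, 8 and 8 for lists (14, 12 and 14, at most 18, 16 and 21). Splits that call 47, 161, 9 or 48 genes point to a structure of the samples other than the groups compared.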
